# Modulation of biological activities in adipose derived stem cells by histone deacetylation

**DOI:** 10.1038/s41598-024-84652-1

**Published:** 2025-01-29

**Authors:** Sallam Abdallah, Mouna Tabebi, Sawsan Qanadilo, Neserin Ali, Jing Wang, Pádraig D’Arcy, Wen Zhong, Folke Sjoberg, Moustafa Elmasry, Ahmed El-Serafi

**Keywords:** Histone deacetylase inhibitor, Suberoylanilide hydroxamic acid, Adipose derived stem cells, Differentiation, Vorinostat, Epigenetic, Epigenetic modifier, Cell biology, Molecular biology, Stem cells

## Abstract

Difficult-to-heal wounds management accounts for about 4% of healthcare costs, highlighting the need for innovative solutions. Extracellular signals drive cell proliferation during tissue regeneration, while epigenetic mechanisms regulate stem cell homeostasis, differentiation, and skin repair. Exploring epigenetic regulation in adipose-derived stem cells (ADSCs) holds promise for improving skin injury treatments. We investigated the effects of histone deacetylase inhibitor (SAHA) on ADSCs to better understand its cellular and molecular impacts. ADSCs were treated with SAHA for 72 h, showing no change in cell viability at the studied concentrations. However, the expression of histone deacetylase decreased at 1000 nM, while the cell proliferation marker Ki-67 increased after SAHA treatment, as confirmed by immunofluorescence. CCND1 gene expression increased, whereas protein expression of the proliferating cell nuclear antigen (PCNA) decreased. Cell cycle analysis showed an increase in G2 phase in SAHA-treated cells. Microarray analysis revealed 74 upregulated and 40 downregulated differentially expressed genes, including upregulation of P53 targets, *CDKN1A* and *MDM2*. Proteomic analysis identified 631 upregulated and 823 downregulated proteins compared to the vehicle. Pathway enrichment analysis showed cell cycle, ATP-dependent chromatin remodeling and DNA processes were among the affected pathways. This study suggests SAHA modulates ADSCs’ biological processes, highlighting its potential for skin regeneration.

## Introduction

The consistent exposure of the skin to environmental, mechanical, and chemical stress necessitates continuous self-renewal, in order to retain its barrier function. Skin has an extremely fast cellular turnover rate, which allows for efficient adaption to environmental triggers^1^. Skin cells response for the latter encompasses several epigenetic mechanisms for controlling gene expression which, in turn, modifies cellular phenotype, proliferation, migration, and differentiation^2^. Histone acetylation is one of the well-explained post-translational modifications, which is based upon the opposing activities of histone acetyltransferase (HATs) and histone deacetylase (HDAC)^3^. The importance of histone acetylation has been demonstrated in skin development and homeostasis, paving the way for potential investigations into its role during the repair of skin injuries^2^. For example, the acetylation pattern of epidermal histone H4 varied over time, during different stages of wound healing in distant and adjacent skin, migrating epithelium and newly formed epidermis^4^. Furthermore, epigenetic mechanisms control the differentiation and commitment outcomes of epidermal stem cells in wound healing process as the restoration of functional skin relies on the plasticity of stem cells^5^. Epigenetic modification was identified as a fundamental contributor to stem cell-mediated tissue maintenance, by coordinating their fate decisions and safeguarding their homeostasis^6^. The epigenetic profiles are emerging for skin stem cells that are associated with their cell fate plasticity and proper activity in tissue regeneration, the role and the mechanism of which adipose derived stem cells use to contribute to restoration of skin disruption, is largely unclear.

Adult stem cells stand out as a preferred choice for stem cells based therapy with increasing body of evidence confirming their safety, as well as their efficacy in regeneration and repair^7^. Most attention is drawn to adipose derived stem cells (ADSCs), as a special subset of adult stem cells with the advantage of their abundance and ease of access, in addition to their ability to self-renew, differentiate into multilineages, and dynamically interact with the cell niche^8^. On the other hand, ADSCs are a source of bioactive growth factors which participate in paracrine signaling during tissue repair process, including skin wound healing. The interplay between ADSCs and the surrounding environment can provide important aspects for improving their use in clinical practice. They may participate in wound repair and reconstruction as well as the inflammatory response^9^.

Epigenetic pharmaceuticals are promising interventions as they support stem-cell differentiation^10–15^. Histone deacetylase inhibitors (HDACi) are known to modulate the expression of genes by increasing histone acetylation and thereby regulating chromatin structure and transcription^16^. Current evidence indicates that HDAC inhibitors not only act to reduce the catalytic activity of the enzyme but may also disrupt the protein–protein interaction of specific HDACs with various critical protein partners^17^. These target proteins usually participate in a variety of biological pathways, including gene expression, cell proliferation, differentiation, cell migration, and cell death, as well as angiogenesis and immune response^18^. Therefore, we opted to use pharmacological manipulation to regulate histone acetylation by using HDACi, Suberoylanilide hydroxamic acid (SAHA), also known as Vorinostat. This pan HDACi inhibits both the enzymes from class I (HDAC1, HDAC2, HDAC3) and class II (HDAC4, HDAC5, HDAC6 and HDAC7). Although several HDACi are at various stages of preclinical and clinical development, SAHA, is a clinically approved histone deacetylase inhibitor, by the U.S. Food and Drug Administration (FDA) for the treatment of T-cell lymphomas^19^.

In this study, we hypothesize that altering ADSCs through pharmacological intervention with SAHA may represent a potential therapeutic strategy to improve wound therapy and skin regeneration. To test this, we investigated the effect of SAHA on ADSCs proliferation and the regulatory pathways involved in various biological processes, aiming at enhancing the application of ADSCs in cell therapy for skin tissue regeneration. To the best of our knowledge, no studies have examined the effect of SAHA on ADSCs cellular and molecular processes. Therefore, our data could provide valuable insights for developing novel therapeutic approaches to treat sever skin injuries.

## Results

### The reduction of HDACs demonstrates no adverse impact on cell viability

The viability of ADSCs were examined after being treated with SAHA at different concentrations (Fig. 1A). Our findings revealed no changes in viability with the studied concentrations, in comparison to untreated cells. In the following experiments, 1000 nM SAHA was used at 72 h of exposure. To determine whether SAHA has efficiently inhibited HDACs at 1000 nM, the protein expression of certain HDACs was screened. HDACs expression level in SAHA group were significantly reduced for HDAC1, HDAC2, HDAC3, HDAC4 and HDAC6 in comparison with EtOH group (Fig. 1B). This can demonstrate that the method of application used in our study positively influenced the reduction of HDACs level.

**Fig. 1:**
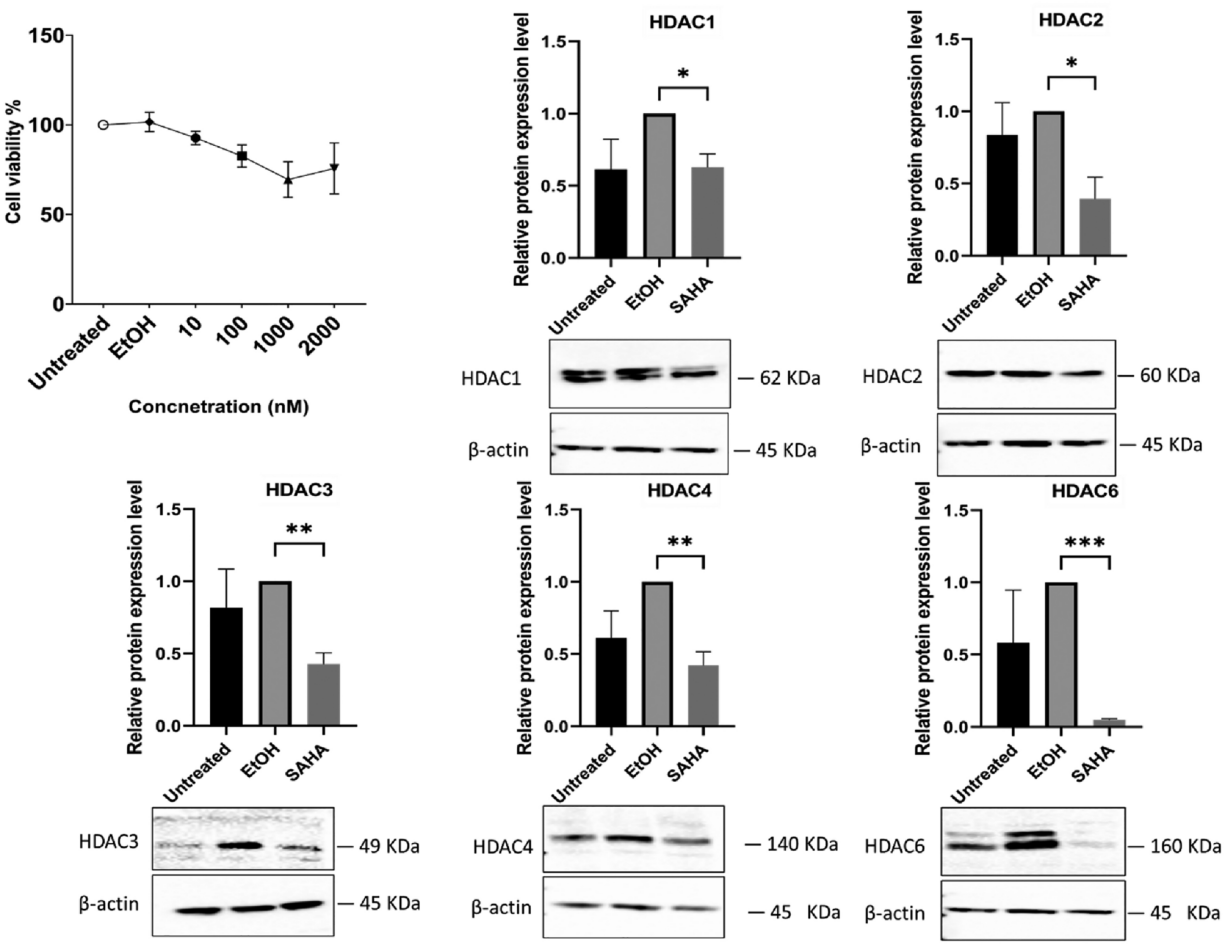
The viability of ADSCs remains unaffected by SAHA despite the significant reduction in the protein expression levels of HDACs. (**A**) ADSCs viability percentages were assessed through the MTT assay after a 72-h with different concentrations of SAHA (10, 100, 1000, and 2000 nM). The control group for this experiment was untreated cells. (**B**) Western blotting was performed to analyze HDACs protein expression level and showed significant reduction of HDAC1,2,3,4 and 6. Data were presented as means with the corresponding standard error of the mean (SEM), the original blots/gels can be accessed in Supplemetary 1. MTT assay (n = 4) and for western blotting (n = 3). *p* value < 0.05 was indicating of a statistically significant difference, which presented as follows: * for *p* < 0.05, ** for *p* < 0.01, and *** for *p* < 0.001.

### ADSCs displayed active division despite evidence of slow proliferation rate

ASC52 cell cycle progression was performed by measuring DNA content which was stained with propidium iodide (PI) using flowcytometry. The stained DNA histogram, presented in Supplementary 2 Fig. 2), along with the quantification of DNA content percentages. Our results demonstrated an increase in G2/M cell cycle phases with no increase in Sub G1 population in SAHA treated cells. Following treatment with SAHA, we observed notable changes in the morphological features of the cells compared to untreated controls. The cells exhibited a polygonal shape with a larger cytoplasm, which was clearly visible under the light microscope (Supplementary 2 Fig. 1). These morphological alterations suggest changes at the cellular levels. As these changes could be related to cell proliferation, we investigated the expression of the Ki-67 protein. Our results revealed a significant increase in Ki-67 protein expression in SAHA group compared with EtOH group. Nevertheless, the expression level was similar to the control group (Fig. 2A). For a better understanding of SAHA influence on ADSCs cell cycle progression and proliferation, the gene expression of the cell cycle G1/S transition check point *CCND1* was investigated. A significant increase in the expression of *CCND1* gene expression was observed in SAHA group compared with EtOH group (Fig. 2B). Furthermore, the nuclear protein PCNA, a cellular proliferation marker, was studied and a significant decrease was observed compared to the EtOH group (Fig. 2C).

**Fig. 2:**
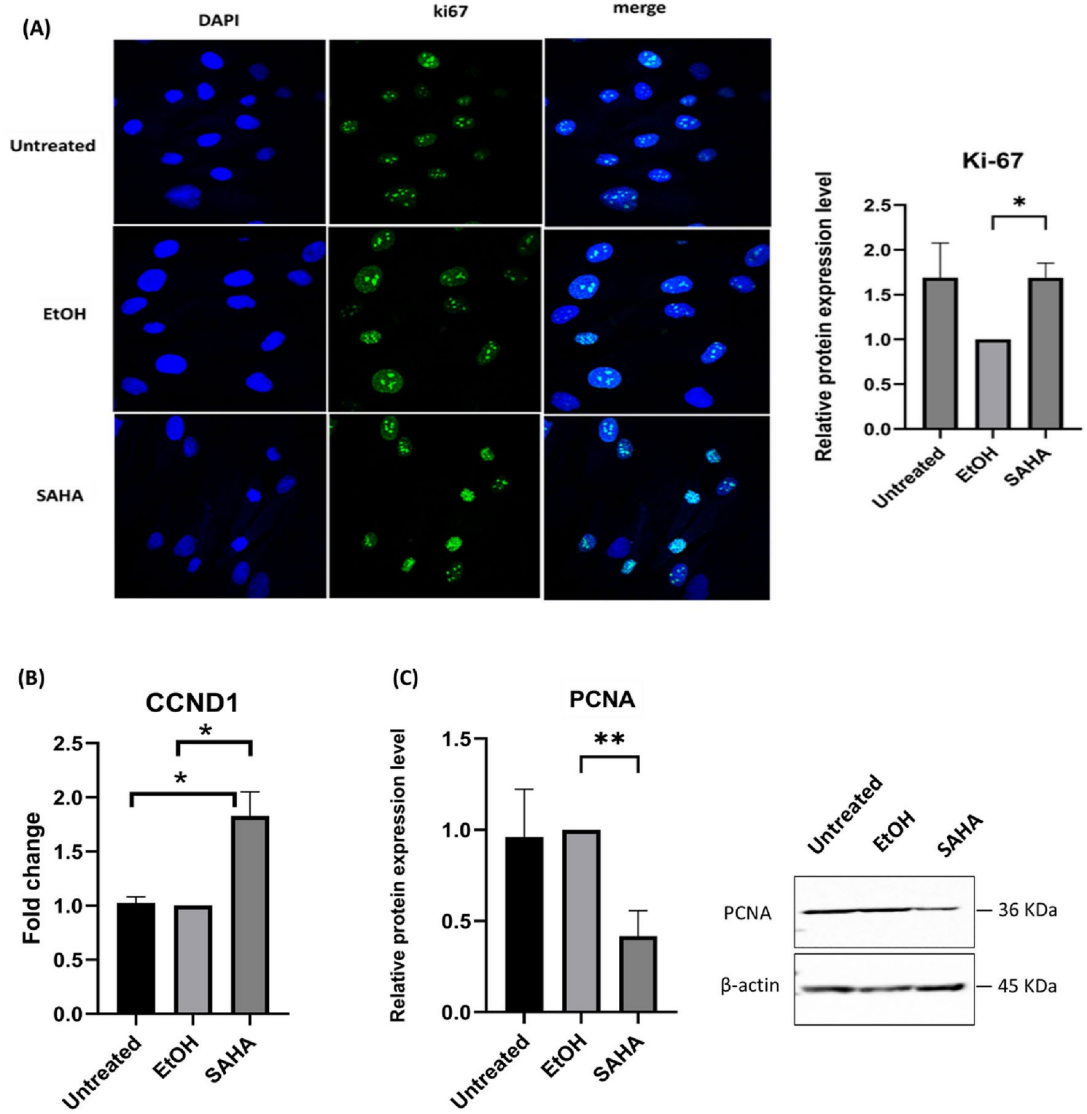
Proliferation capability of ADSCs under the effect of SAHA**. **(**A**) Quantification of Ki-67 fluorescence intensity in ADSCs was determined using immunofluorescence staining. (**B**) CCND1 gene expression using qPCR. (**C**) PCNA relative protein expression was evaluated by western blotting, the original blots/gels can be accessed in Full-length blots file. Data were presented as means with the corresponding standard error of the mean (SEM). qPCR (n = 3) and western blotting (n = 4). *p* value < 0.05 was indicating of a statistically significant difference, which presented as follows: * for *p* < 0.05, ** for *p* < 0.01, and *** for *p* < 0.001.

### Microarray analysis identification of genes and pathways on ADSCs

To characterize the effect of SAHA on ADSCs biological activity, microarray analyses were performed to identify genes and regulatory pathways which influence the cellular and molecular mechanisms in ADSCs after SAHA treatment. 

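ASC52telo cells, a line of human adipose-derived stem cells immortalized with telomerase, were deprived of serum for 24 h and then kept for 72 h with 1000 nM SAHA, a hydroxamic acid that inhibits histone deacetylases, with its EtOH vehicle, or untreated, followed by 24 h in fresh medium. RNA was hybridized to Clariom S human arrays, which read most protein-coding genes with short probes. The authors left out 1 EtOH array for low intensity and normalized the others by RMA. The 8 arrays analysed here were 3 of SAHA-treated, 2 of EtOH-treated and 3 of untreated ADSCs. The deposited values are log2 expression, with 1 value for each of 18508 genes. They ran from -0.83 to 9.96, with array medians between 0.26 and 0.33. The offset of this scale is not known, so a level is compared between arrays for 1 gene and not between genes, and a gene near the array medians has little room to fall. The mean over the arrays of replicate 1, the mean over those of replicate 2 and the mean over those of replicate 3 were equal in all 18508 genes, within 1e-10. Differences between the replicate numbers had thus been taken out of the values, by a step that the paper's text does not name. A fit that leaves the numbers out counts 6 residual degrees of freedom, where a fit with the number as a block counts 4. The gene values come from limma, with SAHA against EtOH and untreated combined as in the paper's methods. They are without a block or an intensity trend, which those methods do not mention. With the trend, limma gave the 67 higher and 35 lower genes of the paper's supplementary list at a fold of at least 1.5. The p-values were then between 0.9996 and 1.003 times those listed. The number of arrays limits the precision of every value.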

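TGM2, which encodes the protein-crosslinking enzyme transglutaminase 2, rose most in SAHA-treated ADSCs, from a log2 value of 1.53 ± 0.44 (SD, n = 5 control arrays) to 4.79 ± 0.46 (SD, n = 3). This is a log2 fold change of 3.26 (standard error 0.26, adjusted p = 8.9e-04 from limma). MXRA5, the gene of a secreted matrix remodelling protein, had a log2 fold change of 1.71, the adhesion receptor gene ADGRL2 of 1.70 and the solute carrier gene SLC12A8 of 1.41. CDKN1A and IGFBP5 were also among the genes with the largest rise. Among the genes that fell, ACAN and BGN encode matrix proteoglycans, and MFAP4, which encodes a microfibril-associated glycoprotein, had a log2 fold change of -2.02 (standard error 0.15, adjusted p = 7.9e-04). ENPP2, which encodes the secreted lysophospholipase autotaxin, fell by 1.36 on the log2 scale (standard error 0.17, adjusted p = 0.0051). SORT1, which encodes sortilin, rose with a log2 fold change of 1.06, and SORCS2 fell by 1.17 to a mean of 0.64, near the array medians. For ADGRL2, untreated replicate 1 stood apart among the controls, at 1.52 against a mean of 0.98 in the others. At an adjusted p under 0.05 and a fold of at least 1.5, 81 of the 18508 genes were higher and 55 were lower. Higher genes made up 59.6% of these calls, and 72.8% (99 higher and 37 lower) with each array centred on its median. With the replicate number as a block, 36 genes were higher and 14 were lower, and all 50 were among the 136 called without it. Leaving out 1 array gave 48 higher and 23 lower genes without untreated replicate 2, 35 and 14 without SAHA replicate 1, 20 and 10 without SAHA replicate 3, and 35 lower genes without EtOH replicate 1.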

Our findings showed that 40 genes were downregulated, while 70 genes were upregulated (Fig. 3A, B), (Supplementary 3). 

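Of the 5 genes that the paper's enrichment table gives under extracellular matrix organization, ACAN, MFAP4 and BGN fell in SAHA-treated ADSCs. COL6A3, which encodes a chain of collagen VI, had a log2 fold change of -0.53 (standard error 0.10, adjusted p = 0.044 from limma), short of the 1.5-fold threshold, and ASPN missed the p threshold. Among the controls of COL6A3, EtOH replicate 1 was lowest, at 6.71 against a mean of 6.97. Adjusted over the list alone, 4 of the 5 genes were lower. The count was 2 with EtOH arrays only as control, 4 with the intensity trend, with untreated arrays only and without untreated replicate 1, and 5 with quantile normalization. Both genes listed under nitric oxide metabolism fell: DDAH1, whose enzyme breaks down inhibitors of nitric oxide synthase, and the calmodulin gene CALM2, by 0.64 on the log2 scale (standard error 0.11, adjusted p = 0.035). Adjusted over the list alone, both were lower as well. Neither passed with EtOH arrays only as control or with the replicate block, at adjusted p = 0.053 for DDAH1 and 0.16 for CALM2 (over the alternatives, 0.0053 to 0.135 and 0.012 to 0.18). Without SAHA replicate 1 neither of them passed, and 1 of them passed without any single one of SAHA replicates 2 and 3 and untreated replicates 1, 2 and 3. Of the 7 genes listed under IGF transport and uptake, IGFBP5, the protease gene PAPPA and CHRDL1, the gene of a BMP antagonist, rose, and the same number rose when adjusted over the list alone. CHRDL1 had a log2 fold change of 1.27 (standard error 0.16, adjusted p = 0.0061), whereas IGFBP3, STC2, MFGE8 and APLP2 had log2 fold changes of 0.56, 0.56, 0.53 and 0.46 and did not pass both thresholds. Of the 7, 2 were higher with EtOH arrays only as control, 4 with untreated arrays only, and 5 with median centring and without SAHA replicate 2. The study chose these 3 lists on these arrays, so their counts are not independent evidence of direction.
Of 20 genes of the IGF axis, 2 rose and 0 fell (3 and 1 when adjusted over the list alone; 1 rose with EtOH arrays only as control and 4 with median centring), and the list lay higher by camera, limma's competitive gene set test (adjusted p = 9.5e-04). This call was lost at adjusted p = 0.24 with an estimated correlation, the highest of 18 alternatives that start at 1.9e-04. The list holds PAPPA and IGFBP5, which the study chose on these arrays, so the test is not fully independent of that choice. Of 29 matrix proteoglycan genes, ACAN and BGN fell and LUM, which encodes lumican, rose with a log2 fold change of 1.13, a call that ended with EtOH arrays only as control and without SAHA replicate 3. Adjusted over the list alone, 2 were higher and 4 lower, and the list's adjusted p was 0.28. Of 23 collagen genes, 0 passed in limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 7, and 0 passed by the methods' t-test. This is the unpaired t-test of the paper's statistics section, applied here to the arrays, for which the paper names limma. With untreated arrays only as control 3 collagen genes were lower and with quantile normalization 1 was. Of 18 genes of nitric oxide metabolism, CAV1 rose with a log2 fold change of 0.71 beside the fall of DDAH1 and CALM2, the same calls were made when adjusted over the list alone, and the list's adjusted p was 0.63. The CAV1 call ended with the block, with EtOH arrays only as control and without SAHA replicate 1 or 3.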

For the downregulated genes, the top five enriched pathways from reactome pathway analysis were related to extracellular matrix organization and metabolism of nitic oxide, while the upregulated genes were related to the regulation of insulin-like growth factor (IGF) transport and uptake by insulin-like growth factor binding proteins (Fig. 3C), (Supplementary 2 Table 2–5). To confirm microarray results, candidate genes from the previously mentioned enriched pathways were selected. 

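The proteoglycan genes BGN and ACAN fell in SAHA-treated ADSCs, as did DDAH1, and the IGF axis genes PAPPA and IGFBP5 rose. BGN, which encodes biglycan, was at a log2 value of 5.21 ± 0.10 (SD, n = 3) with SAHA against 6.66 ± 0.22 (SD, n = 5) in the combined controls, a log2 fold change of -1.46 (standard error 0.13, adjusted p = 0.0011 from limma). ACAN, which encodes aggrecan, fell by 2.31 (standard error 0.26, adjusted p = 0.0039) to 0.57 ± 0.36 (SD, n = 3), near the array medians. Its control mean of 2.89 ± 0.50 (SD, n = 5) holds 1 array that stood apart, untreated replicate 2 at 3.75 against 2.68 in the others. ASPN, which encodes the small leucine-rich proteoglycan asporin, had a log2 fold change of -1.54 (standard error 0.32) and missed the threshold, at an adjusted p of 0.054. It passed without untreated replicate 1 at 0.036, with the intensity trend at 0.043, with quantile normalization at 0.047, with the dimmest genes left out at 0.034 and with array weights at 0.024, where the alternatives range from 0.024 to 0.19. DDAH1 had a log2 fold change of -0.86 (standard error 0.13, adjusted p = 0.015), from 6.27 ± 0.18 (SD, n = 5) to 5.41 ± 0.20 (SD, n = 3). Without SAHA replicate 1 its adjusted p was 0.088. PAPPA, the protease gene of IGF binding protein cleavage, had a log2 fold change of 1.17 (standard error 0.13, adjusted p = 0.0031). IGFBP5 had one of 1.72 (standard error 0.26, adjusted p = 0.015), with a wide spread between the SAHA arrays, at 6.51 ± 0.67 (SD, n = 3). The study chose these 6 genes on these arrays, so 2 higher and 3 lower genes, or 2 and 4 when adjusted over the list alone, are not independent evidence of direction. With the replicate block 2 were higher and 2 lower, and with EtOH arrays only as control 1 was higher and 1 lower.

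**Figure D1:**
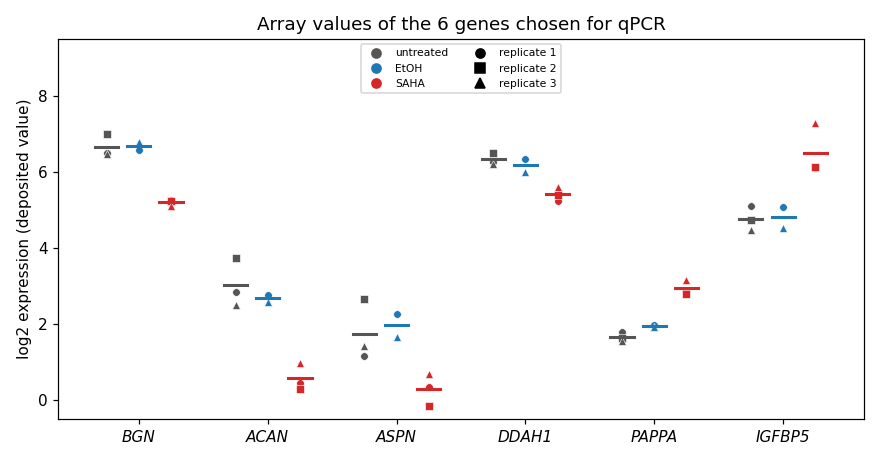
Deposited log2 expression of BGN, ACAN, ASPN, DDAH1, PAPPA and IGFBP5 on each of the 8 arrays. Each point is 1 array, the colour gives the group (untreated, EtOH or SAHA), the shape gives the replicate number and the horizontal bar is the group mean; the SAHA points of BGN, ACAN, ASPN and DDAH1 lie below all 5 control points, and those of PAPPA and IGFBP5 lie above them.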

The qPCR results confirmed the microarray data (Supplementary 2 Fig. 2), (Supplementary 2 Table 6–7). Moreover, the expression of p53/p21(CDKN1A) pathway related gene were among the influenced genes by SAHA. 

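Of 29 measured p53 target genes, 4 rose and 0 fell in SAHA-treated ADSCs (limma, 13 genes at an unadjusted p under 0.05 and 0 calls by the methods' t-test), and 8 rose when adjusted over the list alone. Besides CDKN1A and MDM2, these were ZMAT3, which encodes an RNA-binding zinc finger protein, with a log2 fold change of 0.83 (standard error 0.17, adjusted p = 0.047), and the proapoptotic gene BAX with 0.77 (standard error 0.15, adjusted p = 0.042). Outside the rule for named genes and picked after their values were seen, EDA2R, AEN and CCNG1 had log2 fold changes of 1.03, 0.85 and 0.80 and missed the p threshold, at adjusted p of 0.11, 0.091 and 0.057. A positive log2 fold change was measured in 21 of the 29 genes and a negative one in 8, with a median of 0.22. The median was 0.099 without SAHA replicate 3, and 0.17 to 0.24 with any other single array left out. By camera the list lay higher, at adjusted p = 1.4e-07. It holds CDKN1A and MDM2, which the study named on these arrays, so the test is not fully independent of that choice. The list did not pass at adjusted p = 0.24 with an estimated correlation, where the 18 alternatives range from 2.8e-09 to 0.24. Nor did it pass at 0.051 by the rotation test fry, which tests a list against no change and not against other genes. With the replicate block, an intensity trend, or equal weight of the control groups, CDKN1A and MDM2 passed and BAX and ZMAT3 did not. ZMAT3 was also lost with robust variances and with untreated arrays only as control, and with EtOH arrays only CDKN1A alone passed among these 4. The BAX call ended when any single array other than EtOH replicate 1 was left out, the ZMAT3 call when any single array other than SAHA replicate 2 was, and 1 gene of the list passed without SAHA replicate 3.

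**Figure D2:**
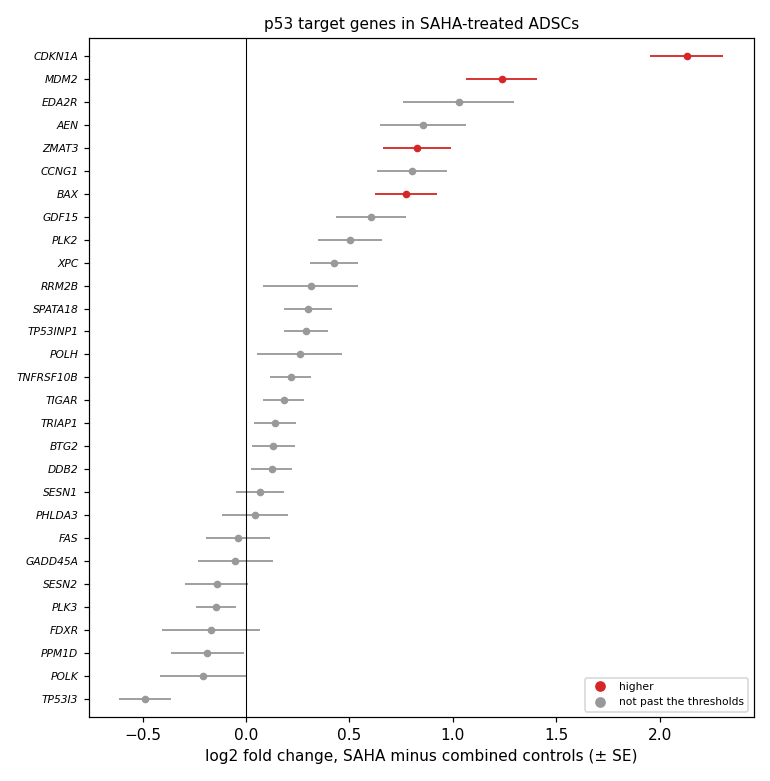
Log2 fold change of 29 p53 target genes between SAHA-treated ADSCs and the combined controls. Points are estimates and lines run 1 standard error to each side; red points passed an adjusted p of 0.05 and a fold of 1.5, which CDKN1A, MDM2, ZMAT3 and BAX did.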

A significant increase in *CDKN1A* and *MDM2* gene expression was observed in response to SAHA treatment, while p53 gene expression exhibited a notable decrease (Fig. 4A). Notably, we observed similar trends in the protein levels of p21, which was accompanied with an increase in p53 and a decrease in MDM2. This indicates that SAHA activates a p53 response in the context of ADSCs, subsequently leading to the activation of certain p53 target genes (Fig. 4B).

**Fig. 3:**
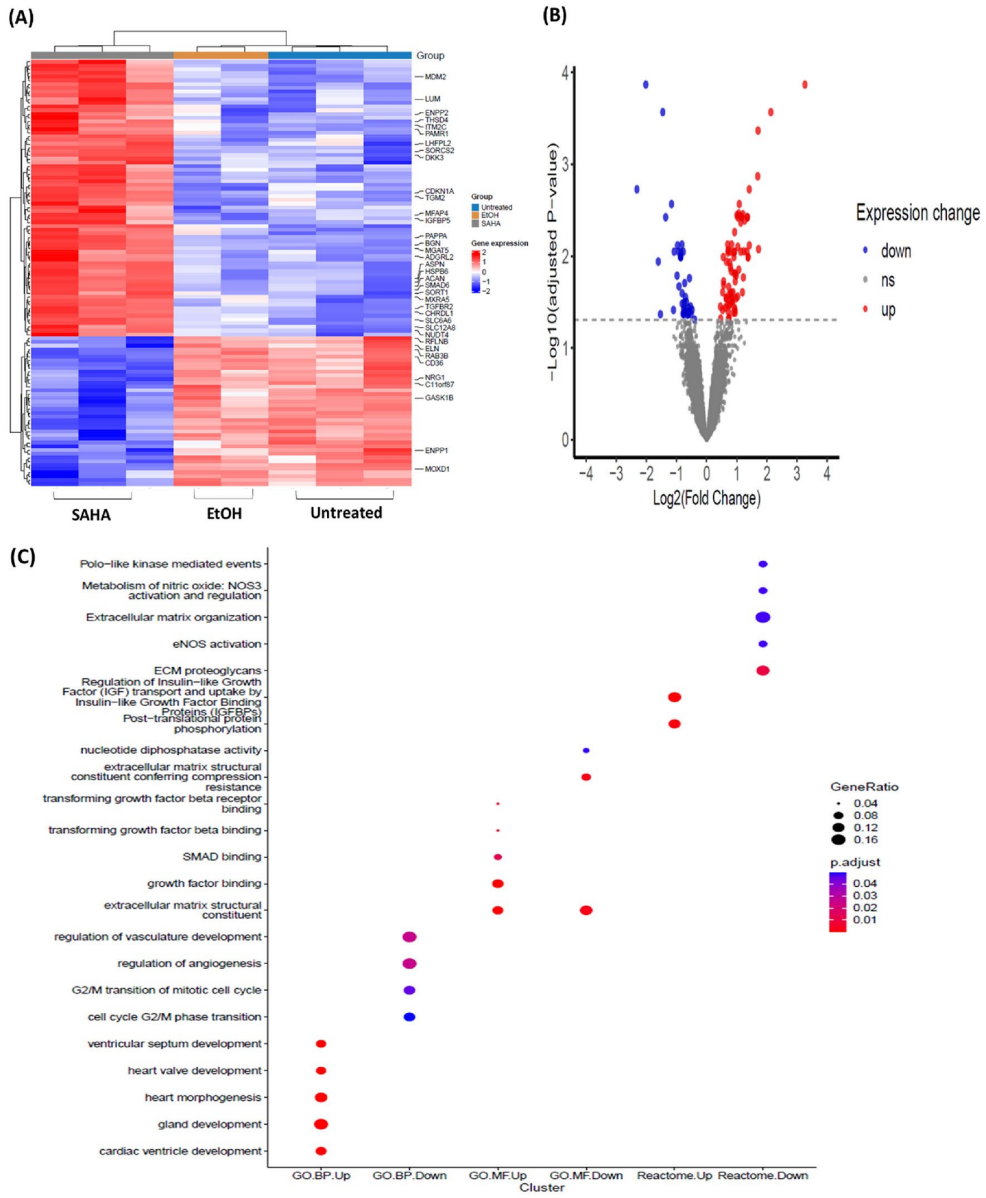
Microarray analysis for the differentially expressed genes and enrichment pathways analysis. (**A**) Heat map of the top110 genes and (**B**) Volcano plot for the differentially expressed genes. (**C**) Bubble plot shows the top enriched pathways of DEGs from Gene ontology and reactome. Data were presented as means with the corresponding standard error of the mean (SEM). n = 3. *p* value < 0.05 was indicating of a statistically significant difference, which presented as follows: * for *p* < 0.05, ** for *p* < 0.01, and *** for *p* < 0.001.

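MXRA5 was at a log2 value of 5.53 ± 0.04 (SD, n = 3) on the arrays of SAHA-treated ADSCs against 3.82 ± 0.29 (SD, n = 5) in the controls. THSD4, the gene of a thrombospondin-domain protein of the matrix, was at 3.14 ± 0.18 (SD, n = 3) against 1.78 ± 0.29 (SD, n = 5). TGM2, CDKN1A, MXRA5, ADGRL2, SLC12A8, THSD4, CHRDL1, SMAD6, PAPPA, SORT1, SORCS2, BGN and MFAP4, 13 of the 66 named genes that passed, did so in each of 18 alternatives set beforehand for single genes. These do not include the methods' t-test and the fold threshold inside the test, which called 9 and 4 genes in all, so that most of the 13 do not pass the latter. In a test chosen after the result was seen, all arrays of 1 replicate number were left out. Without replicate 1 or replicate 3 none of the 66 passed, and limma called 0 genes (2319 and 2672 at an unadjusted p under 0.05). Without replicate 2, which has fewer arrays than the others, 24 of the 66 passed, and limma called 30 genes higher and 9 lower. Hierarchical clustering into 2 clusters placed 8 of 8 arrays with their own group, SAHA or combined controls, with Euclidean distance and average linkage and with correlation distance and complete linkage. On the first principal component, with 29.3% of the variance, the 3 SAHA arrays lay between 12.0 and 28.6 and the 5 control arrays between -14.5 and -4.09. With the replicate means removed, the coordinates of each replicate number sum to 0 and its SAHA array lies opposite the sum of its controls, so the centring fixes part of this separation and acts on the distances behind the clusters. Across genes, which are not independent replicates, the correlation between a SAHA and a control array had a median of 0.966 where both had the same replicate number and 0.978 where they did not. The variance lay on 5 components, of the 7 that 8 arrays allow.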

**Fig. 4:**
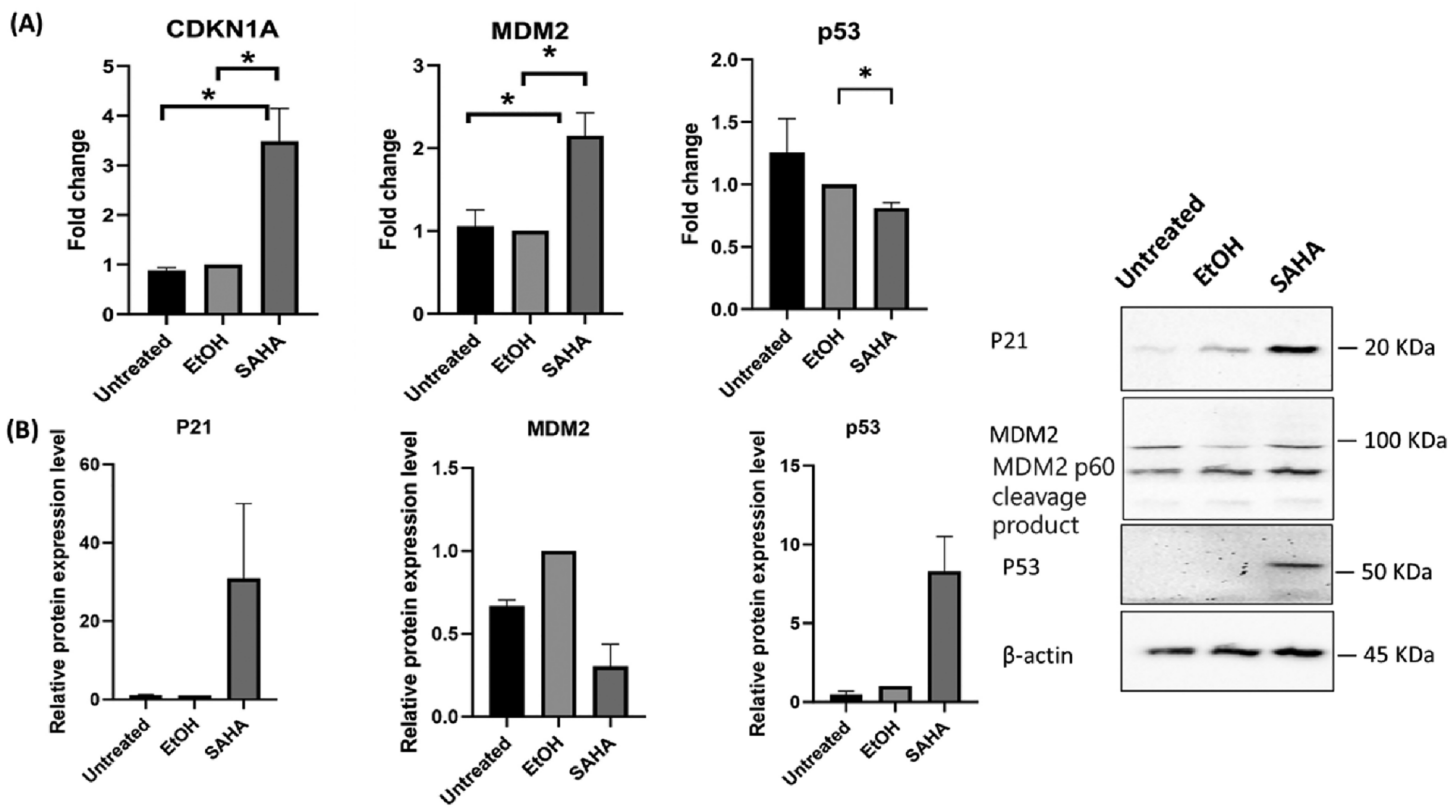
p21/p53 evaluation on ASC52 under the influence of SAHA treatment (A) Differentially expressed genes in relation to p53 pathway using qPCR. (B) Protein expression in relation to p53 target genes using western blotting, For MDM2 blot shows both full length and cleaved MDM2 fragment called p60. The original blots/gels can be accessed in Full-length blots file. Data were presented as means with the corresponding standard error of the mean (SEM). qPCR (n = 3), western blotting (n = 2). *p* value < 0.05 was indicating of a statistically significant difference, which is presented as follows: * for *p* < 0.05, ** for *p* < 0.01, and *** for *p* < 0.001.

### Proteomic profiling showed regulation of cell fate related pathways

The proteomics profile of ADSCs lysates were screened using mass spectrometry coupled with independent acquisition data analysis (DIA). Principle component analysis (PCA) showed the overlapping clustering of EtOH and control group with distinct separation of the SAHA group (Fig. 5A). A pairwise analysis in SAHA vs EtOH group showed 1454 differentially expressed proteins; 823 proteins were downregulated while 631 were upregulated proteins (Fig. 5B), (Supplementary 4, 5). Gene ontology reflected the biological function of RNA and its metabolic processing, while most of the molecular function were related to DNA binding (Fig. 5C, D), (Supplementary 2 Table 8, 9). Pathway enrichment analysis showed that cell cycle, ATP-dependent chromatin remodeling and DNA replication are among the suppressed regulated pathways (Fig. 5E), (Supplementary 2 Table 10).

**Fig. 5:**
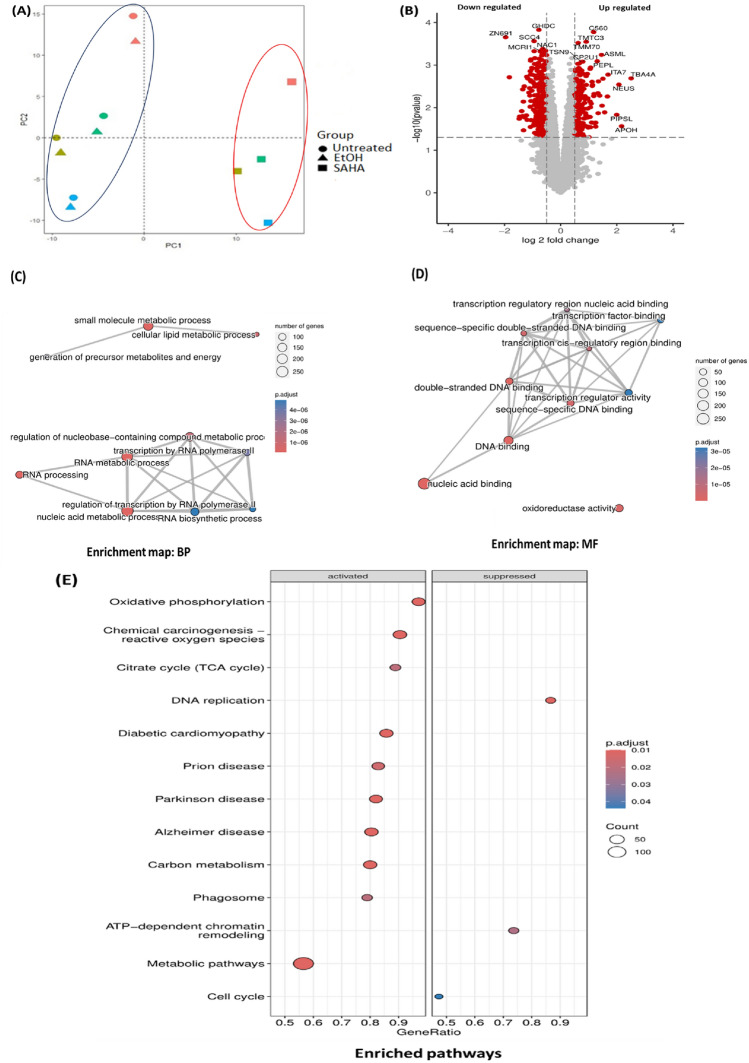
Differentially expressed proteins identification using mass spectrometry analysis identified; 823 proteins were downregulated while 631 were upregulated. (**A**) Principal components analysis (PCA) showed the distribution of the identified proteins among different groups. (**B**) Volcano plot for the downregulated and upregulated differentially expressed proteins which are shown in red, while the proteins in gray are non-significant. (**C, D**) Gene ontology enrichment maps for biological process and molecular function. (**E**) Bubble plot showing pathways enrichment analysis for the regulated downstream pathways. Data were presented as means with the corresponding standard error of the mean (SEM). n = 5. *p* value < 0.05 was indicating of a statistically significant difference, which presented as follows: * for *p* < 0.05, ** for *p* < 0.01, and *** for *p* < 0.001.

## Discussion

Epigenetics regulation is involved in several biological processes in skin repair, and dynamically regulates cell proliferation, differentiation, and migration. Epigenetic regulatory mechanisms can both stimulate and repress gene activation, which alter cellular phenotype and behavior^20^. Histone acetylation is a key epigenetic process that neutralizes the positive charge on the histone surface, leading to a less compact chromatin structure. In contrast, histone deacetylation generally results in a tighter chromatin structure, thereby repressing gene expression^21^. Epigenetic regulators, including histone deacetylases (HDACs), are well known to play a crucial role in various processes governing gene expression, including the regulation of epidermal stem cells^22^. Furthermore, modulation of epigenetic signals associated with alterations of lineage-specific differentiation, could aid in the creation of modified therapeutic approaches. ADSCs are among the types of stem cells sources which have received much attention due to lack of invasive characteristics and high self-renewal^9^. In our study, we focused on demonstrating the effect of HDACi, SAHA, as a pharmaco-epigenetic intervention on ADSCs. Drug concentration appears to be a critical factor in screening HDACi, as most HDACi exhibit cytotoxicity and their up-take ability is time and cell type dependent. Our results showed no difference in cell survival within the studied concentration of SAHA and 1000 nM was selected as this concentration has been used in similar studies^12,13^. HDACi can decrease the expression of certain HDAC proteins in stem cells, but the effect in this context varies and depends on cell type and the specific HDAC inhibitors used. In our study model, HDACs protein expression was noticeably decreased in ADSCs treated with SAHA. On the other hand, Paino et al*.* investigated the impact of valproic acid (VPA), another HDACi, on the differentiation of human dental pulp stem cells (DPSCs) into osteoblasts. Their findings showed that VPA does not generate toxic effects on DPSCs and is accompanied by an increase in overall histone acetylation^23^. In another study, low concentrations of MS-275 showed no significant effects on DPSC proliferation compared to the control group. However, the proliferation of DPSC decreased at higher concentrations of MS-275^24^. With this respect, the proliferation of ADSCs treated with SAHA was investigated using Ki67. Ki67 is present during active phases of the cell cycle and is absent in resting cells (G0 phase), with maximal Ki-67 levels detected during mitosis^25^. Our findings demonstrated a considerable increase of Ki-67 protein expression in ADSCs treated with SAHA in comparison to the EtOH group. This was in line with measurement of Ki-67 protein levels in human immortalized foreskin (hTERT-BJ), during quiescence and different stages of cell cycle. Ki-67 protein expression was undetectable during the first 18 h after the cells were restimulated to enter the cell cycle and reached the maximal expression around 30 h, with the majority of cells in G2 phase or mitosis^26^. Furthermore, D-type cyclins D1, D2, and D3 (cyclin D) regulate the cell cycle, metabolism, fat cell differentiation, and migration^27,28^. In highly proliferating cells, both D cyclins and Ki67 are present at high levels, unlike in quiescent cells^29^. Our findings demonstrated enhanced gene expression of D-type cyclins D1 (*CCND1*) in ADSCs treated with SAHA, which aligns with another study that quantified the mRNA and protein levels of *CCND1* in placenta derived mesenchymal stem cells with high proliferation capacity^30^. In addition, immortalized canine ADSCs transduced to overexpress *CCND1* and cyclin-dependent kinase 4 (*CDK4R24C*) showed a dramatic increase in proliferation without cellular senescence compared to the primary ADSCs^31^.

Histone modifications have been linked to gene expression, the cell cycle, DNA replication, damage, and repair processe. Some HDACi induce differentiation while others promote self-renewal^32^. In our cell model, ASC52 were treated with SAHA at 40–50% confluency to ensure they were actively dividing, thus avoiding any contact inhibition that might interfere with the drug potency. In this context, SAHA-treated cells showed an increase in the G2 phase of the cell cycle, with no significant changes observed in the sub-G1 population. This suggests that, at least in ADSCs, SAHA primarily induces growth arrest without notable apoptosis. Similar results were observed in human prostate cancer cell lines DU145 and PC-3, where SAHA treatment caused dose-dependent G2/M cell cycle arrest. However, in these cells, apoptosis was noted, potentially indicating differences between transformed cancer cells and non-transformed cells, such as ADSCs^33^. In another study, MI192, a selective inhibitor of HDAC2 and HDAC3, accelerated the osteogenic differentiation of hDPSCs, leading to enhanced histone acetylation and cell cycle arrest at the G2/M phase^34^. Thus, it appears that HDACi induce growth arrest in the G2 phase; however, the outcome, whether apoptosis or differentiation is cell type dependent. This highlights the importance of understanding the cellular context when evaluating the effects of HDACi for therapeutic applications.

ADSCs are known for their capacity for DNA repair, with several markers associated with DNA repair processes. The p53/p21(CDKN1A) pathway potentially allows cells to tolerate external triggers from treatment and activates the repair system to avoid apoptosis, enabling progression through the G1 phase and entry into the S phase of the cell cycle^35,36^. Additionally, while histone modifications can activate DNA damage, DNA damage itself triggers cell cycle checkpoints, which are crucial for slowing down cell cycle progression and facilitating repair^37^. DNA repair is a complex process involving multiple proteins. PCNA is a key factor that transiently accumulates at sites of DNA damage and initiates recombination-associated DNA synthesis after injury. An increase in PCNA levels may be induced by growth factors or as a result of DNA damage in non-cycling cells^38^. To gain further insight into the regulation of SAHA on cell proliferation, we investigated PCNA protein expression. Our results revealed a significant reduction in PCNA levels in ADSCs treated with SAHA, suggesting that these cells may require more time to proliferate in order to recover from DNA damage. Similar findings regarding another HDACi, VPA, were reported by Najafipour et al., indicating that the proliferation capacity of ADSCs was also affected by the treatment. While studying their potential to differentiate into cardiomyocytes, the cells gradually proliferated and reached 70–80% confluency over four weeks^39^. Another study has reported that goat ADSCs treated with 500 nM TSA and 16 μM SAHA showed an increase in H3K9 acetylation and decreased PCNA expression, which inhibits DNA replication and results in G0 & G1 cell cycle arrest^40^.

Several in vivo and in vitro studies have revealed that human mesenchymal stem cells are particularly resistant to apoptosis caused by DNA damage^41^. Furthermore, hematopoietic stem cells and mammary stem cells exhibit a unique, CDKN1A-dependent DNA damage response that inhibits *p53* activation and prevents cell growth arrest^42^. *CDKN1A* halts the progression of the cell cycle at the G2/M checkpoint, while *MDM2,* another well-known target gene of p53, delays the cell cycle progression through the G2/M phase is and inhibiting MDM2 protein expression synergistically increase p53 activation in response to DNA damage. Many drugs have been discovered to reactivate the p53 gene by limiting MDM2 association with p53, inhibiting MDM2 can reactivate p53 and is a potential cancer therapeutic method^43,44^. 

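CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, was at a log2 value of 5.02 ± 0.37 (SD, n = 3) on the SAHA arrays against 2.89 ± 0.24 (SD, n = 5) on the combined control arrays, a fold of 4.38. Its log2 fold change was 2.13 (standard error 0.18, adjusted p = 9.2e-04 from limma). MDM2, which encodes a ubiquitin ligase, rose from 1.82 ± 0.29 (SD, n = 5) to 3.06 ± 0.26 (SD, n = 3), a log2 fold change of 1.24 (standard error 0.17, adjusted p = 0.011). Against EtOH alone the log2 fold changes were 1.90 for CDKN1A (adjusted p = 0.020) and 0.99 for MDM2 (adjusted p = 0.11), which did not pass. Against untreated ADSCs alone they were 2.29 (adjusted p = 0.0019) and 1.40 (adjusted p = 0.0082). Over 18 alternatives set beforehand for single genes, adjusted p ranged from 2.2e-04 to 0.020 for CDKN1A and from 0.0041 to 0.11 for MDM2. These leave out the methods' t-test, by which neither gene passed, and the fold threshold inside the test. Without SAHA replicate 3 the adjusted p of MDM2 was 0.062. By qPCR (Fig. 4A) the paper reports higher CDKN1A and MDM2 and lower p53 gene expression. From these results, together with the proteins in Fig. 4B, it infers that SAHA activates a p53 response in ADSCs.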

Our microarray gene expression results showed a significant upregulation of *CDKN1A* and *MDM2*, accompanied by a slight decrease in *p53* expression in response to SAHA treatment. Consistent with these findings, our Western blotting analysis demonstrated increased of p53, p21, accompanied by a decrease in MDM2 protein level, suggesting that SAHA stabilizes p53 levels, leading to the activation of p21 and MDM2 gene expression. It appears that p53 has an antiproliferative function in differentiated cells, as it regulates the transcription of proliferative genes in embryonic stem cells. This may explain why high levels of p53 are associated with the efficient multiplication of stem cells^45^. Additionally, p53 protein expression was reported to play a role in cadiogenic gene activation in HDAC1 depleted cardiac mesenchymal stromal cells (CMCs), establishing a direct biological relationship between p53 signaling and lineage transcriptional activation^46^. In another study *P53-*deficient cells were shown to differentiate to endoderm with high efficiency, indicating an unexpected role in regulating precursor or stem cell differentiation programs. P53 appears to enforce a “differentiation checkpoint” during early endoderm differentiation, which alters cell fate^45^. Moreover, the cellular process derived from our microarray data, as identified by gene ontology analysis, provided evidence for the activation of development process and repression of gene expression related to the cell cycle G2/M phase transition. 

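Of 38 genes of the G2/M phase and mitosis, 3 fell and 0 rose in SAHA-treated ADSCs (limma, 22 at an unadjusted p under 0.05 and 0 calls by the methods' t-test), and 10 fell when adjusted over the list alone. WEE1, whose kinase holds CDK1 inactive before mitosis, had a log2 fold change of -0.81 (standard error 0.13, adjusted p = 0.021), the kinetochore gene CENPF one of -0.77 (standard error 0.13, adjusted p = 0.024) and the topoisomerase gene TOP2A one of -0.74 (standard error 0.12, adjusted p = 0.019). A negative log2 fold change was measured in 37 of the 38 genes, with a median of -0.43. The list lay lower by camera, at adjusted p = 6.5e-11. This call was lost at adjusted p = 0.065 with an estimated correlation (18 alternatives, from 5.8e-14 to 0.065). The list holds WEE1 and CENPF, which the study named on these arrays, so the test is not fully independent of that choice. With the replicate block WEE1, CENPF and TOP2A had adjusted p of 0.078, 0.089 and 0.083, where their alternatives together range from 0.0081 to 0.13. Their calls ended with EtOH arrays only as control and without any single SAHA array, and those of WEE1 and CENPF also without untreated replicate 2 and with untreated arrays only as control.
In the paper's enrichment tables, all 4 genes given under G2/M transition fell (the same 4 when adjusted over the list alone): WEE1, CENPF, CALM2 and the F-box gene FBXL7, which had a log2 fold change of -0.93 (standard error 0.12, adjusted p = 0.0076) and a SAHA mean of 0.67, near the array medians. FBXL7 alone passed with the block, none of the 4 with EtOH arrays only as control, and 2 with untreated arrays only. Of these 4 genes, 0 passed without SAHA replicate 3 (limma, all 4 at an unadjusted p under 0.05 on all arrays), 1 without SAHA replicate 1, SAHA replicate 2 or untreated replicate 2, and CALM2 was also lost without untreated replicate 1 or 3. Of 19 genes given under heart, gland and roof of mouth development, 18 rose, overall and adjusted over the list alone, and SNAI2 had a log2 fold change of 0.47 (adjusted p = 0.044). They included SMAD6, which encodes an inhibitor of BMP signalling, at a log2 value of 3.32 ± 0.18 (SD, n = 3) against 2.11 ± 0.18 (SD, n = 5) in the controls (adjusted p = 0.0023), the receptor gene TGFBR2 with a log2 fold change of 1.03, the elastin gene ELN with 1.13 and the neuregulin gene NRG1 with 1.22. DKK3, which encodes a secreted protein of the Dickkopf family, also had one of 1.03, and among its controls EtOH replicate 1 stood apart, at 1.41 against 1.05. With the block 10 of the 19 passed, with EtOH arrays only as control 2 did, and 7 did without SAHA replicate 3, 11 without SAHA replicate 1 and 12 without untreated replicate 2. The NRG1 call ended without SAHA replicate 2 or 3 or untreated replicate 2. Both lists were chosen by the study on these arrays and are not independent evidence of direction.

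**Figure D3:**
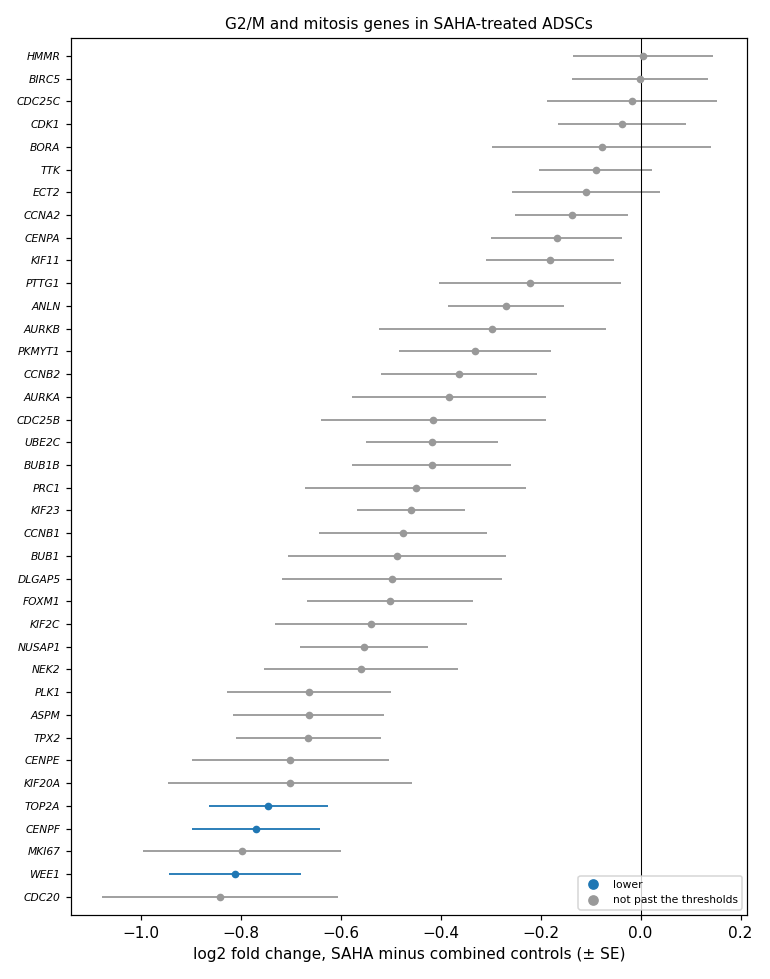
Log2 fold change of 38 genes of the G2/M phase and mitosis between SAHA-treated ADSCs and the combined controls. Points are estimates and lines run 1 standard error to each side; blue points, WEE1, CENPF and TOP2A, passed an adjusted p of 0.05 and a fold of 1.5, and 37 of the 38 estimates lie below 0.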

Enhancing stem cell differentiation capacity is a challenging endeavor; however, it can be effectively improved through histone modification^47^.

Interestingly, the proteomics profile of ADSCs treated with SAHA showed downregulation of pathways related to the cell cycle, DNA replication and ATP-dependent chromatin modeling. The latter involves complexes that disrupt or alter histone-DNA interactions, helping in the establishment of tissue identity, especially at the regulatory sites of specific transcription factors^48^. ATP-dependent chromatin remodeling is tightly regulated in stem cells to balance pluripotency maintenance and differentiation through regulation of chromatin structure and gene expression^49^. In the context of cell differentiation, ATP-dependent chromatin remodeling, and DNA replication are considered important mechanisms that regulate gene expression and establish cellular identity^50^. To this end Marcotte et al. provided supportive evidence of SAHA effects on cutaneous wound healing through affecting endogenous adipose derived stem cells to promote the regeneration process^51^.

Although ADSCs showed great potential for future clinical use in regenerative medicine, they exhibit certain limitations, including restricted in vitro growth and a tendency to replicate aging patterns. Using SAHA as pharmacoepigenetic agent, at nanomolar concentrations could alter ADSCs fate determination through various biological processes in a coordinated manner. This approach could allow for the effective development of functional and safe direction for regenerative therapies. Nevertheless, in vivo studies are essential to validate our findings and to further explore the epigenetic mechanisms of resident stem cells in various tissues, including the integumentary system, which can support wound healing process.

## Materials and Methods

### Cell culture and histone deacetylase inhibitor treatment regimen

ASC52telo cells (ASC52), adipose-derived mesenchymal stem cells immortalized with hTERT (SCRC-4000) were purchased from ATCC, USA and was maintained in a humidified chamber set at 37 °C with 5% CO_2_, using Dulbecco’s Modified Eagle’s Medium (DMEM); (Sigma-Aldrich, Germany) enriched with 10% fetal bovine serum albumin (FBS); (Sigma-Aldrich, Germany). ADSCs were initially seeded at 50% confluency, subjected to 24 h of serum deprivation, followed by treatment with SAHA (Abcam, UK) at concentrations of 10, 100, 1000, and 2000 nM. SAHA was dissolved in EtOH, and the latter was considered as a control vehicle. The treatment was applied sequentially for 72 h. Following the treatment, fresh DMEM media was added for 24 h. The treatment regimen is shown in Fig. 6.

**Fig. 6:**
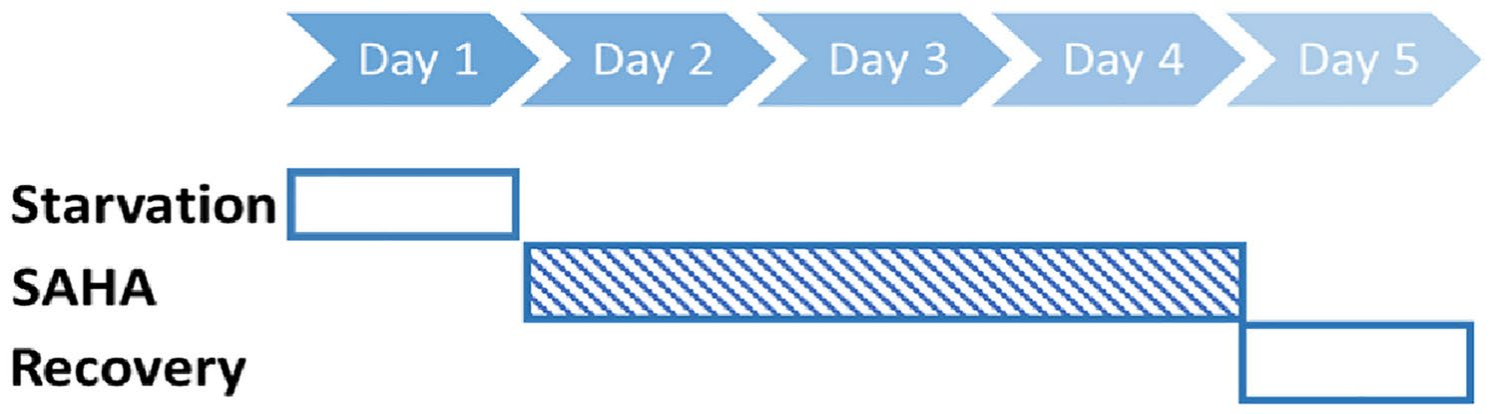
A diagram of ADSCs treatment regimen with SAHA.

### Cell viability assessment

Cells were seeded in 96-well plates at a density of 5000 cells per 200 µl per well. Cell viability was assessed after treating the cells with the previously mentioned concentrations or EtOH, while cells that received no treatment served as a control. 5 mg/ml MTT salt (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide); (Sigma-Aldrich, Germany) were added to the cells for 3 h in CO_2_ incubator. MTT reduction reaction was stopped by using 100 µl Dimethyl sulfoxide (DMSO); (Sigma-Aldrich, Germany) as a solubilization solution. Absorbance readings were taken at 570 nm using a Molecular Devices SpectraMax Plus 384 microplate reader (VWR, USA).

### Cell cycle progression analysis

Cells were initially seeded at 50% confluency and then subjected to treatment with either 1 µM SAHA or EtOH as a control vehicle. Additionally, cells that received no treatment served as a control group. On the day of cell harvesting, media containing dead cells was collected, and the cells were detached using trypsin and added to collected media. The cell suspension was then centrifuged at 1200* g* for 5 min and subsequently fixed by incubating in 70% pre-chilled ethanol, followed by storage at − 20 °C. Fixed cells were washed with PBS, pelleted, and resuspended in a PI solution containing (50 µg/mL) and (100 µg/mL) of RNase A and incubated for 30 min at 37 °C. The PI-stained cells were analyzed using Beckman Coulter Gallios Flow Cytometer (Beckman, USA). Blue laser with an excitation wavelength of 488 nm was employed, and PI fluorescence was detected using the red channel (560-615 nm). Low flow rate was used, and approximately 1 × 10^5^ nuclei were examined in each sample. Qualitative gating was applied to eliminate clumps and aggregates, using a dot blot with PI fluorescence area (PI-A) vs. PI fluorescence width (PI-W) displayed on a linear scale. The acquisition settings remained consistent throughout the experiment. A PI-A histogram was utilized to visualize the nuclear DNA content. Data analysis was performed using ModFit LT™ software (Verity Software House, USA).

### SDS–polyacrylamide gel electrophoresis and immunoblotting

Whole-cell lysates were isolated as previously reported with brief modifications^52^. Radioimmunoprecipitation assay buffer (RIPA) was used accompanied with 1 × complete protease inhibitor (Roche, Switzerland). Total protein was quantified using Bio-Rad Protein Assay (Bio-Rad Laboratories, USA), and read at 750 nm in SpectraMax Plus 384 Microplate Reader (Molecular Devices, USA). Twenty-five μg of protein was loaded onto 4–12% Bis–Tris precast polyacrylamide gels (Bio-Rad Laboratories, USA) and subjected to electrophoresis for 90 min at 150 V in the Bio-Rad PowerPac™ HC system (Bio-Rad, USA). Subsequently, they were transferred to nitrocellulose membranes using the Trans-Blot Transfer Turbo System (Bio-Rad Laboratories, USA). Afterwards, the membranes were blocked in a 5% skimmed milk solution for 1 h at room temperature and probed with primary antibodies for Histone deacetylase (HDAC) antibody sampler kit (cell signaling technology, USA), including HDAC1, HDAC2, HDAC3, HDAC4, HDAC6, and PCNA, P21 Waf1/Cip1, MDM2(SMP14), p53(DO-1), p27 Kip1 (D37H1), and β-Actin overnight at 4 °C, following the manufacturer’s recommendations. The membranes were washed three times with 0.1% Tween-20 for 10 min each, then incubated with corresponding secondary antibodies (1:1000) in the darkness for 1 h. Following washing, chemiluminescent signal was detected using ECL Western Blotting Detection Reagents (Bio-Rad Laboratories, USA) and scanned in ChemiDoc imaging system (Bio-Rad Laboratories, USA). Densitometric analysis was conducted using Image Lab, version 6.0.1 (Bio-Rad Laboratories, USA).

### Immunofluorescence staining and imaging

Cells were fixed and permeabilized using 4% paraformaldehyde (Histolab Products AB, Sweden) for 15 min and 0.5% TritonX-100 (Sigma-Aldrich, Germany) for 10 min respectively. The cells were incubated with a blocking solution containing 3% BSA for 1 h, followed by overnight incubation with monoclonal rabbit anti-human Ki-67/MKI67 (Novus Biologicals Inc, USA); (1:250) at 4 °C, followed by 1 h incubation in the darkness with the secondary polyclonal goat anti-rabbit labeled with Alexa Fluor® 488 (Abcam, USA); (1:1000). The cells were counterstained with NucBlue™ Fixed Cell Stain (Life Technologies Corporation, USA) to visualize the nucleus, and mounted onto microscope slides using ProLong™ Glass Antifade Mountant (Thermo Fisher Scientific, USA) according to the manufacturers recommendations. The slides were then examined under a confocal microscope (Carl Zeiss LSM 700, Germany) with a Plan-Apochromat 63x/1.4 oil immersion objective lens. Images were captured using the ZEN 2011 SP3 software and analyzed with imageJ software (NIH, USA).

### Microarray gene expression analysis

Total cellular RNAs were extracted using RNeasy Kit (Qiagen, Germany), following the manufacturer’s instructions. RNA concentration quantified and A260/A280 ratio were determined using the NanoDropTM 1000 spectrophotometer (Thermo Fisher Scientific, USA). RNA quality was checked using Agilent Bioanalyzer 2100 RNA (Agilent, USA)^28^. The samples with RNA integrity number (RIN) equal to 9 were hybridized with Human Clariom™ S array (Thermo Fisher Scientific, USA) following the manufacturer’s protocols. The arrays were washed, stained using GeneChip Fluidics Station 450 (Thermo Fisher Scientific, USA), and scanned with GeneChip Scanner 3000 7G (Affymetrix, Santa Clara, CA, USA).

Arrays were processed with the oligo package to summarize probe-set transcript clusters. One sample from EtOH group was removed because the intensity was low (mean = 36.49, sd = 56.19). Raw RNA expression data were normalized using the robust multi-array average (RMA) method applied through the oligo package^53^. Hierarchical clustering was carried out, while heatmaps of significantly regulated genes were plotted using the pheatmap v1.0.12 package^54^. Annotation of probes was performed using clariomshumantranscriptcluster.db package. The Limma R package^56^ was used to identify the differentially expressed genes (DEGs), adjusting the associated *p* value with Benjamini–Hochberg (BH) method to control the false discovery rate. 

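TGM2 rose and MFAP4 and BGN fell in SAHA-treated ADSCs against each control group on its own. For TGM2 the log2 fold change was 3.29 against EtOH (adjusted p = 0.020 from limma) and 3.24 against untreated ADSCs (adjusted p = 0.0046). MFAP4 was at -2.06 (adjusted p = 0.020) and -1.99 (adjusted p = 0.0036), and BGN at -1.48 (adjusted p = 0.032) and -1.44 (adjusted p = 0.0059). ACAN had log2 fold changes of -2.11 against EtOH, which missed the threshold (adjusted p = 0.074), and -2.45 against untreated (adjusted p = 0.0093), and IGFBP5 had 1.70 (adjusted p = 0.13) and 1.74 (adjusted p = 0.042). Between the control groups, EtOH minus untreated was 0.39 for CDKN1A (adjusted p = 0.55), 0.41 for MDM2 (adjusted p = 0.51) and 0.50 for THSD4 (adjusted p = 0.42). For CHRDL1 and ADGRL2, which also rose with SAHA, it was -0.27 (adjusted p = 0.66) and -0.19 (adjusted p = 0.80). Of the 136 genes called against the combined controls, 52.9% in replicate 1 and 53.7% in replicate 3 differed in the direction of SAHA. At the thresholds used above, 19 genes differed against EtOH (16 higher and 3 lower), 146 against untreated (84 and 62) and 0 between EtOH and untreated (limma, 1804 genes at an unadjusted p under 0.05). With the replicate block the counts were 8, 25 and 0 (764 at an unadjusted p under 0.05 between EtOH and untreated). On simulated data with the array numbers of EtOH and untreated, the fit without a block recovered 0 of 66 genes changed 4-fold, and the fit with it recovered 100% of them and 35.8% of the genes changed 2-fold. The count of 0 without a block therefore says little about the vehicle. Of the simulated unchanged genes of this comparison, 10.7% passed an unadjusted p of 0.05 without a block and 5.0% with it. The counts at an unadjusted p between EtOH and untreated thus do not show an effect of the vehicle. Against EtOH, 5 genes passed without untreated replicate 3, 3 without SAHA replicate 3 and 0 without EtOH replicate 1, EtOH replicate 3 or SAHA replicate 1 (limma, 1594, 2137 and 1679 at an unadjusted p under 0.05). Against untreated, 47, 30 and 35 genes passed without untreated replicates 1, 2 and 3, and 40, 55 and 36 without SAHA replicates 1, 2 and 3.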

Following the exclusion of one EtOH sample, the control groups (EtOH and untreated) were combined, and the gene expression was compared to the study group (SAHA). The log2 fold change values of probe sets mapped on the same gene were averaged and genes with fold change value |FC |≥ 1.5 and an adjusted FDR *p* value < 0.05 were identified as differentially expressed.

### Reverse transcription and quantitative real-time polymerase reaction (qPCR)

Reverse transcription of 1 µg of total RNA was done using the QuantiTect® Reverse Transcription Kit (Qiagen, Germany) following the manufacturer’s instructions. The gene expression levels were determined using the PowerUp™ SYBR™ Green Master Mix (Thermo Scientific, USA). The primer sequences for the specific genes of interest are detailed in (Table 1). Real-time quantitative PCR was performed using the Applied Biosystems™ 7500 Real-Time PCR System (Applied Biosystem, USA), The reaction temperature profile was as follows: 95 °C for 20 min, 40 cycles of 95 °C for 10 s and 60 °C for 1 min. To calculate the relative fold change in mRNA expression, we utilized the delta delta Ct (ΔΔCt) method, and the results were normalized to GAPDH.

**Table 1:** Primers sequences used for the qualitative polymerase chain reaction (q-PCR).

Accession number	Gene name	Sequence (5'—> 3')	Product length (bp)
NM_053056	Cyclin D1 (CCND1)	F 5′-GAGGAGCTGCTGCAAATGG-3′	58
		R 5′-CGGCCAGGTTCCACTTGA-3′	
NM_001374511.1	Cyclin-dependent kinase inhibitor 1A (p21, Cip1) (CDKN1A/P21)	F 5′-ATGAAATTCACCCCCTTTCC-3′	174
		R 5′-CCCTAGGCTGTGCTCACTTC-3′	
NM_001367990.1	MDM2 proto-oncogene, E3 ubiquitin protein ligase (MDM2)	F 5′-CAGTAGCAGTGAATCTACAGGGA-3′	85
		R 5′-CTGATCCAACCAATCACCTGAAT-3′	
NM_001276696.3	Homo sapiens tumor protein p53 (TP53)	F 5′-ACCTATGGAAACTACTTCCTGAAA-3′	257
		R 5′-GCTGCCCTGGTAGGTTTTCT-3′	

### Mass spectrometry samples preparation

Whole-cell lysates containing protein amounts ranging from 60 to 260 µg were treated with 200 mM dithiothreitol (Sigma, Germany) at 56 °C for 30 min, alkylated with 400 mM iodoacetamide (Sigma, Germany) in the darkness for 60 min, then precipitated overnight at 4 °C with 1:9 volume 95% EtOH with 50 mM sodium acetate (Sigma, Germany). The precipitated samples were centrifuged at 13,000 rpm for 1 h, the supernatants were removed and dried in SpeedVac, then suspended to 0.1 M ammonium bicarbonate (Sigma, Germany) buffer followed by digestion with Trypsin Gold (Promega, UK) at a ratio of 1:50 (protease/protein) at 37 °C overnight^57^. Samples were diluted in 1 M sodium chloride with 1% formic acid (Sigma, Germany) and cleaned through Nanosep® Centrifugal Devices with Omega™ Membrane 30 K filter (Pall corporation, USA) to remove peptides with glycosaminoglycan (GAG) chains. The peptides concentrations were determined using the pierce quantitative colorimetric peptide assay (Thermo Scientific, USA).

### Instrumentation and data-independent acquisition (DIA) analysis

The samples were further spiked with iRT peptides before analyses with mass spectrometry. Digested peptides were separated with nanoflow reversed-phase chromatography with an Evosep One liquid chromatography (LC) system (Evosep, Denmark). Separation was performed with the 30 SPD method (gradient length 44 min) using a 15 cm × 150 µm Evosep column packed with 1.5 μm ReproSil-Pur C18-AQ particles at 40 °C. A captive source mounted on a timsTOF Pro mass spectrometer from Bruker Daltonics was used with timstof control (4.0) and Hystar (6.0) software. Samples were analyzed in DIA-PASEF mode with a m/z range of 400–1201 and an IM range of 0.6–1.43 1/K0 [V s/cm^2^]. DIA-PASEF windows and collision energy had a base of 0.85 1/K0 [V s/cm^2^] set at 20 eV and 1.30 1/K0 [V s/cm^2^] set at 59 eV.

Direct-DIA was conducted using Spectronaut ™ 17.0 software, subsequent protein search was conducted using spectral library. The human protein fasta files were downloaded from the uniprot database (2022-10-12). Human species were selected for all the identified proteins. The protein identification threshold was set at < 1% for both peptide and protein false discovery rates. Precursor quantitation was performed at MS2 level^58^. We excluded proteins with three or more missing values within each biological group to avoid any potential bias. The total count of identified proteins after this exclusion was 6272 proteins. Prior to the analysis, logFC transformation to all intensity values was applied.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD053005.

### Gene ontology and enrichment analyses

To identify differentially expressed genes (DEGs), we employed a multivariate linear regression approach and principal components analysis (PCA) with the Limma R package. Heatmap was plotted by ComplexHeatmap (version 2.18.0) R package.Gene ontology (GO) was applied to annotate genes and proteins, which reflects biological processes (BP) and molecular function (MF) for microarray and mass spectrometry data. Gene Set Enrichment was analyzed with ClusterProfiler to evaluate overrepresentation of certain pathways and reactome database was used^59–61^.

### Statistical analysis

All experiments were conducted at a minimum of three independent biological replicates. Data were presented as means with the corresponding standard error of the mean (SEM). Statistical analysis was carried out using GraphPad Prism software (version 9.4.0, USA) employing an unpaired t-test. *p* value < 0.05 was indicating of a statistically significant difference, which presented as follows: * for *p* < 0.05, ** for *p* < 0.01, and *** for *p* < 0.001.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

The data reported in this study are accessible in the supplementary material and upon request from the corresponding author. The microarray data has assigned a GEO accession numbers GSE269774. The mass spectrometry data are available via ProteomeXchange with identifier PXD053005.

# Supplementary material for: Modulation of biological activities in adipose derived stem cells by histone deacetylation
**Source:** Sci Rep. 2025 Jan 29;15:3629. doi: 10.1038/s41598-024-84652-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## Slide 1
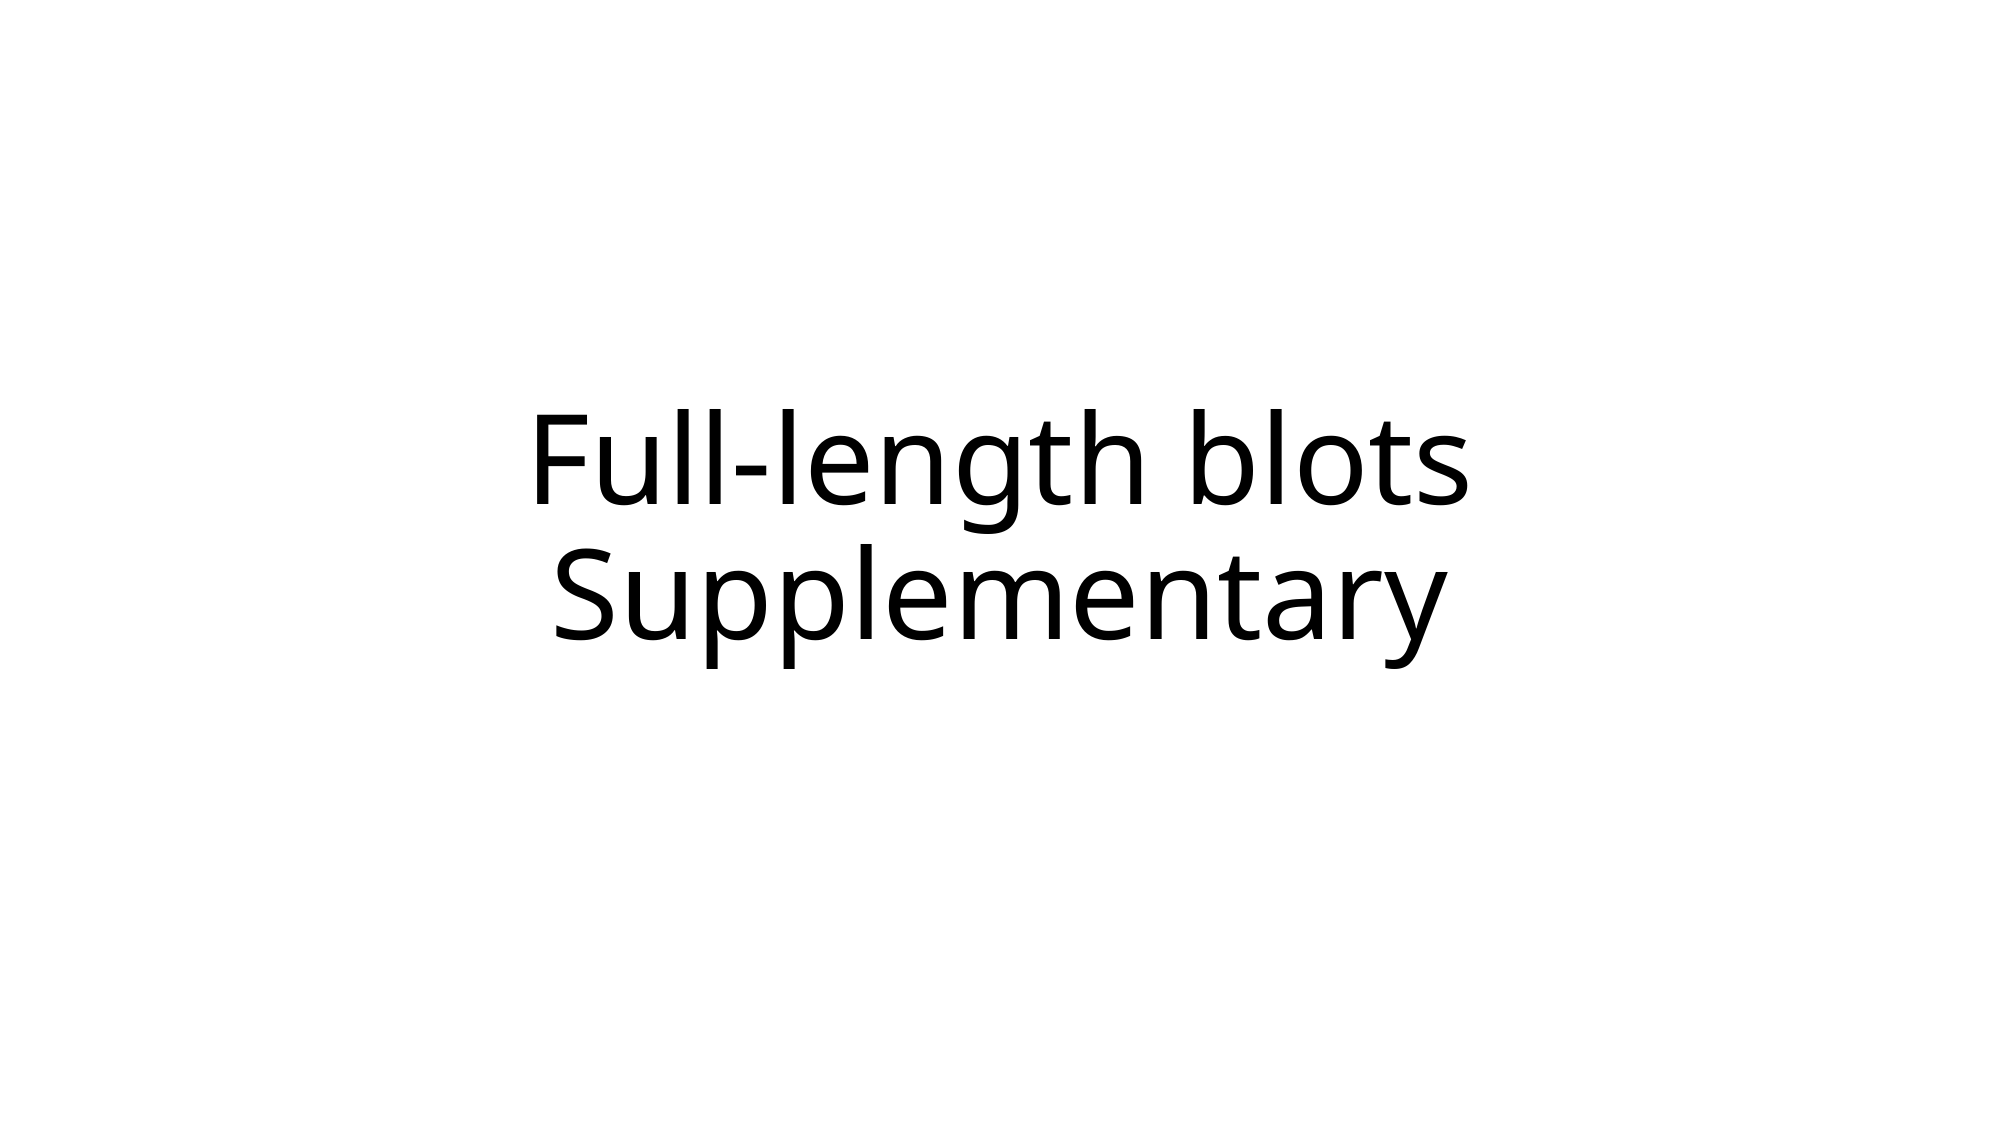

# Full-length blots Supplementary

## Slide 2
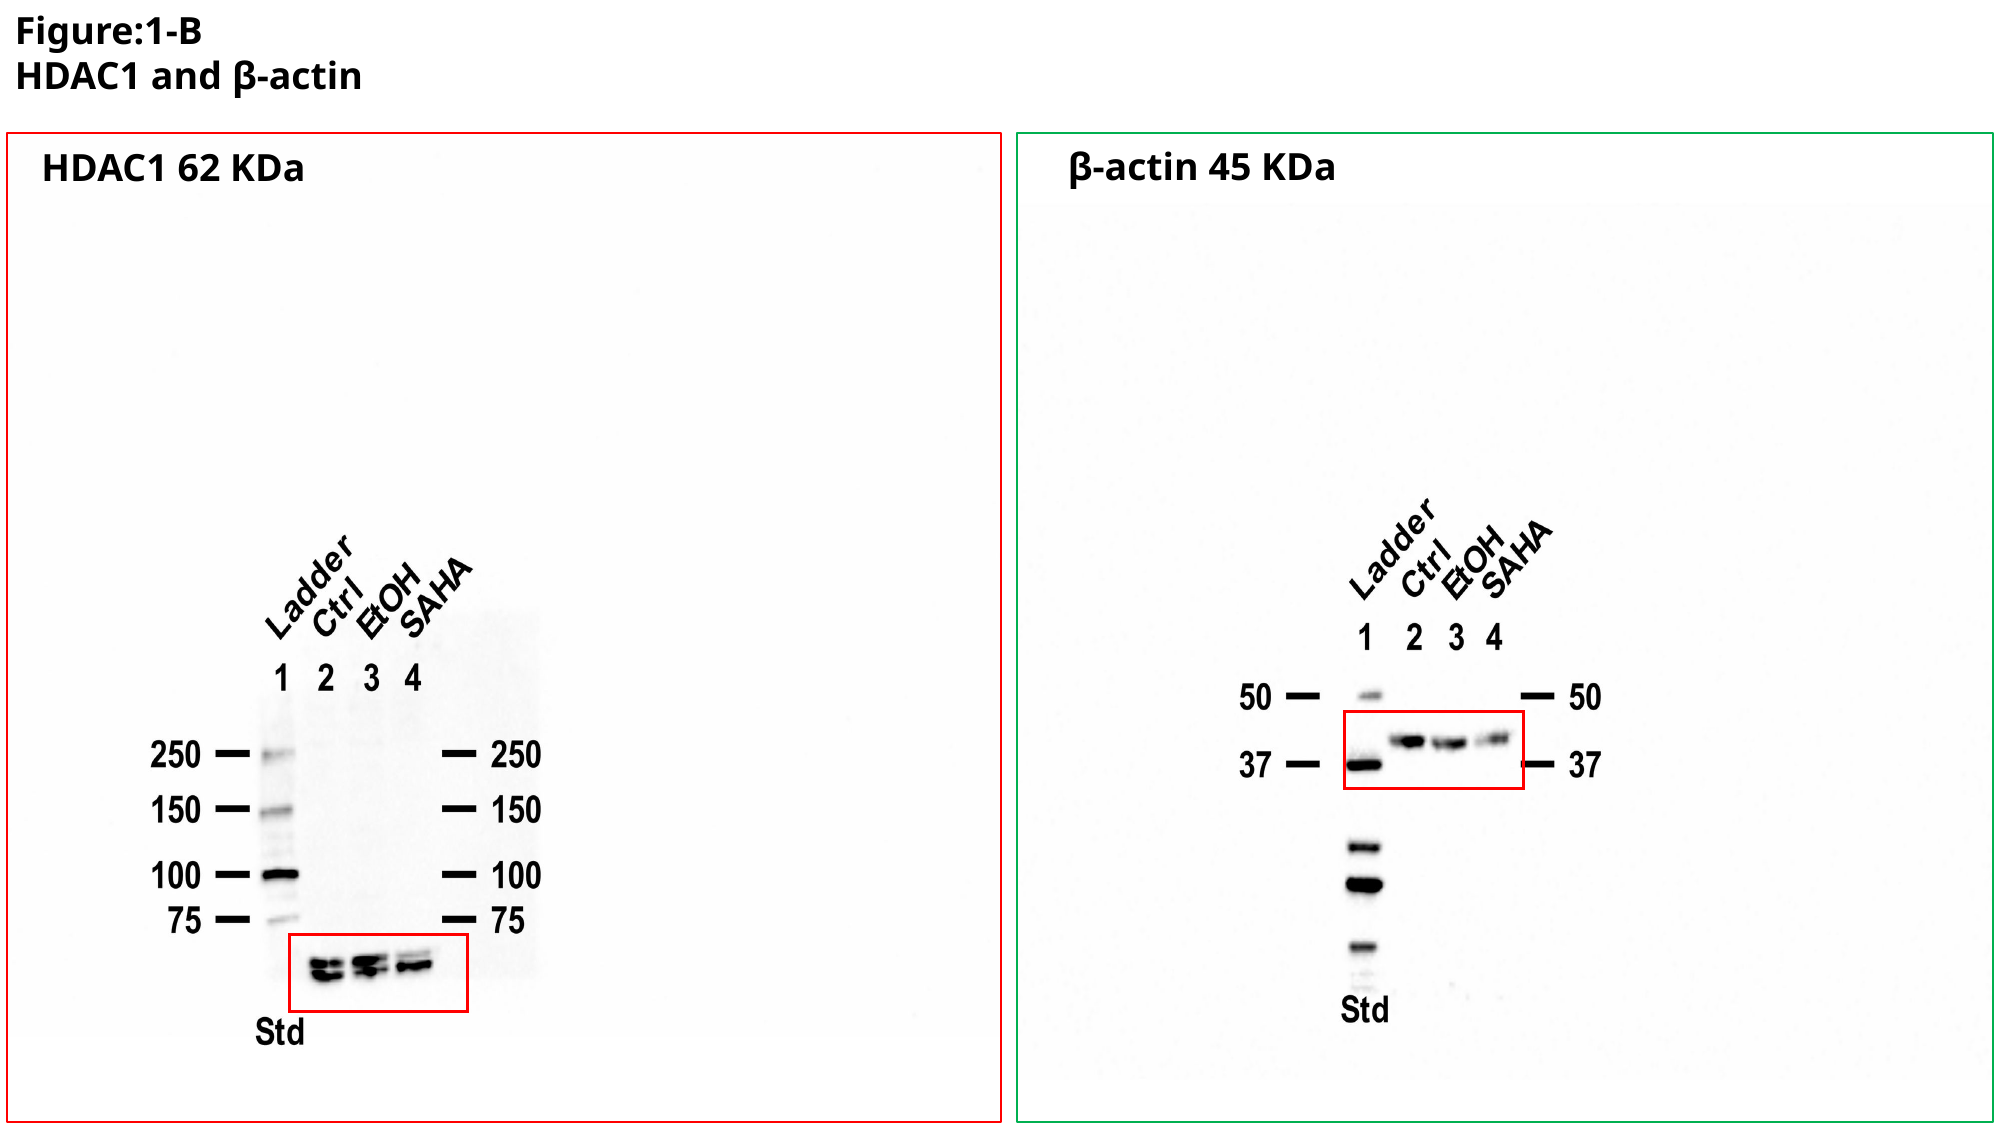

Figure:1-B
HDAC1 and β-actin
HDAC1 62 KDa
β-actin 45 KDa

## Slide 3
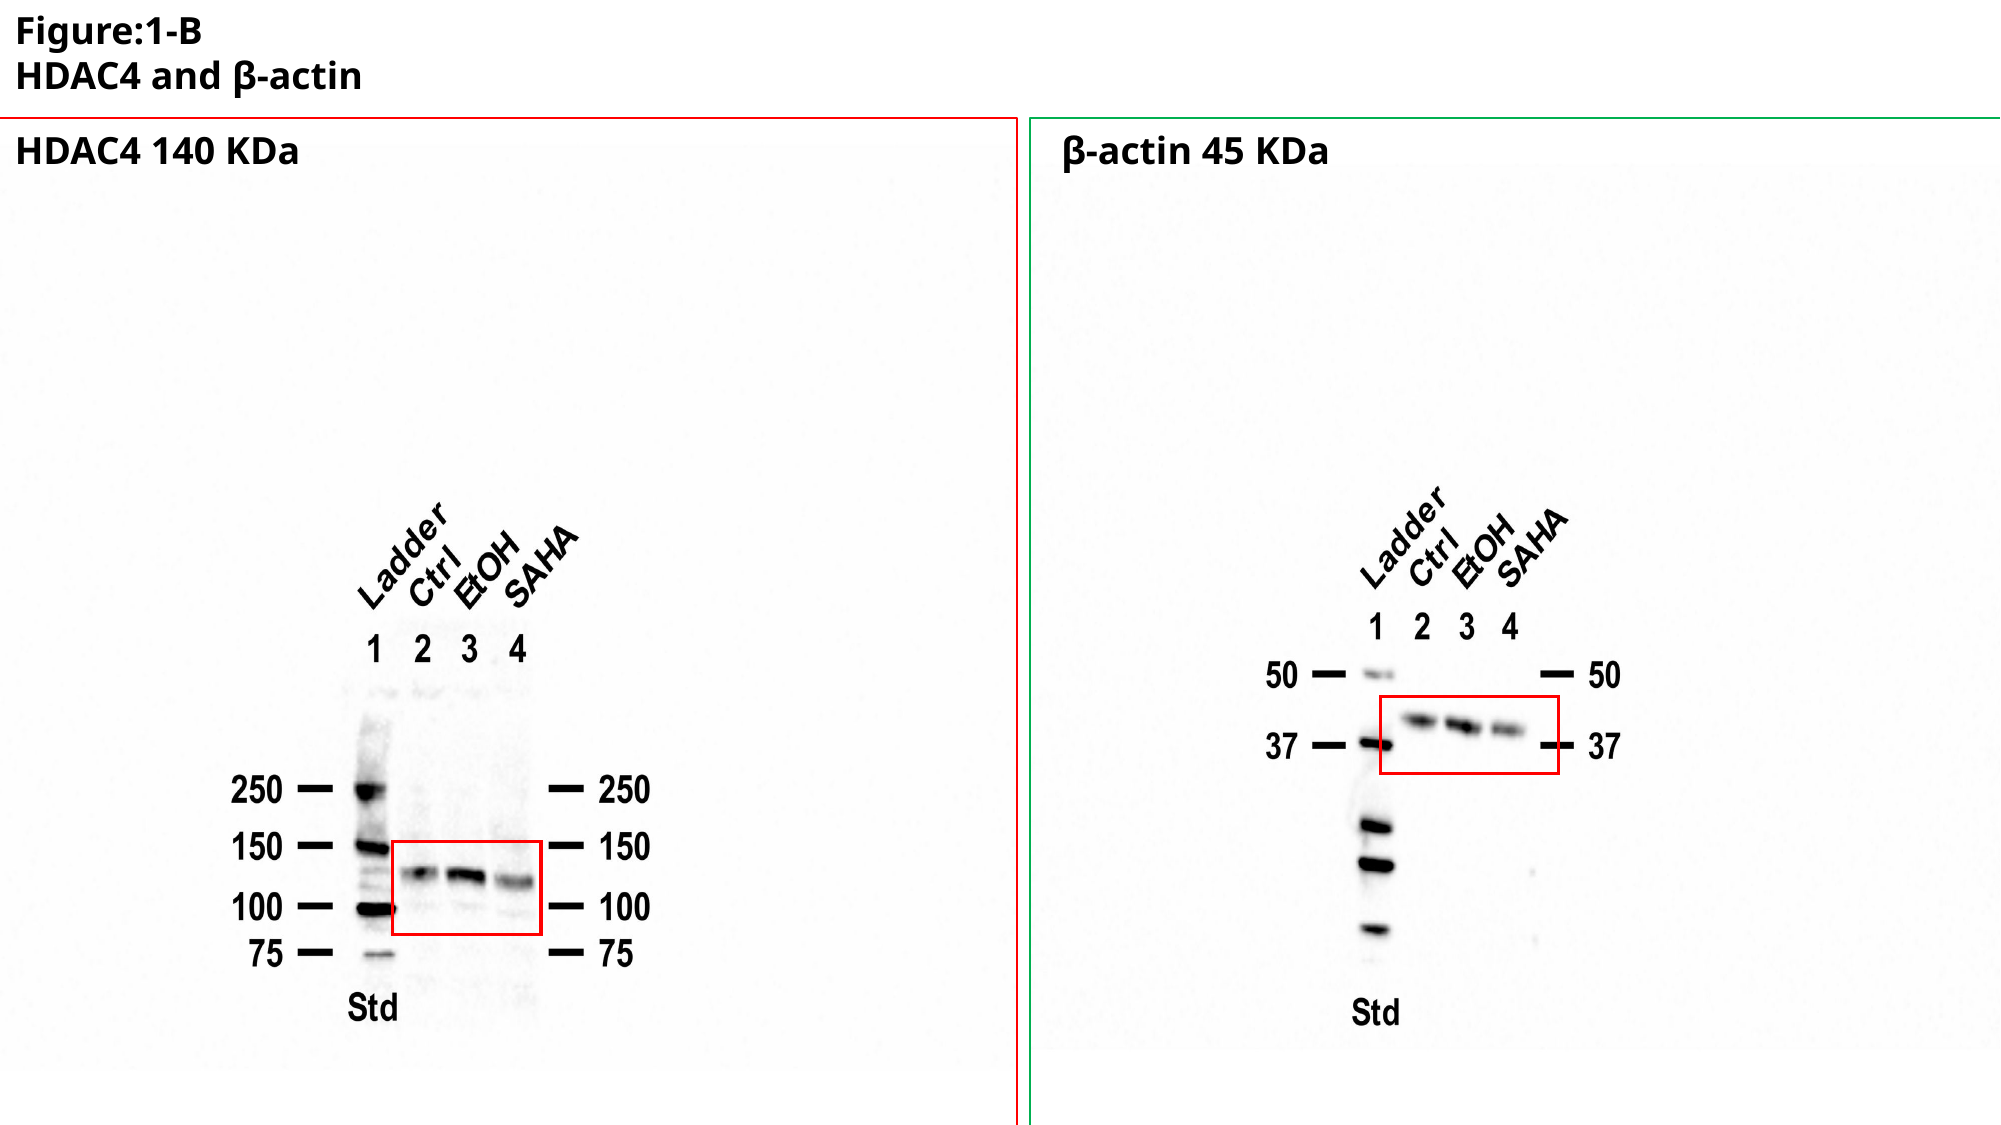

Figure:1-B
HDAC4 and β-actin
HDAC4 140 KDa
β-actin 45 KDa

## Slide 4
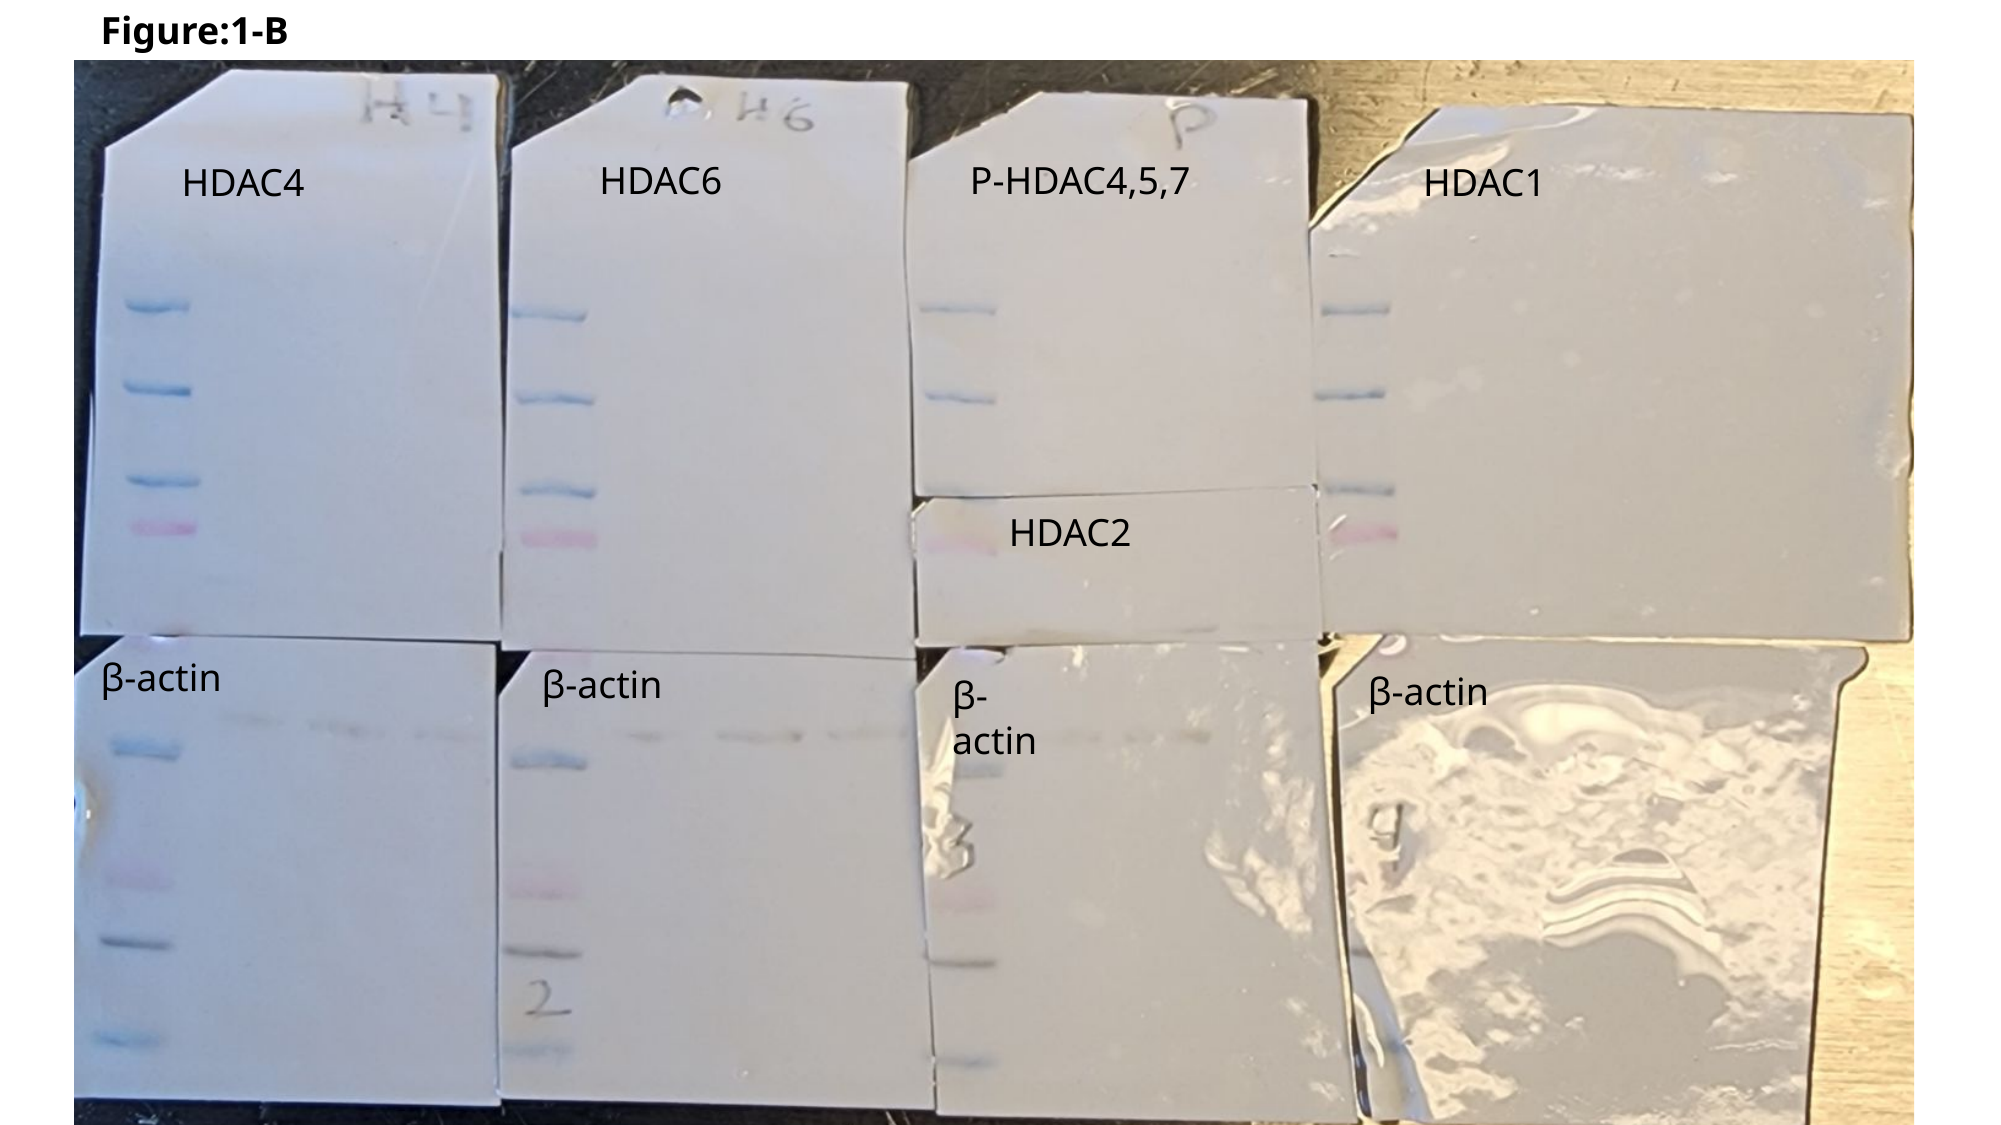

Figure:1-B
HDAC6
P-HDAC4,5,7
HDAC4
HDAC1
HDAC2
β-actin
β-actin
β-actin
β-actin

## Slide 5
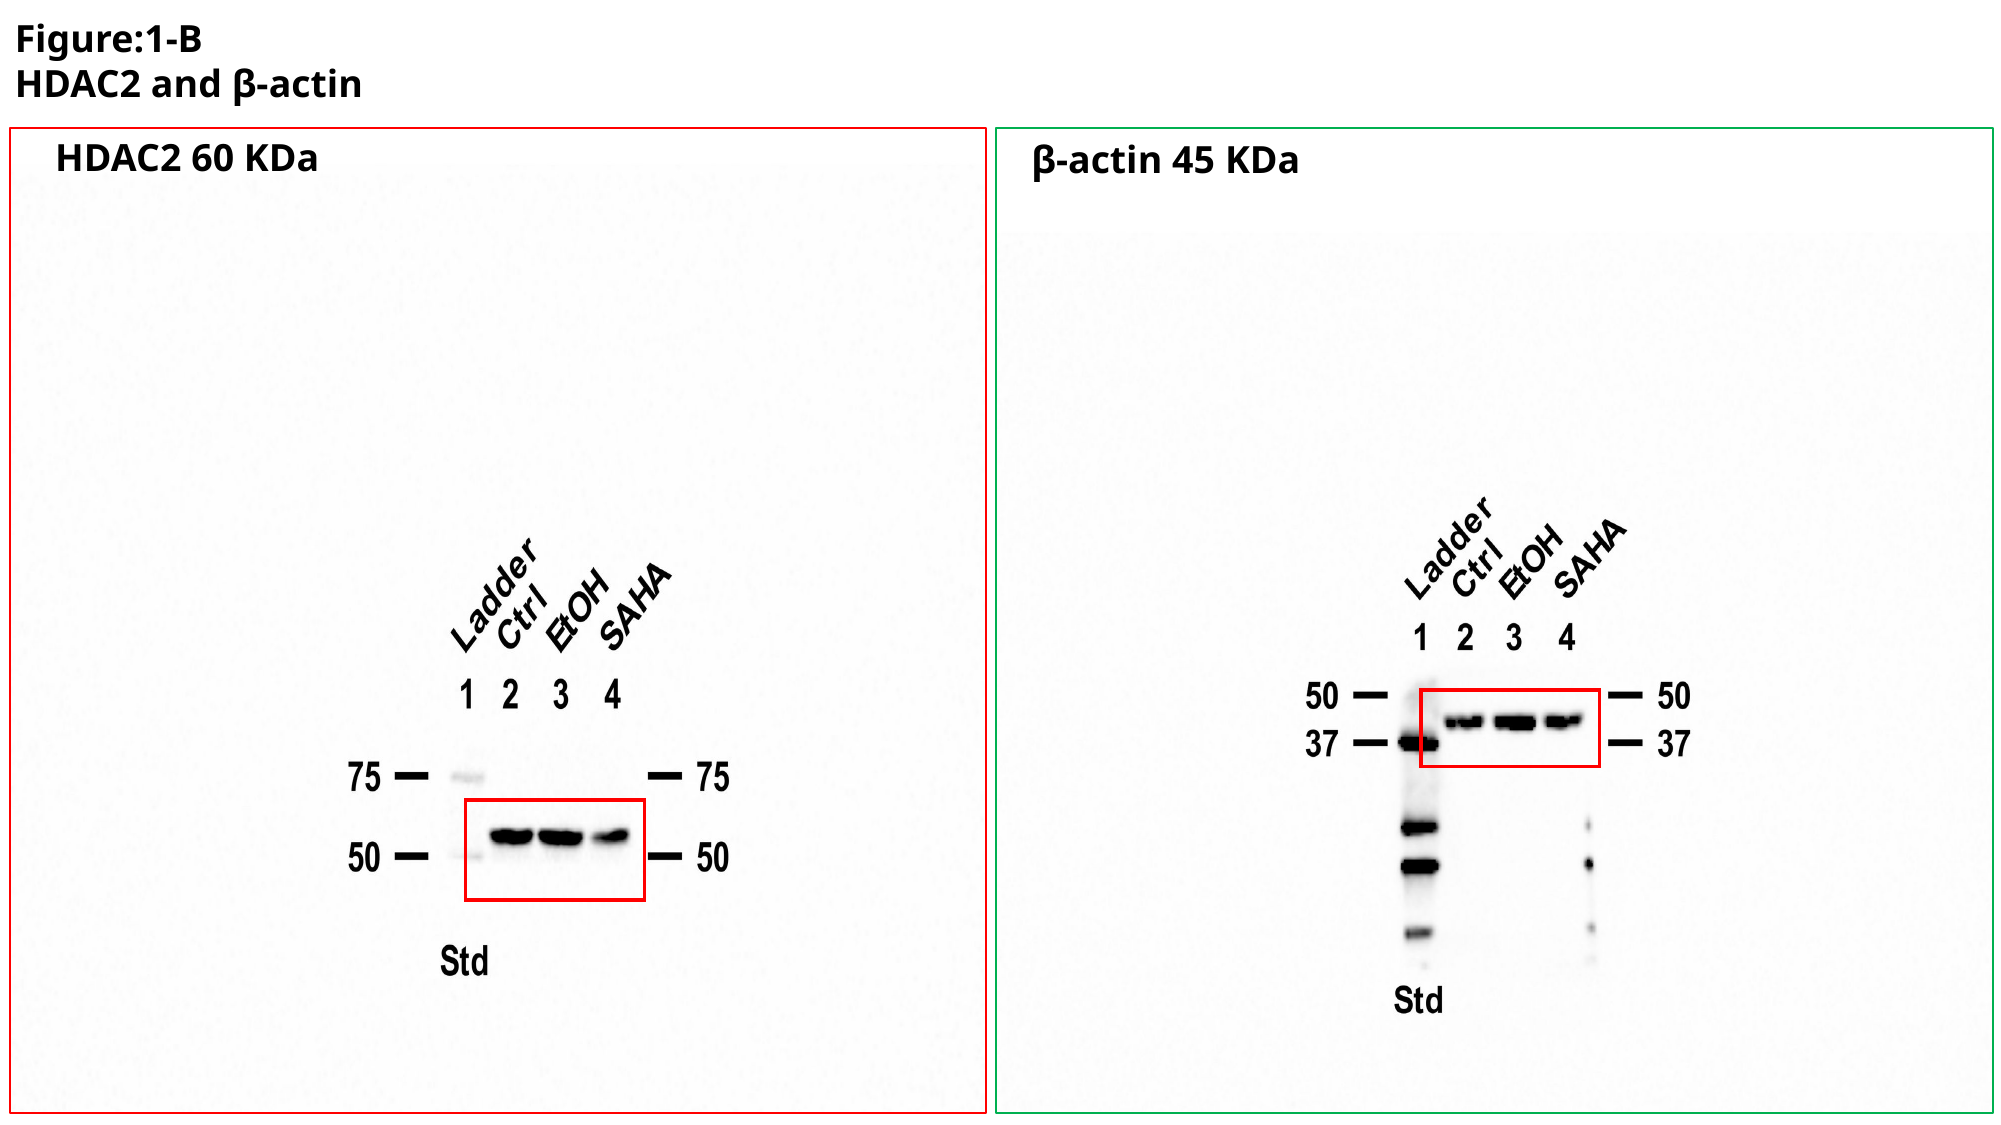

Figure:1-B
HDAC2 and β-actin
HDAC2 60 KDa
β-actin 45 KDa

## Slide 6
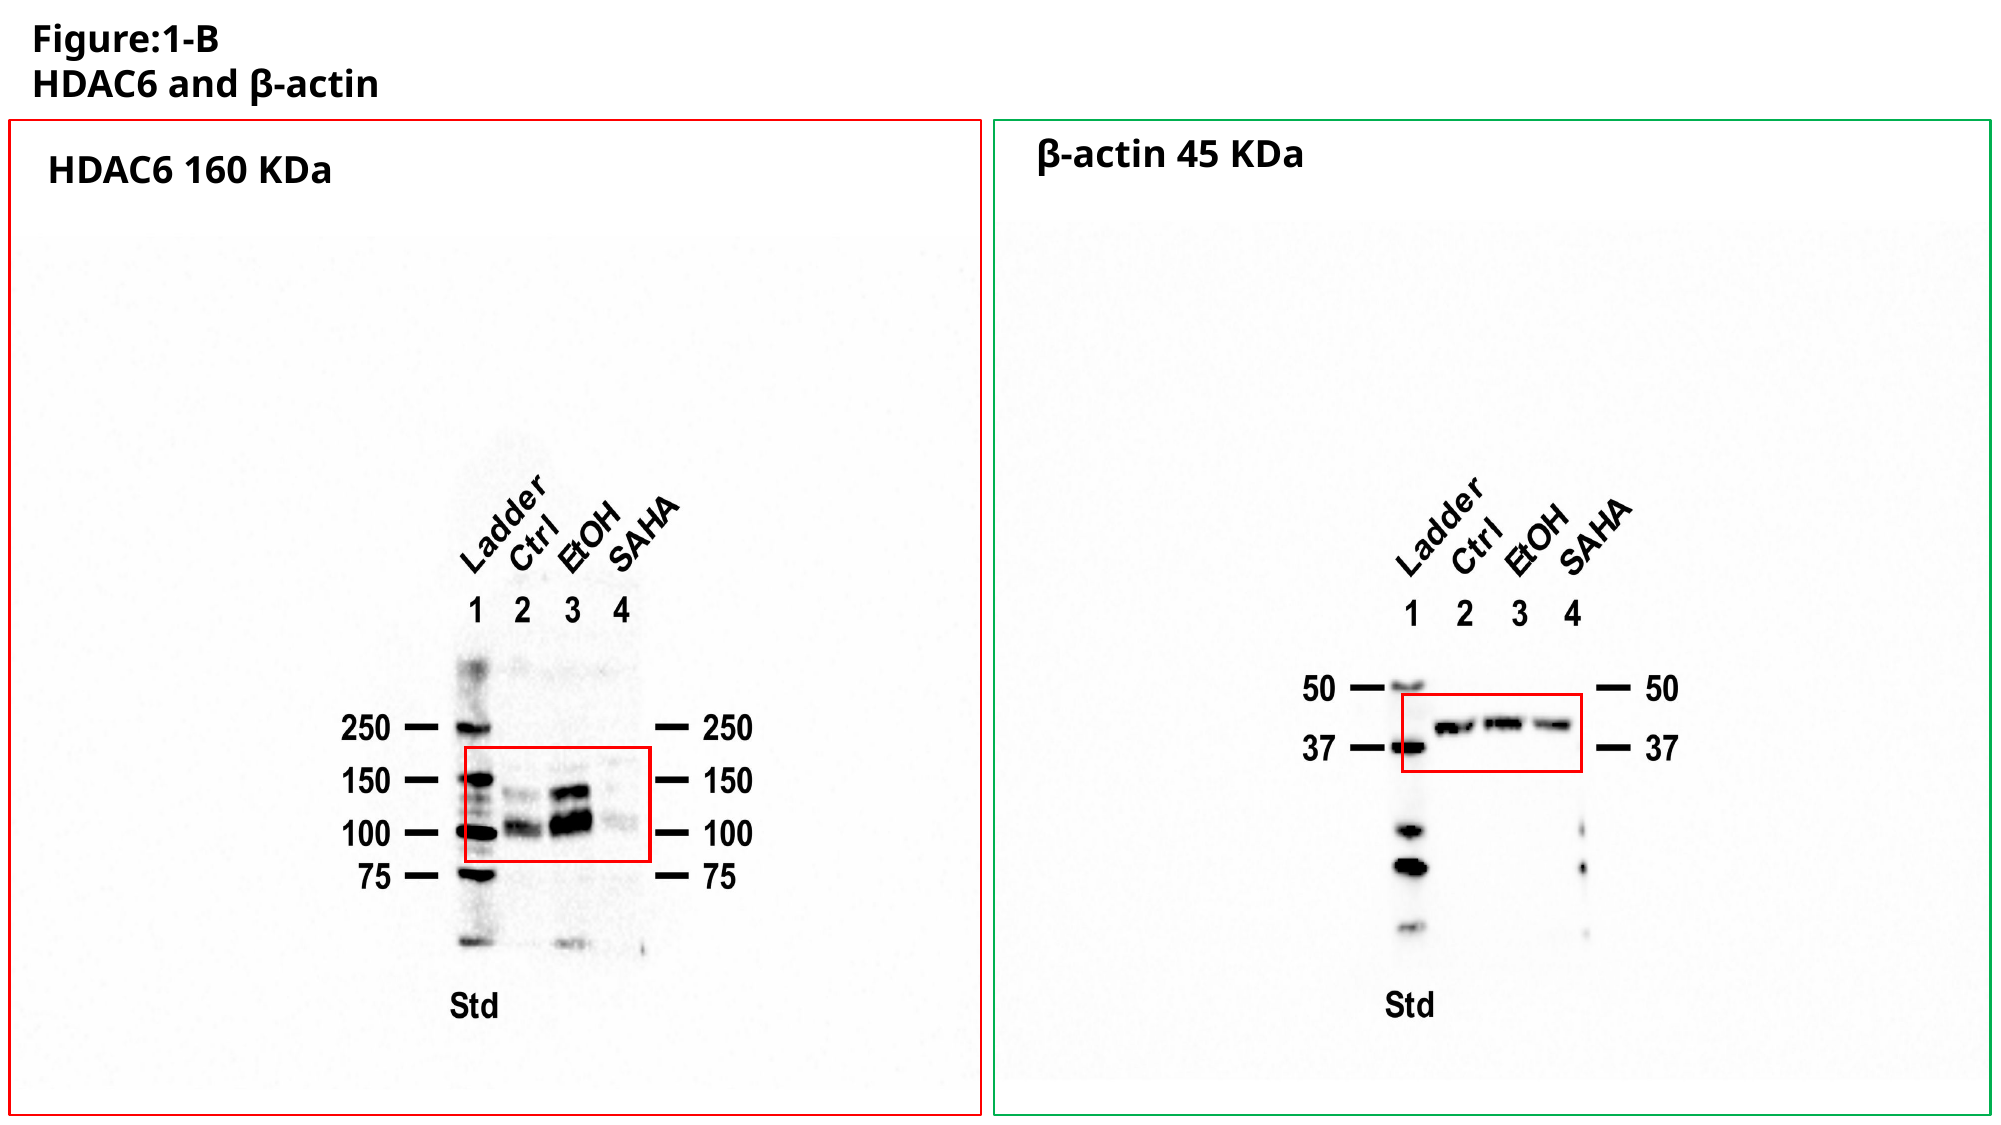

Figure:1-B
HDAC6 and β-actin
HDAC6 160 KDa
β-actin 45 KDa

## Slide 7
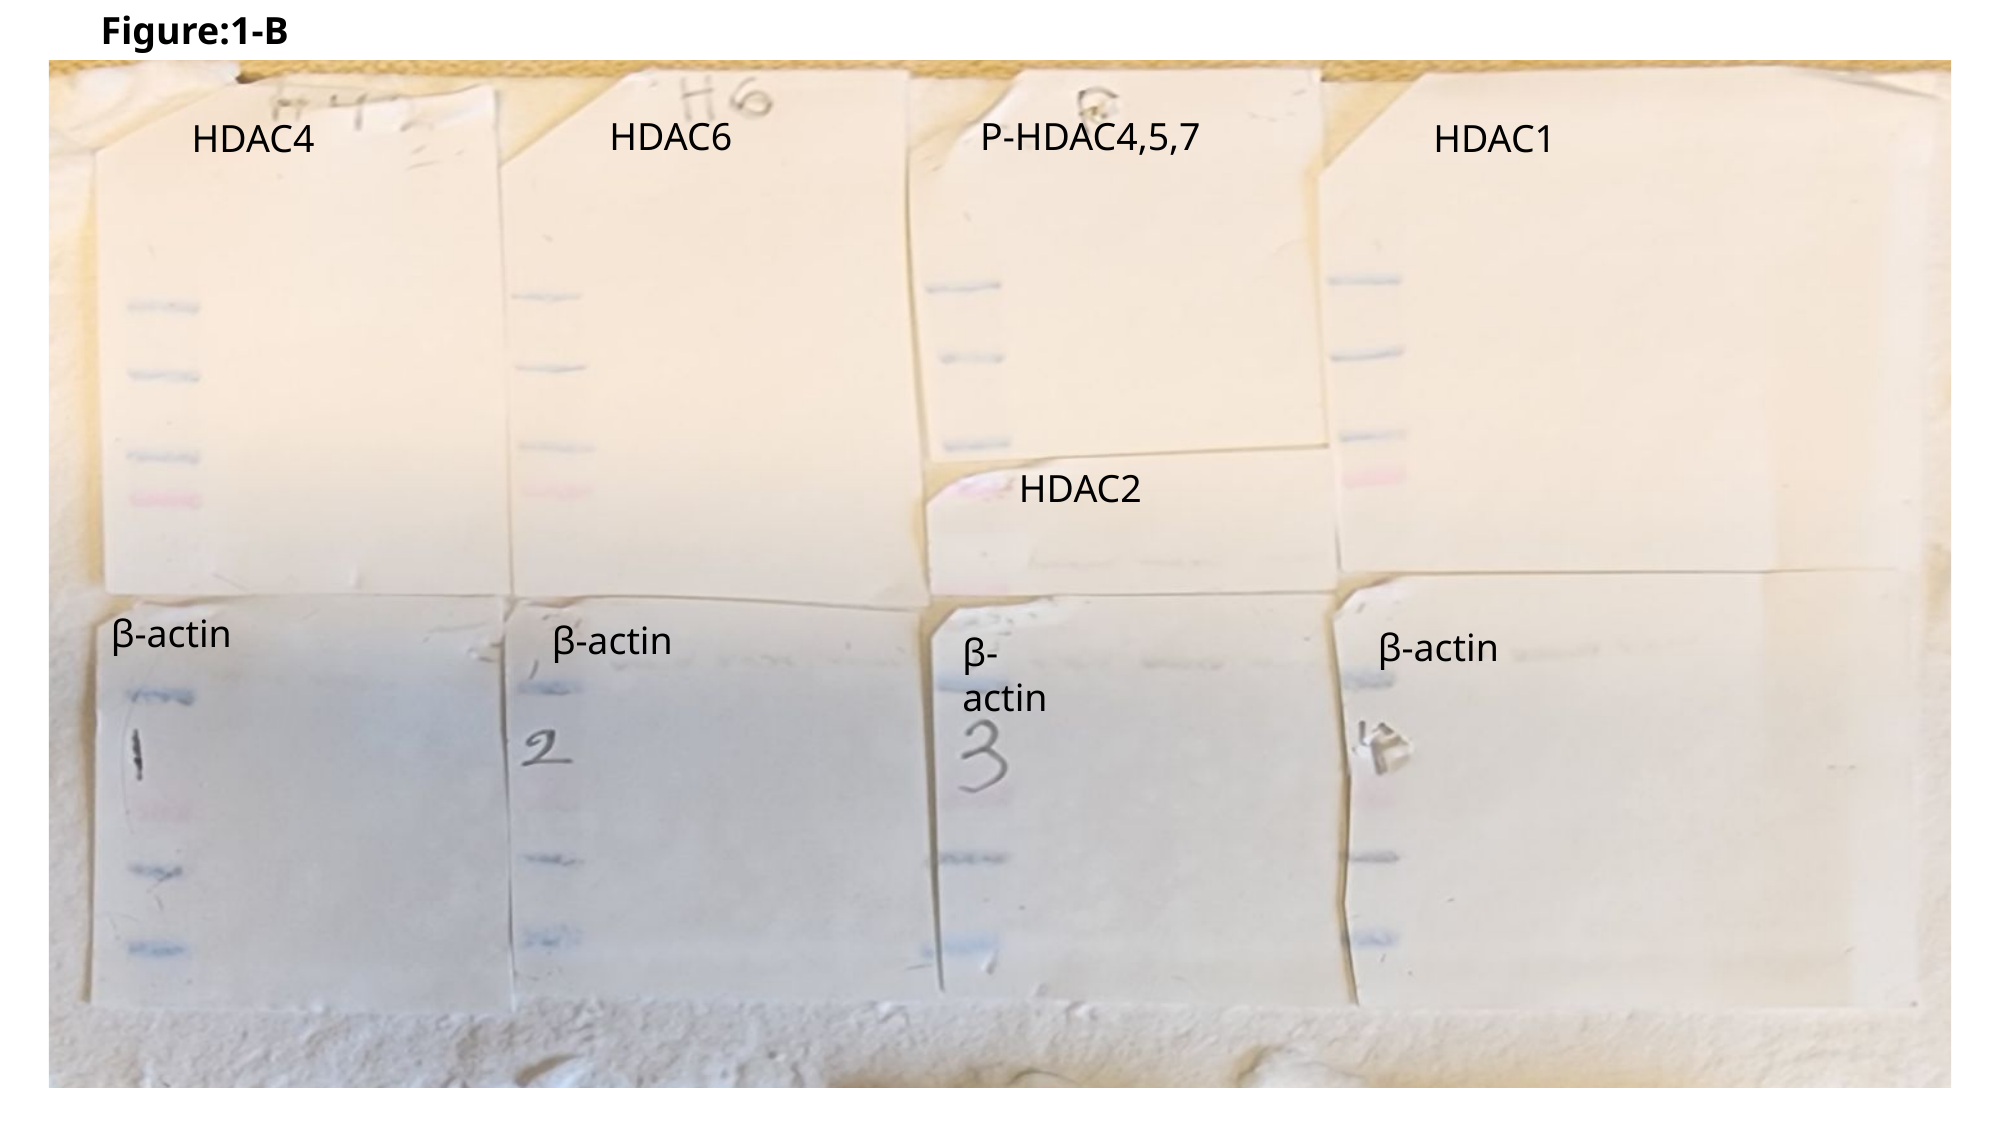

Figure:1-B
HDAC6
P-HDAC4,5,7
HDAC4
HDAC1
HDAC2
β-actin
β-actin
β-actin
β-actin

## Slide 8
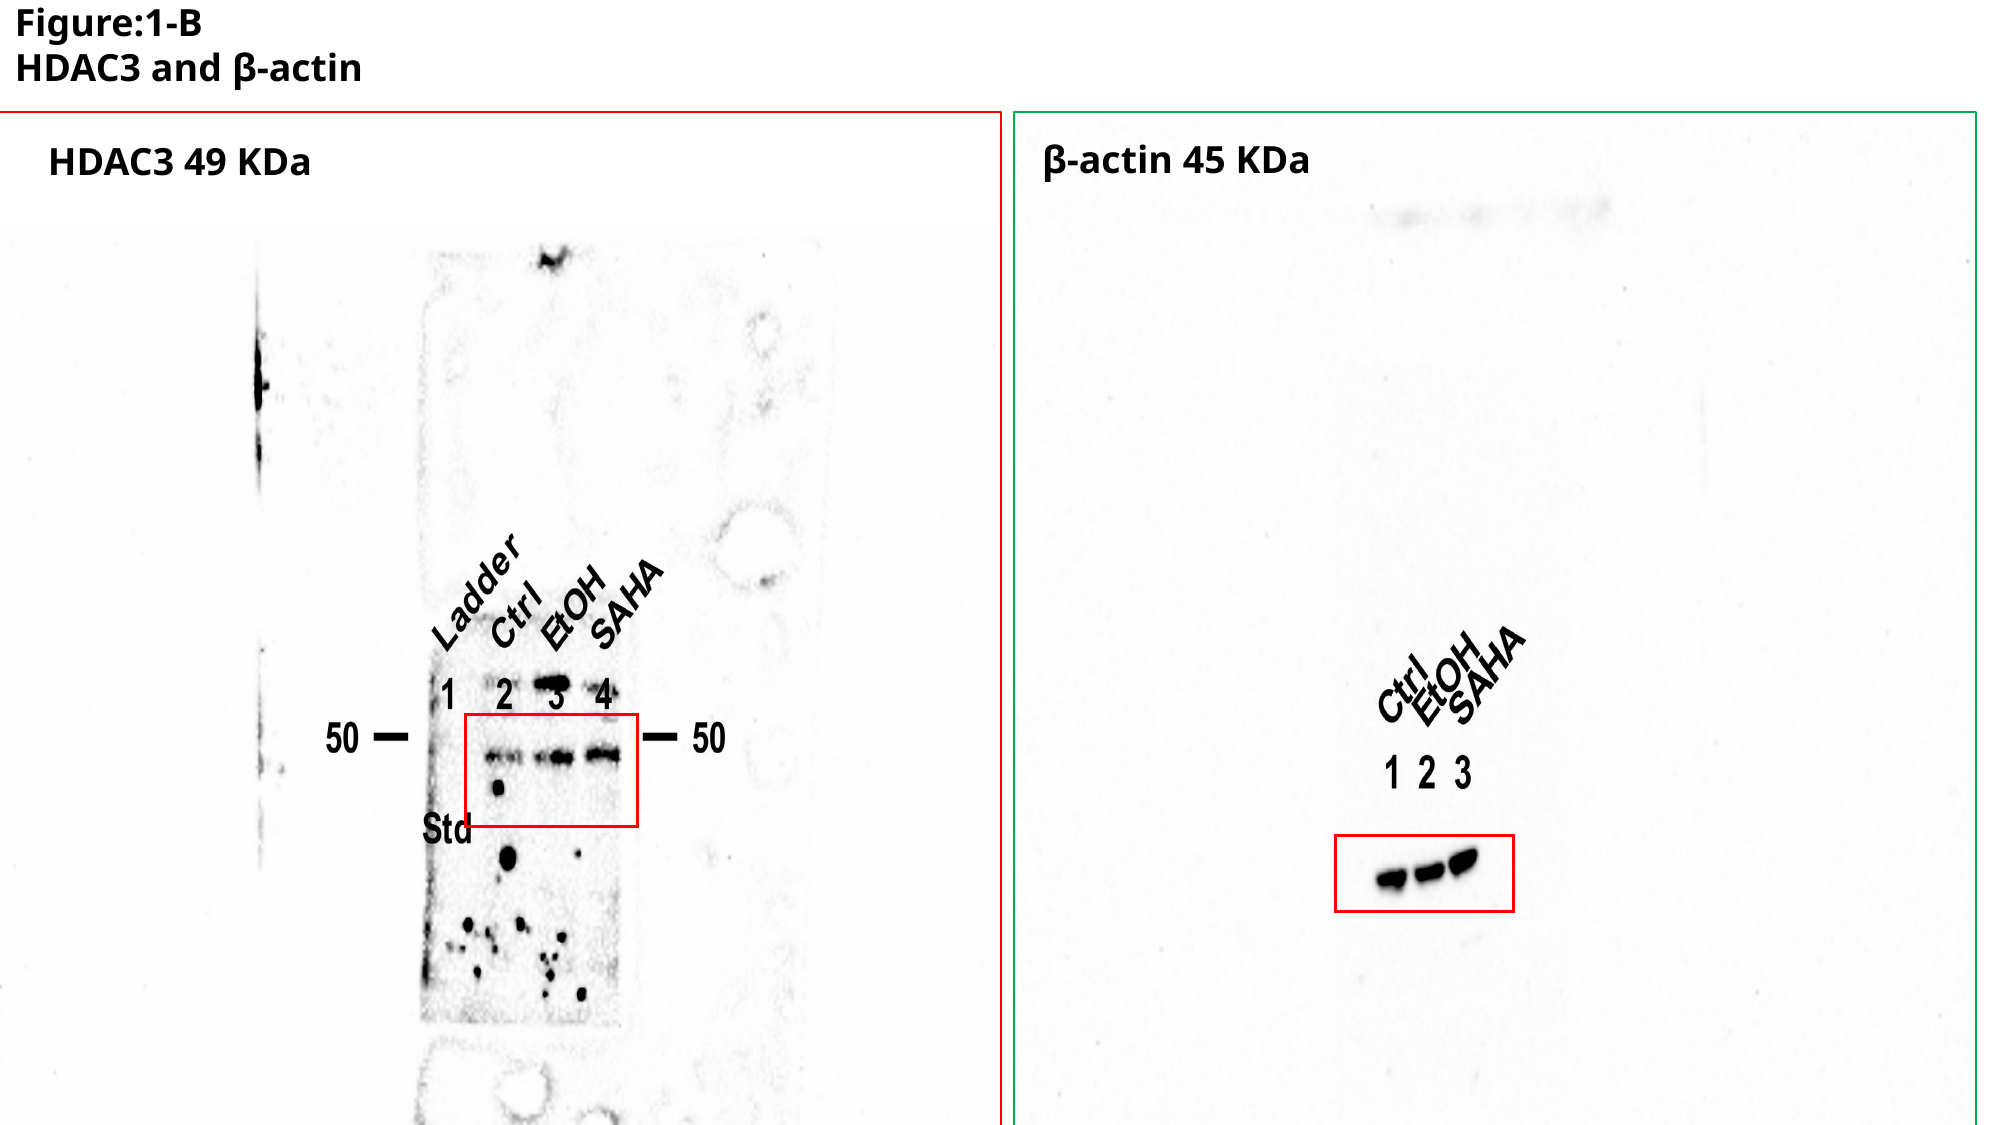

Figure:1-B
HDAC3 and β-actin
HDAC3 49 KDa
β-actin 45 KDa

## Slide 9
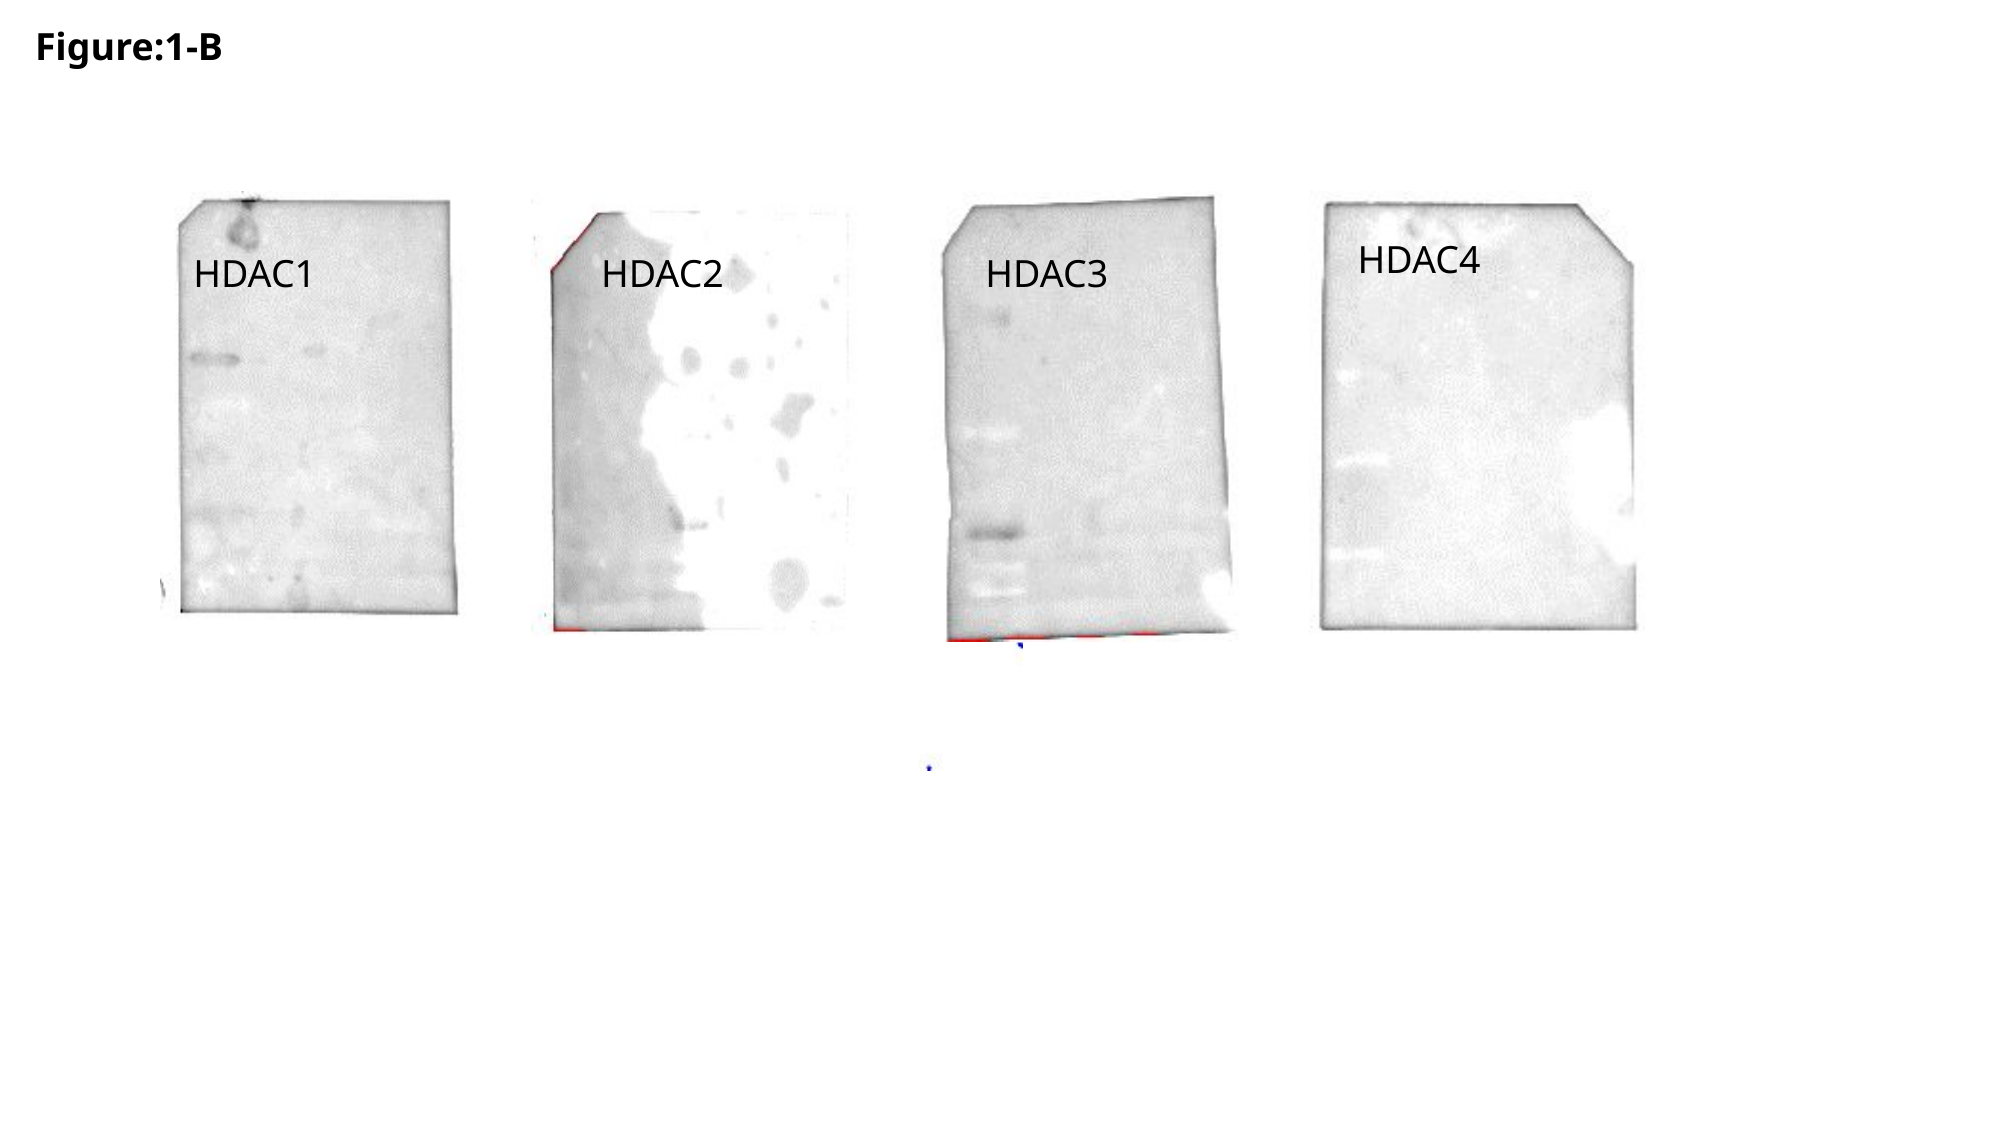

Figure:1-B
HDAC4
HDAC1
HDAC2
HDAC3

## Slide 10
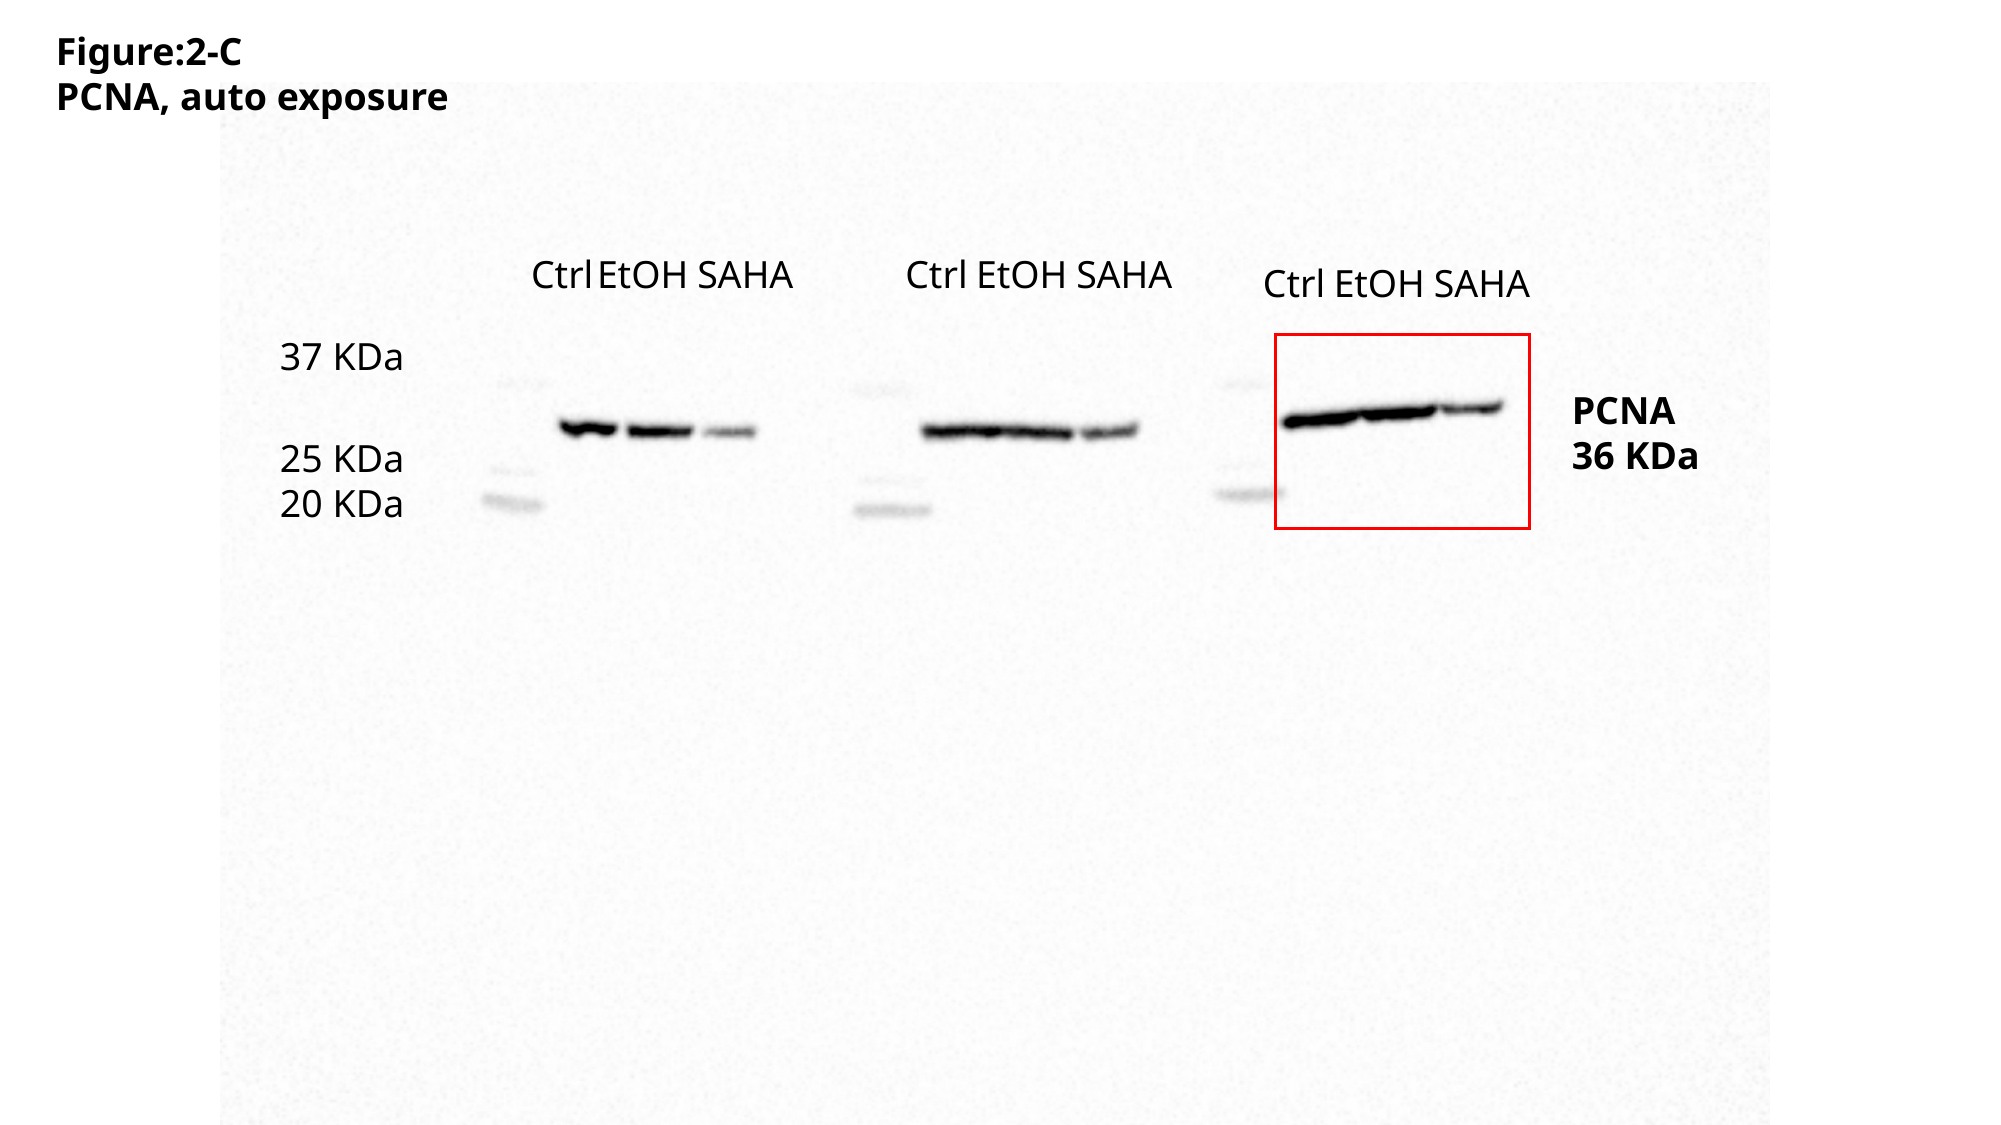

Figure:2-C
PCNA, auto exposure
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
 37 KDa
PCNA
36 KDa
 25 KDa
 20 KDa

## Slide 11
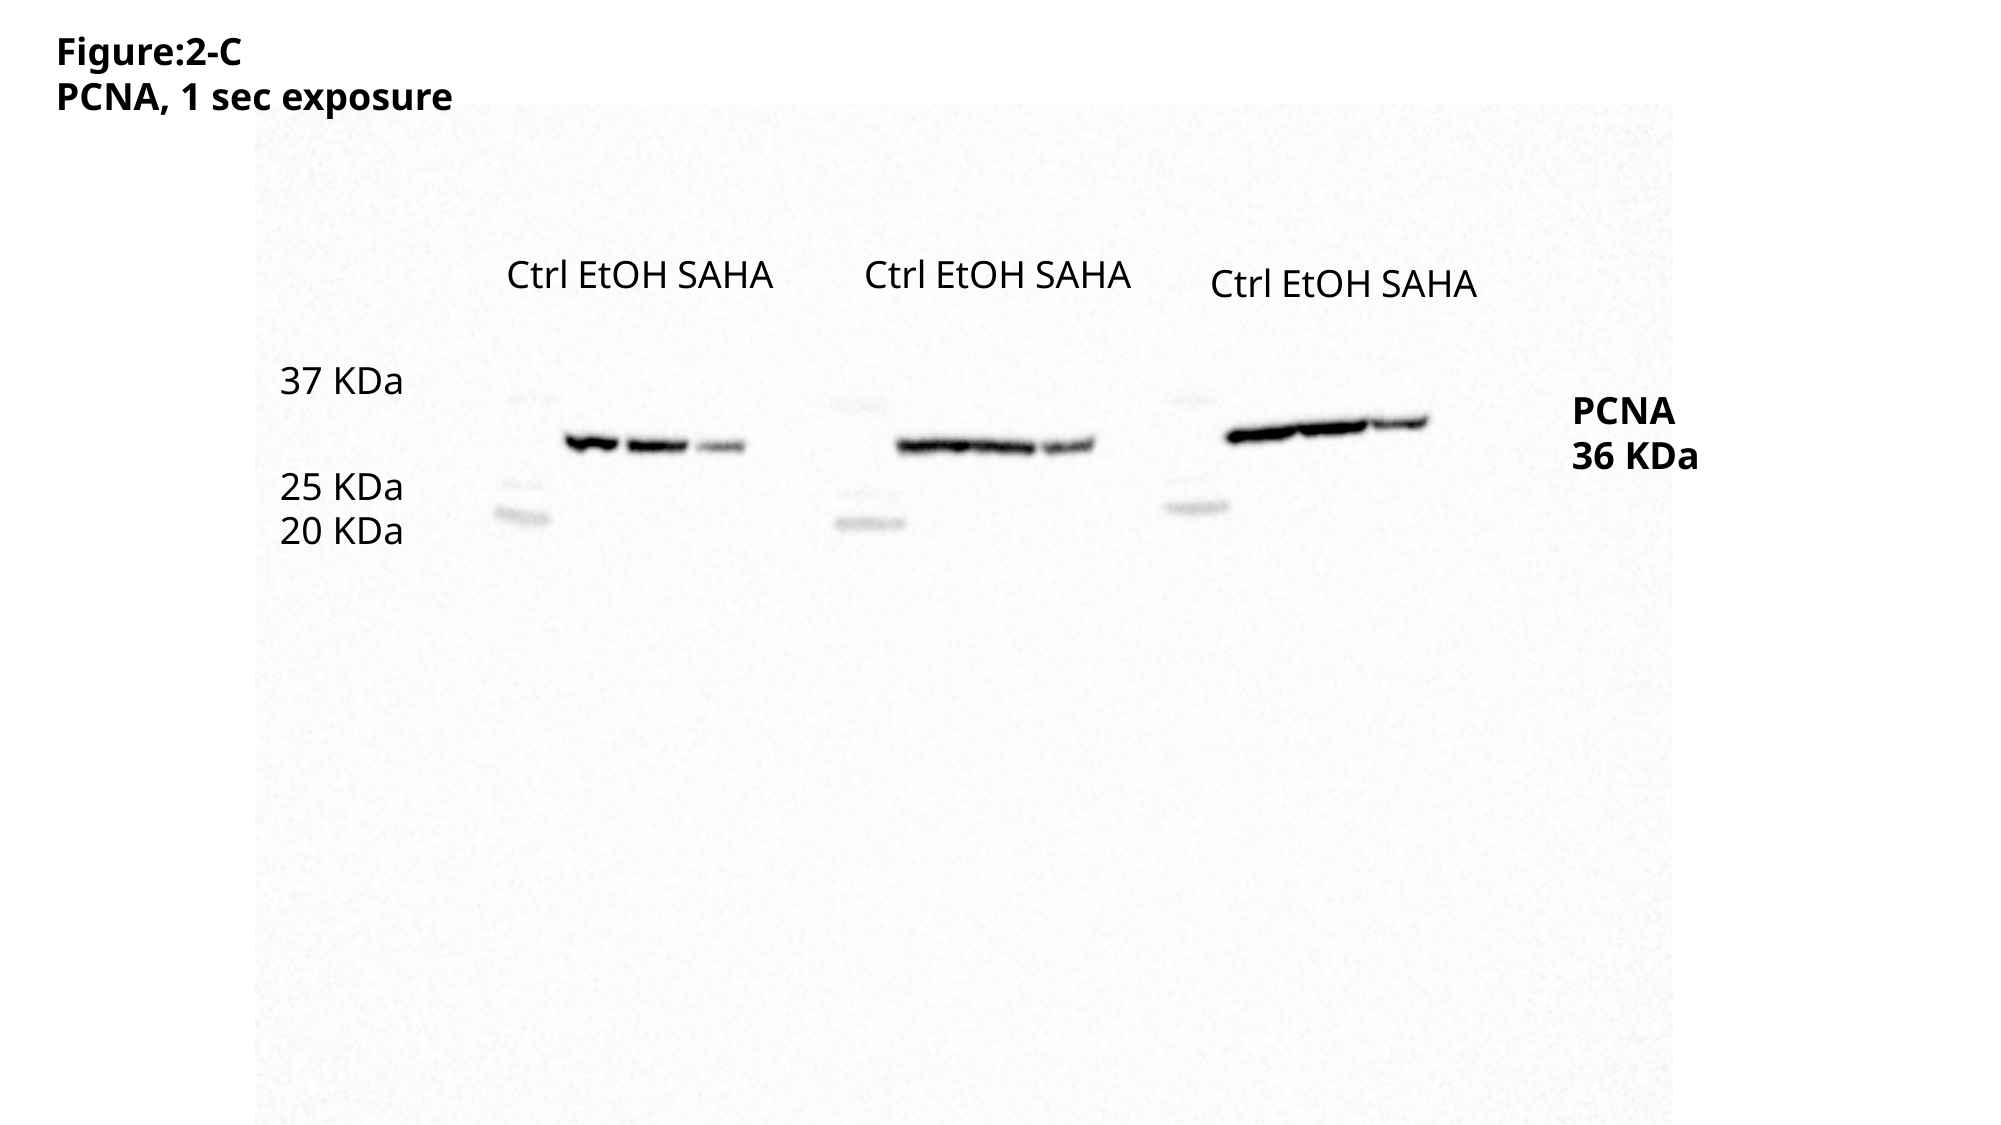

Figure:2-C
PCNA, 1 sec exposure
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
 37 KDa
PCNA
36 KDa
 25 KDa
 20 KDa

## Slide 12
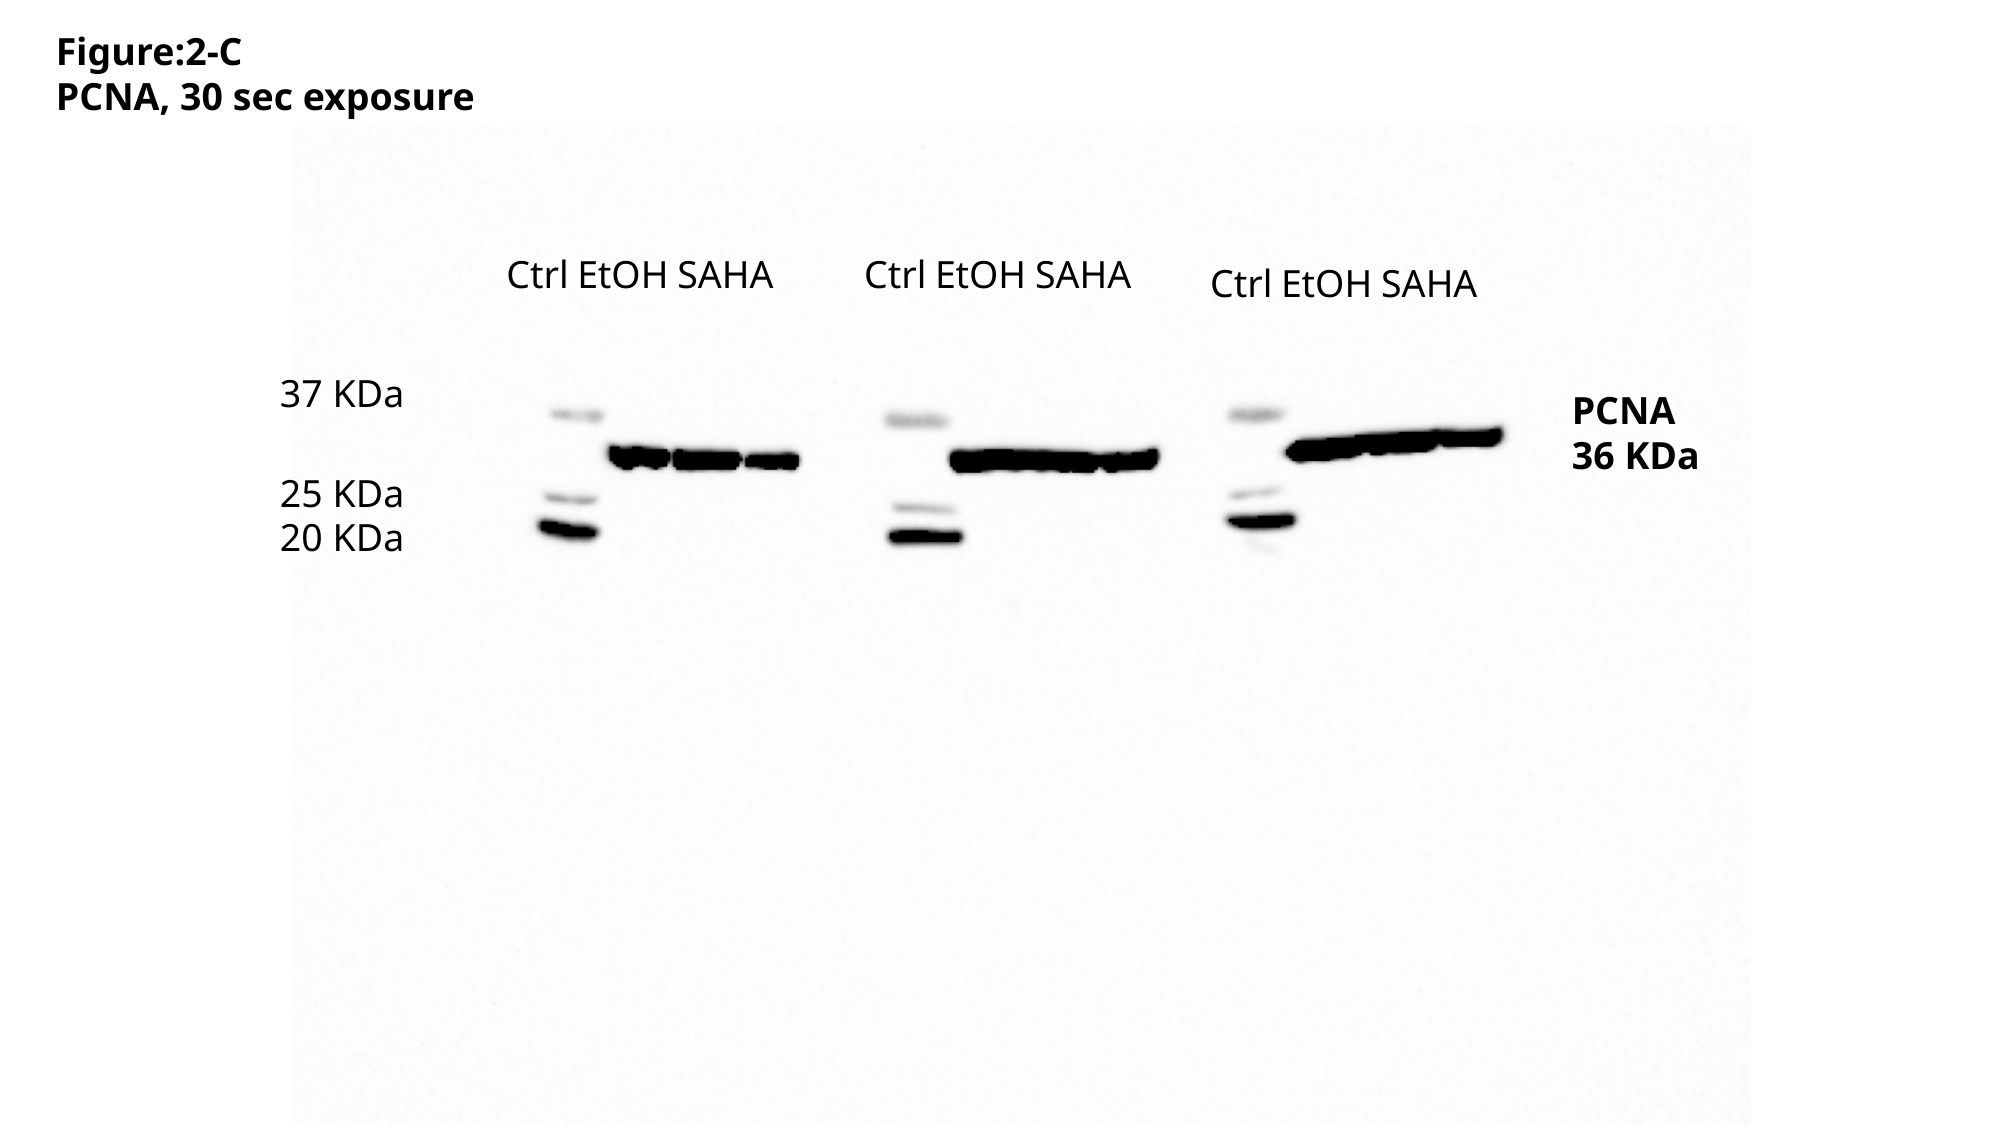

Figure:2-C
PCNA, 30 sec exposure
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
 37 KDa
PCNA
36 KDa
 25 KDa
 20 KDa

## Slide 13
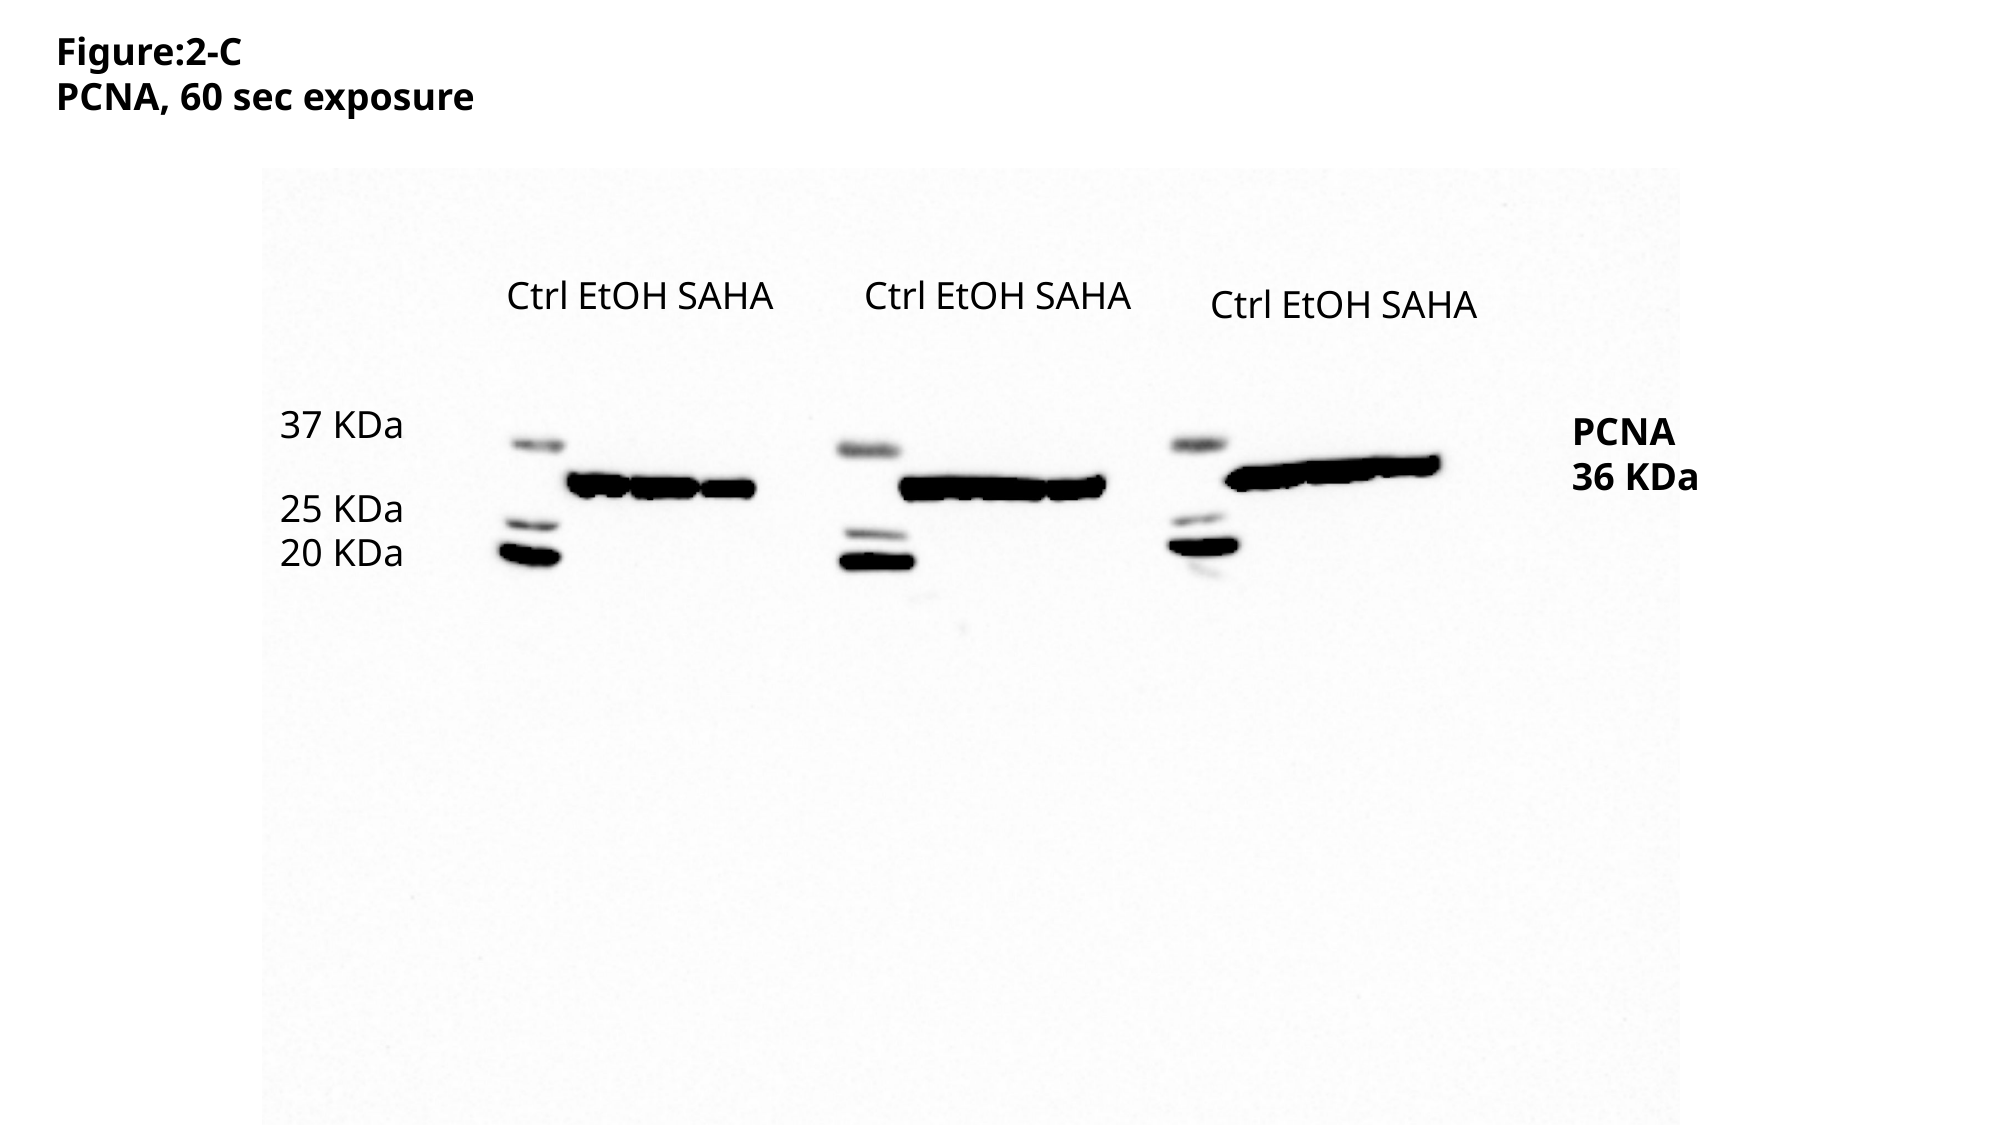

Figure:2-C
PCNA, 60 sec exposure
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
 37 KDa
PCNA
36 KDa
 25 KDa
 20 KDa

## Slide 14
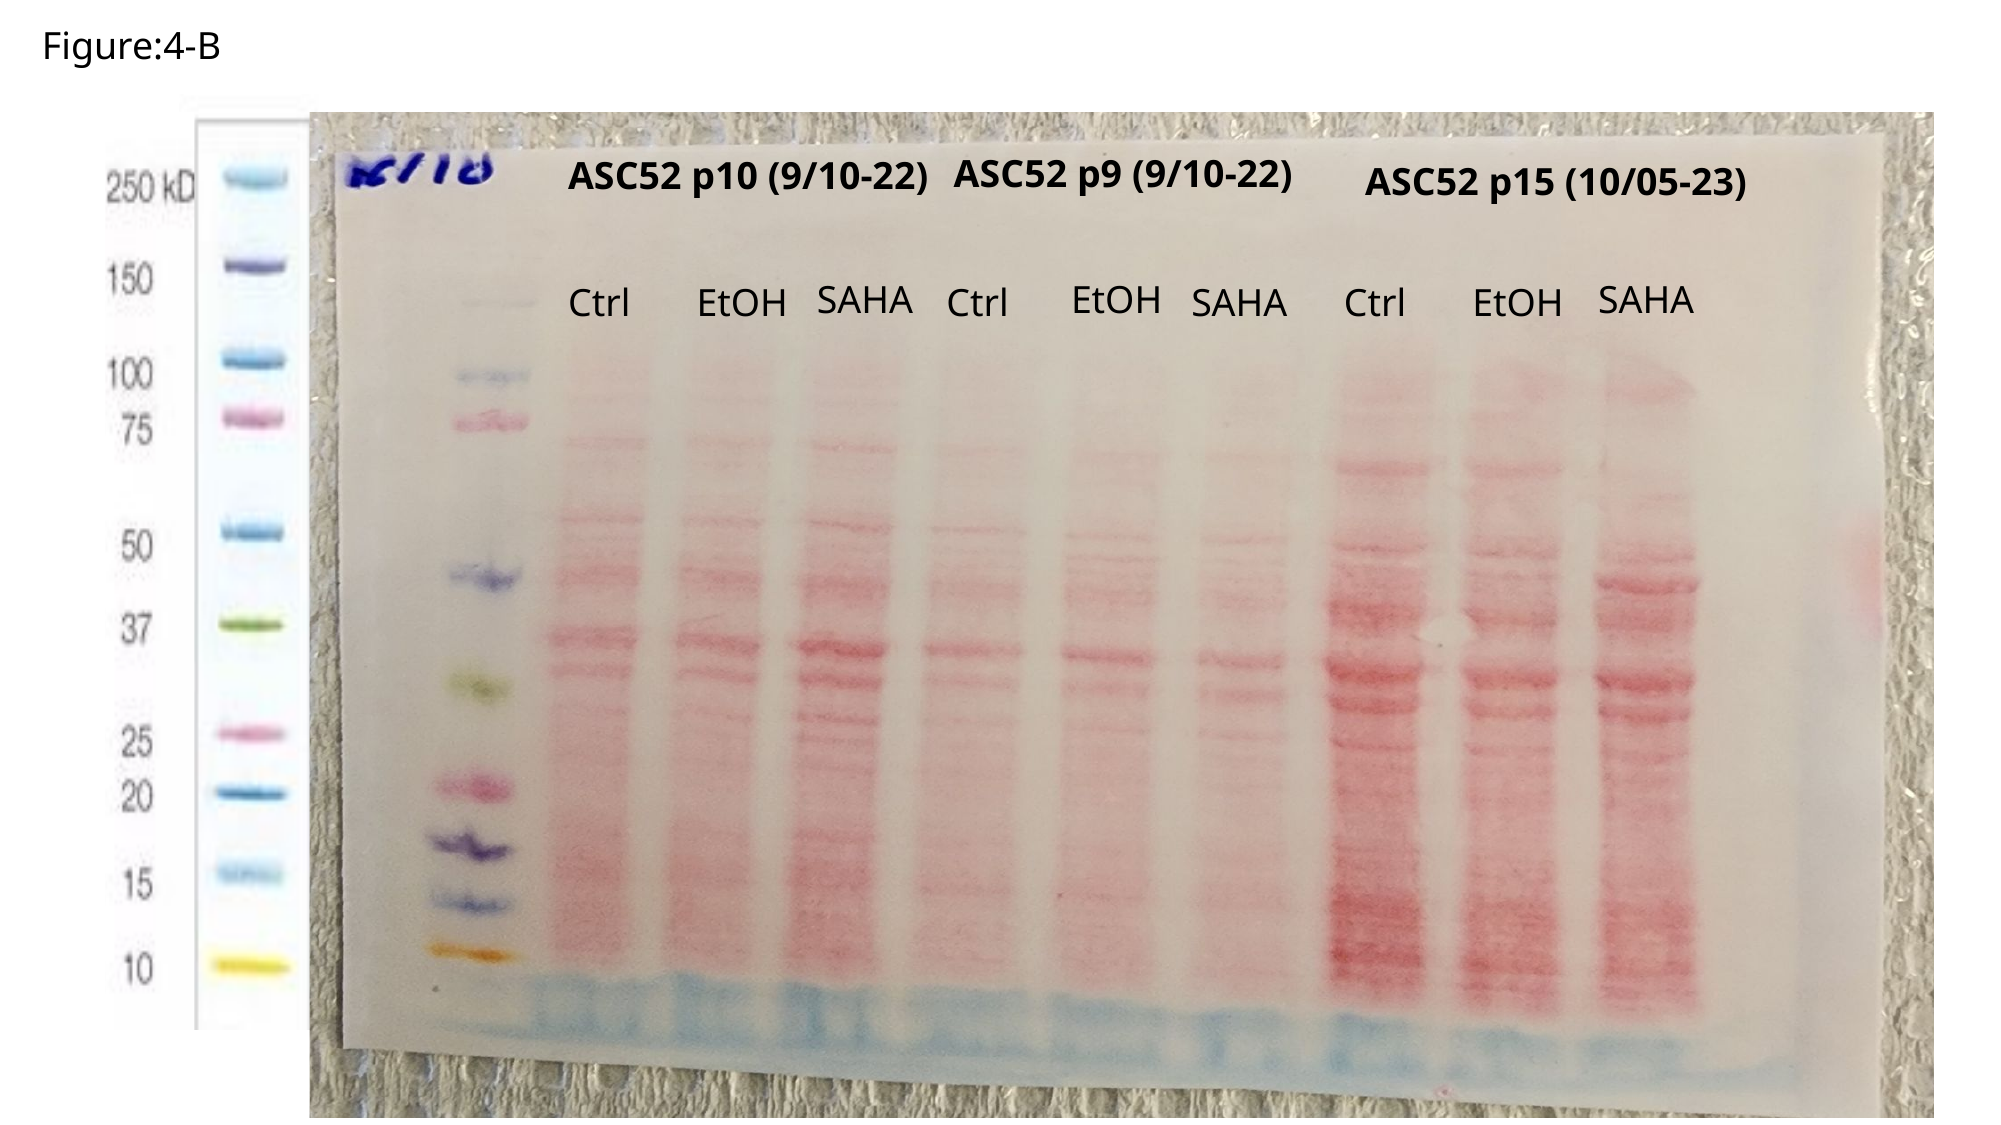

# Figure:4-B
ASC52 p9 (9/10-22)
ASC52 p10 (9/10-22)
ASC52 p15 (10/05-23)
SAHA
EtOH
SAHA
Ctrl
EtOH
Ctrl
Ctrl
EtOH
SAHA

## Slide 15
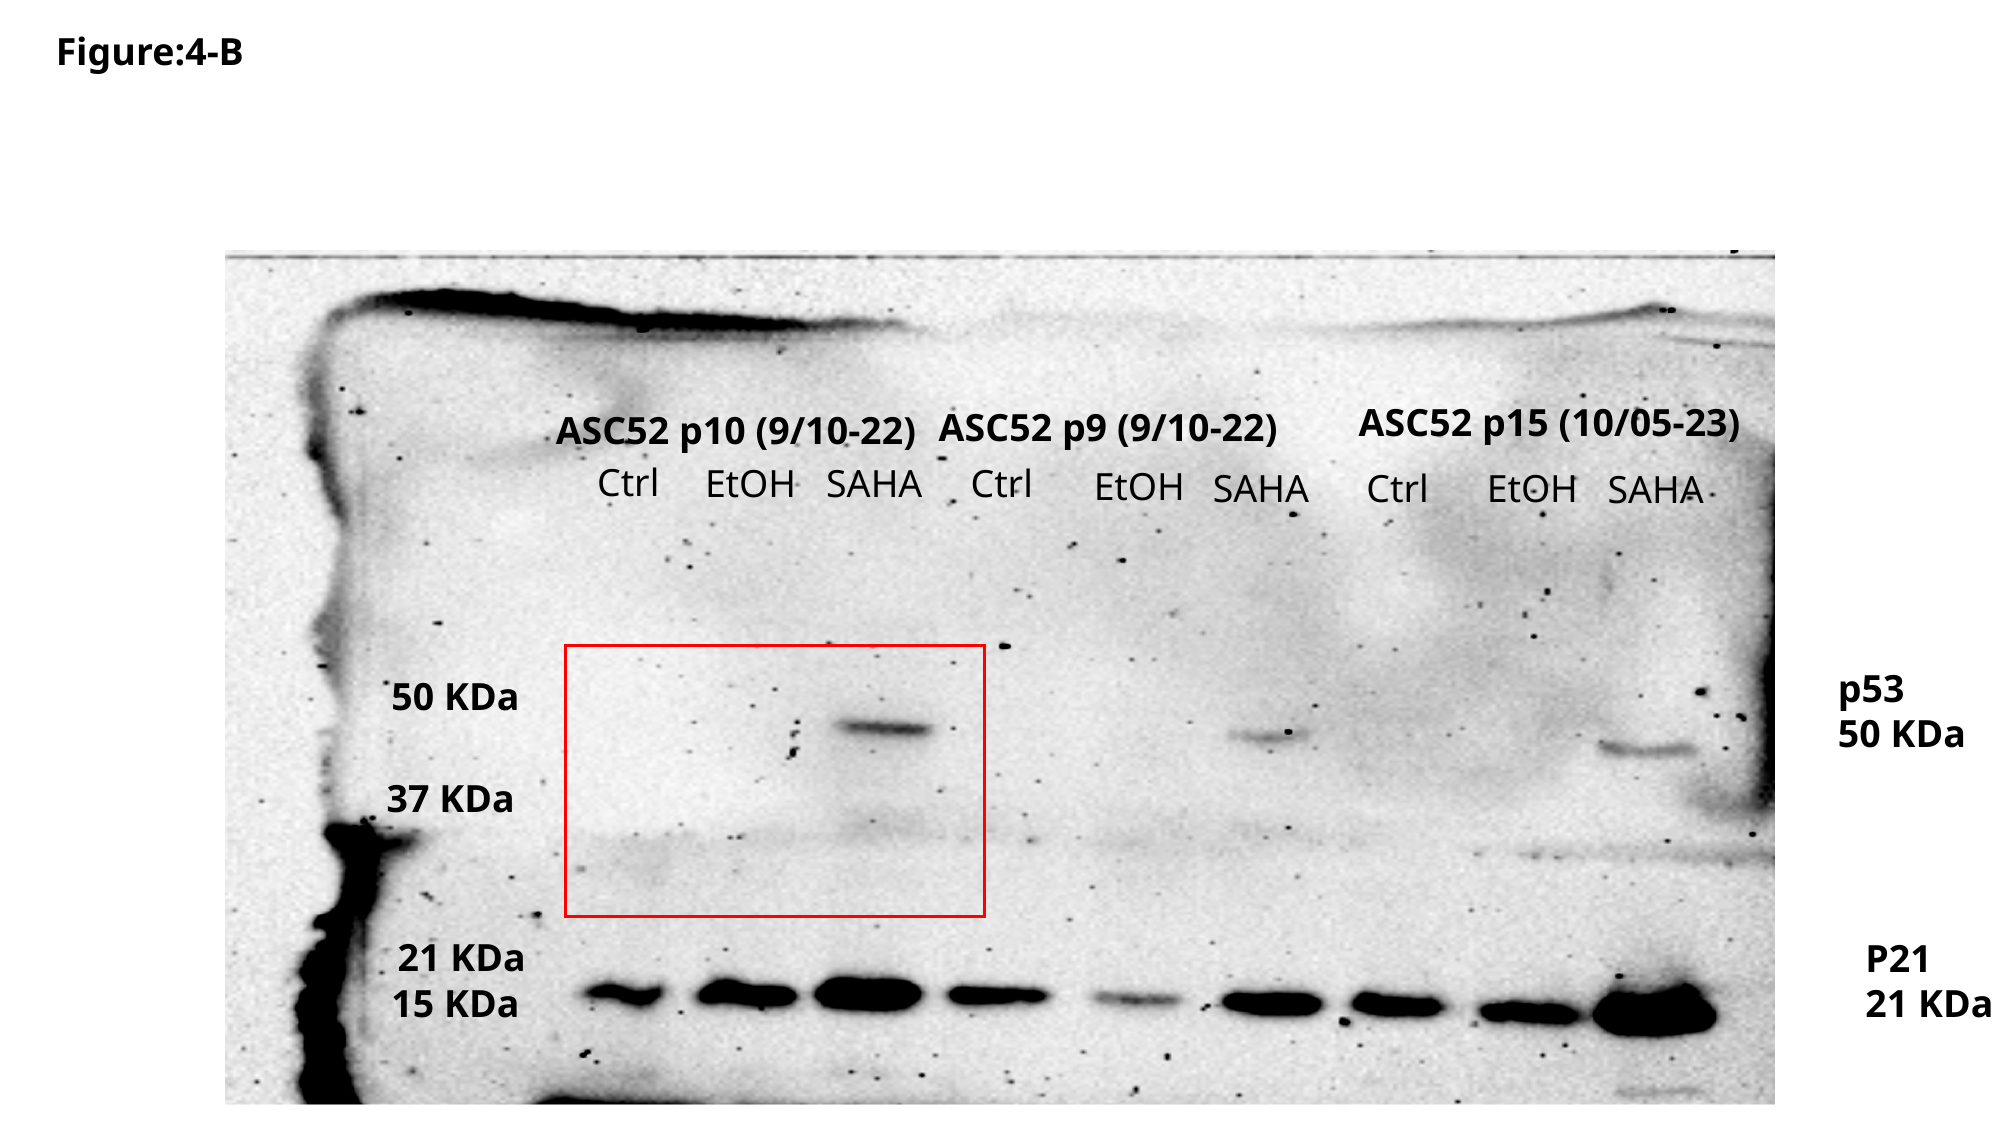

Figure:4-B
ASC52 p15 (10/05-23)
ASC52 p9 (9/10-22)
ASC52 p10 (9/10-22)
50 KDa
37 KDa
21 KDa
15 KDa
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
Ctrl
EtOH
SAHA
p53
50 KDa
P21
21 KDa

## Slide 16
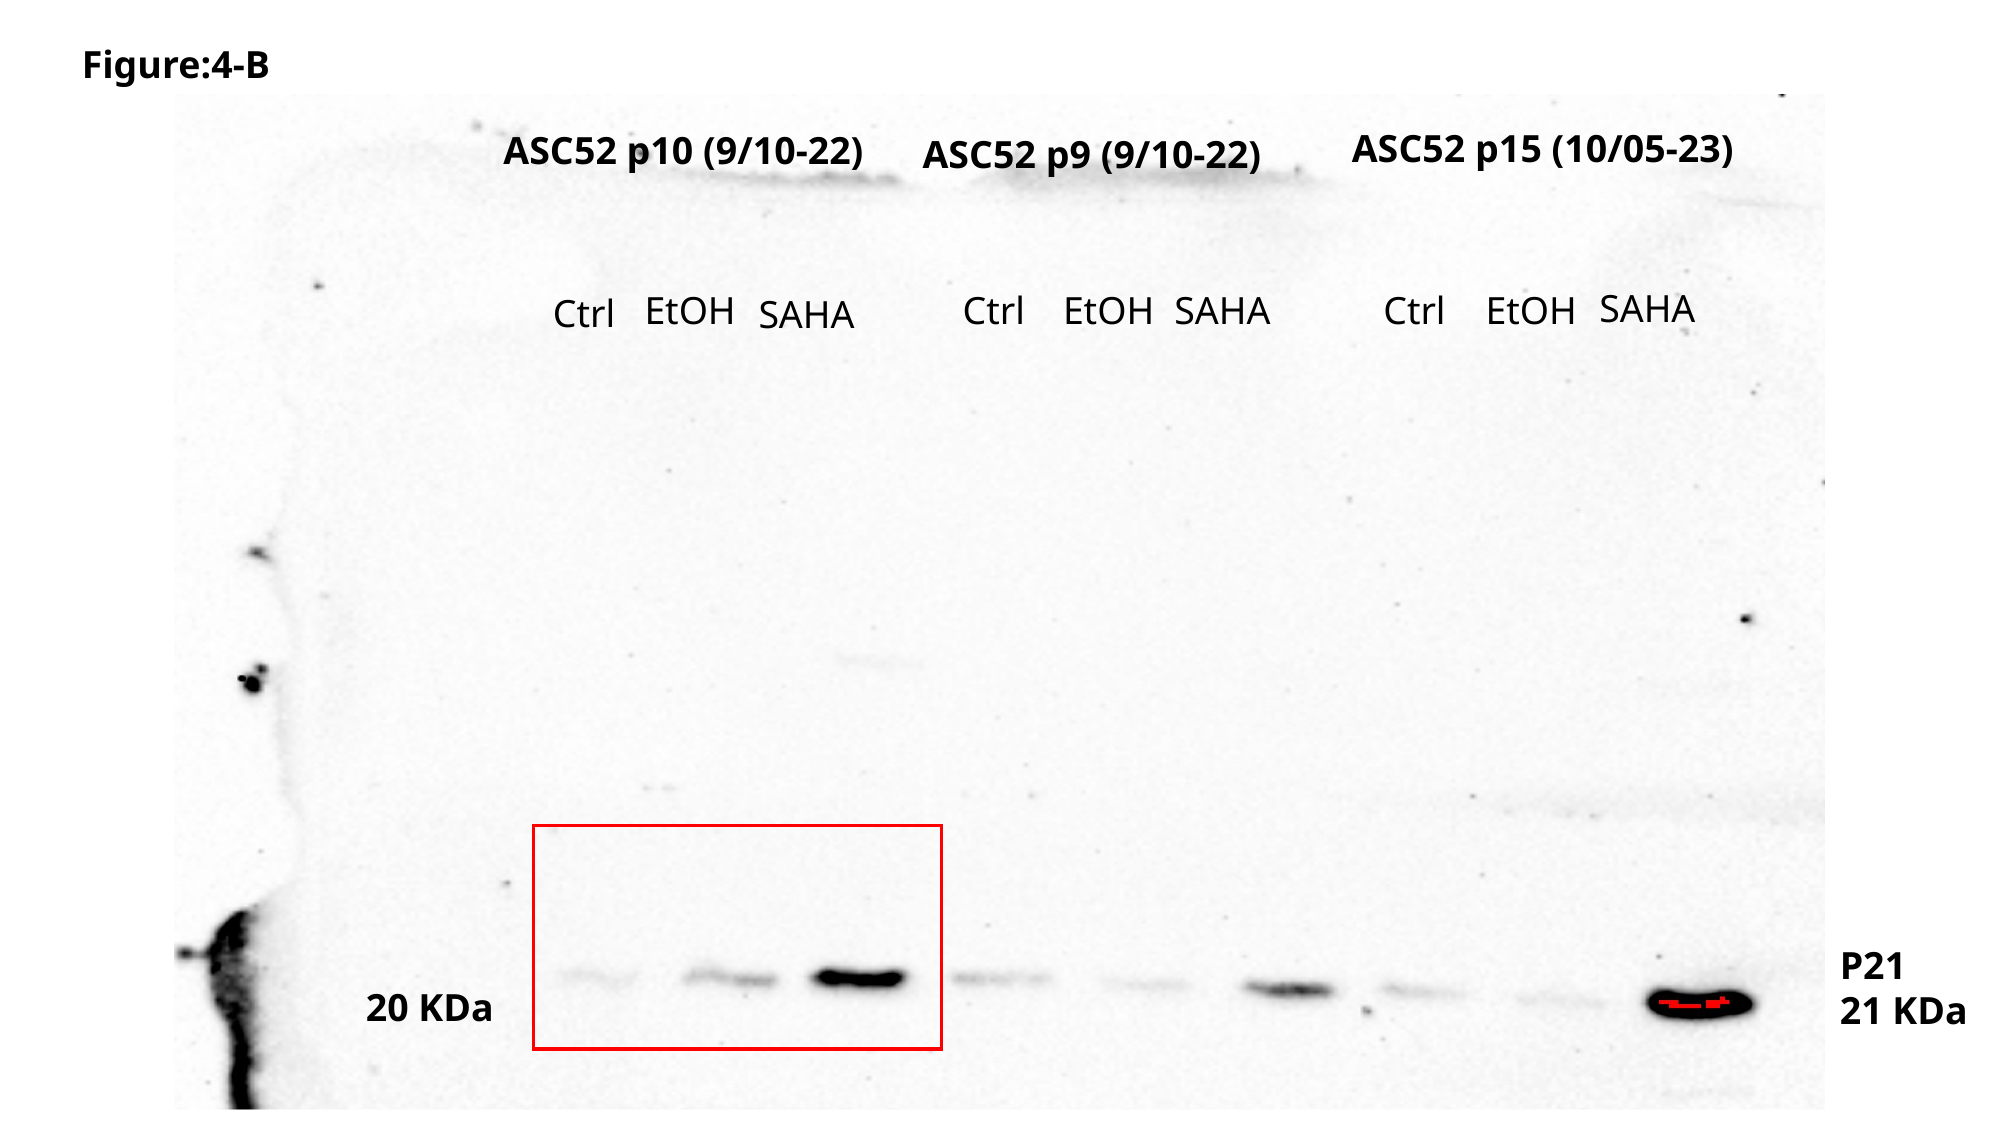

Figure:4-B
ASC52 p15 (10/05-23)
ASC52 p10 (9/10-22)
ASC52 p9 (9/10-22)
SAHA
EtOH
Ctrl
EtOH
SAHA
Ctrl
EtOH
Ctrl
SAHA
P21
21 KDa
20 KDa

## Slide 17
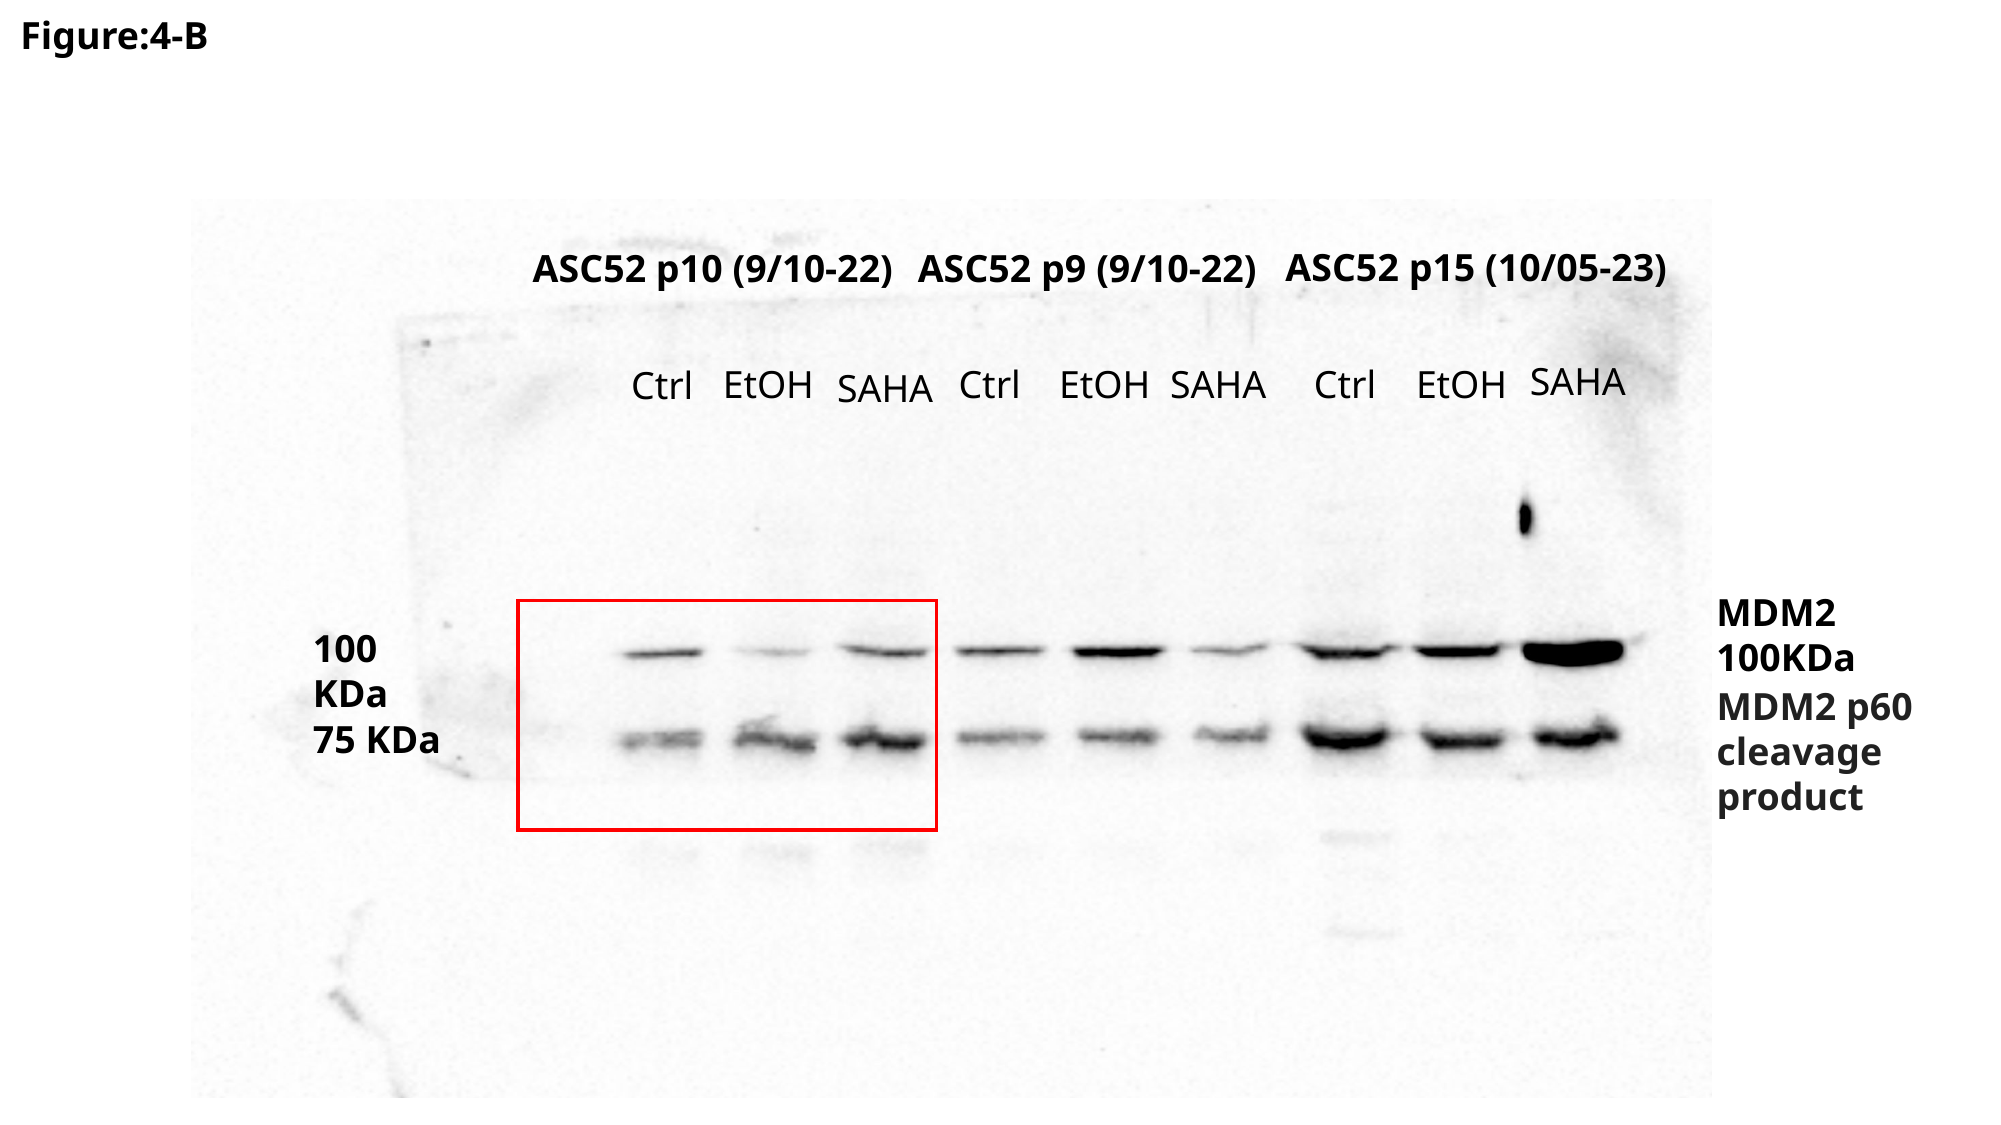

Figure:4-B
ASC52 p15 (10/05-23)
ASC52 p10 (9/10-22)
ASC52 p9 (9/10-22)
SAHA
EtOH
Ctrl
EtOH
SAHA
Ctrl
EtOH
Ctrl
SAHA
MDM2
100KDa
100 KDa
MDM2 p60 cleavage product
75 KDa

## Slide 18
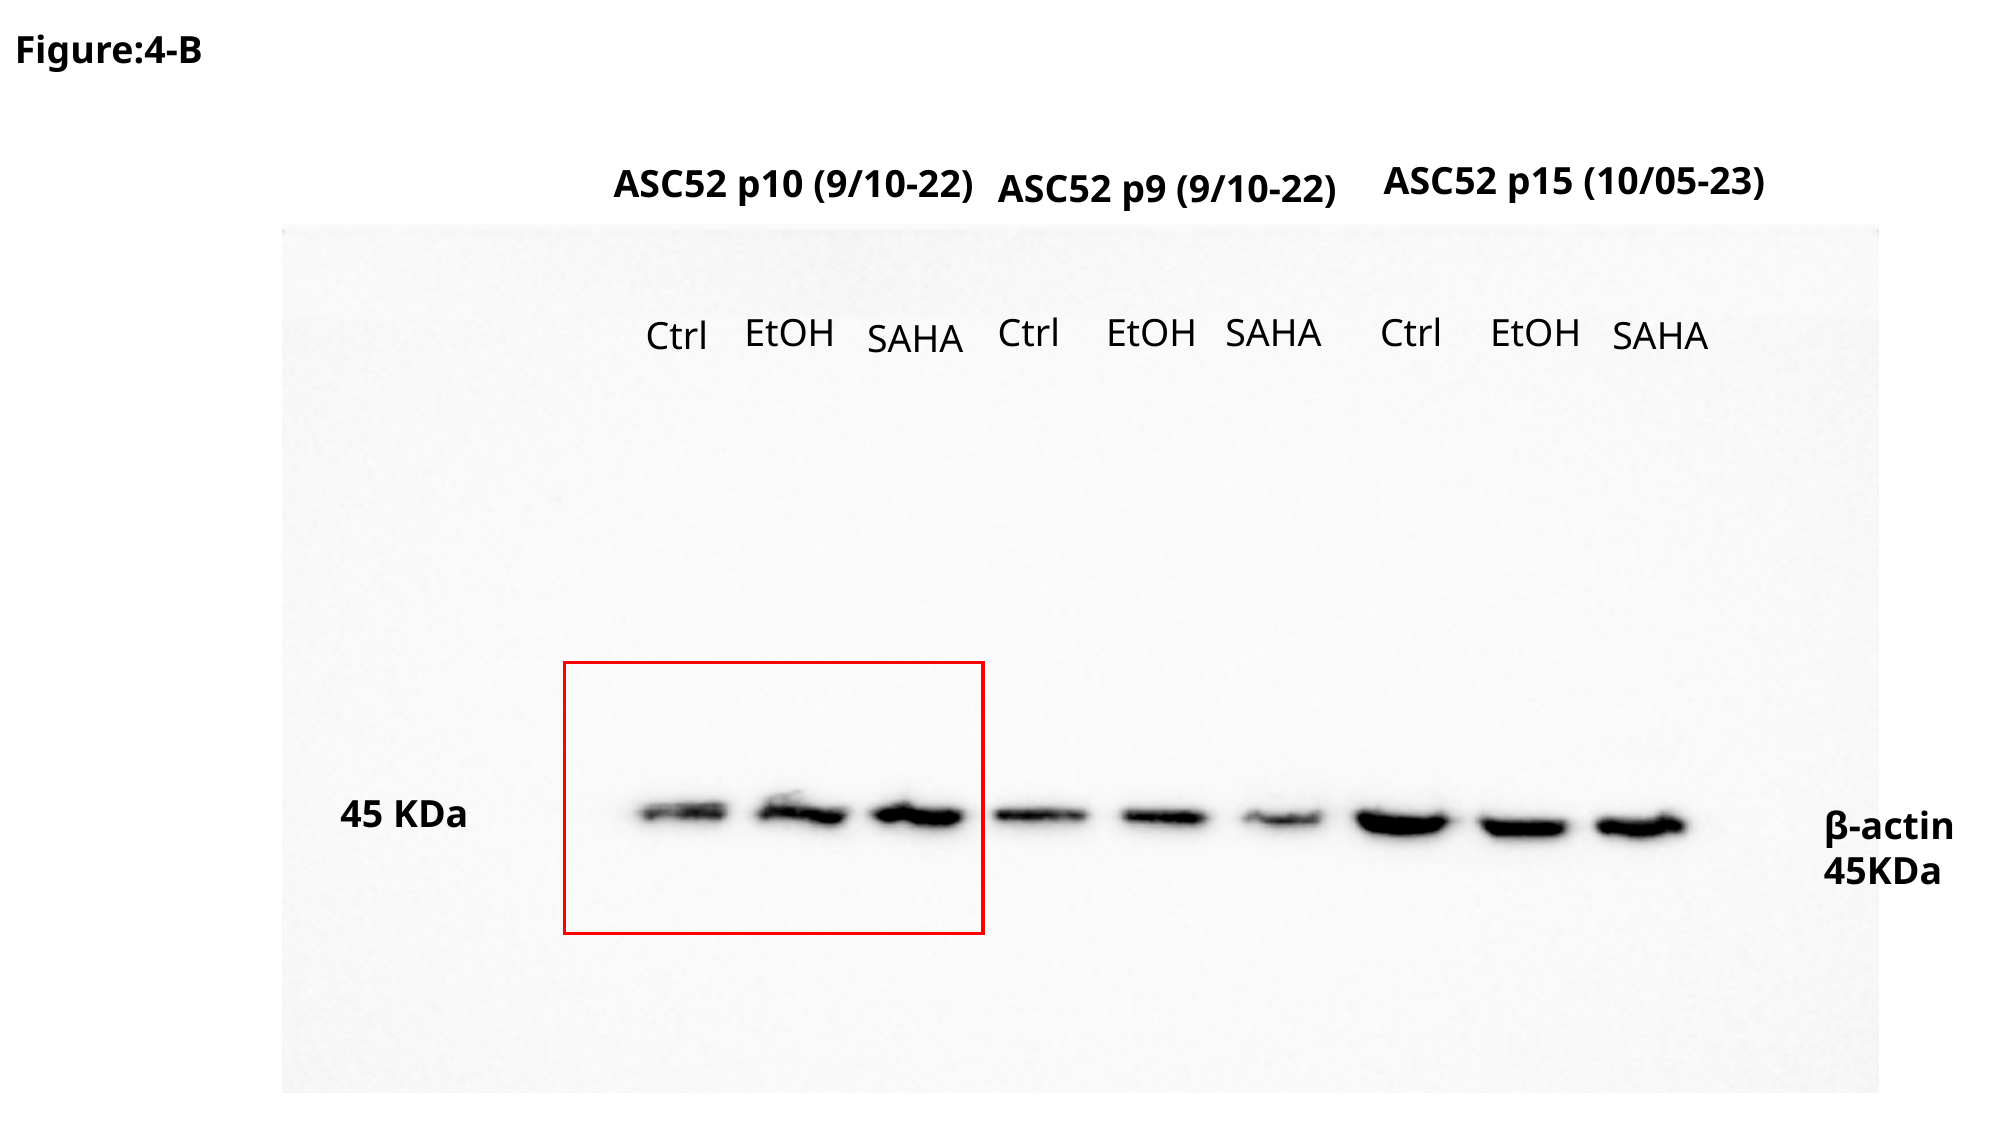

Figure:4-B
ASC52 p15 (10/05-23)
ASC52 p10 (9/10-22)
ASC52 p9 (9/10-22)
EtOH
Ctrl
EtOH
SAHA
Ctrl
EtOH
Ctrl
SAHA
SAHA
45 KDa
β-actin
45KDa

## Slide 19
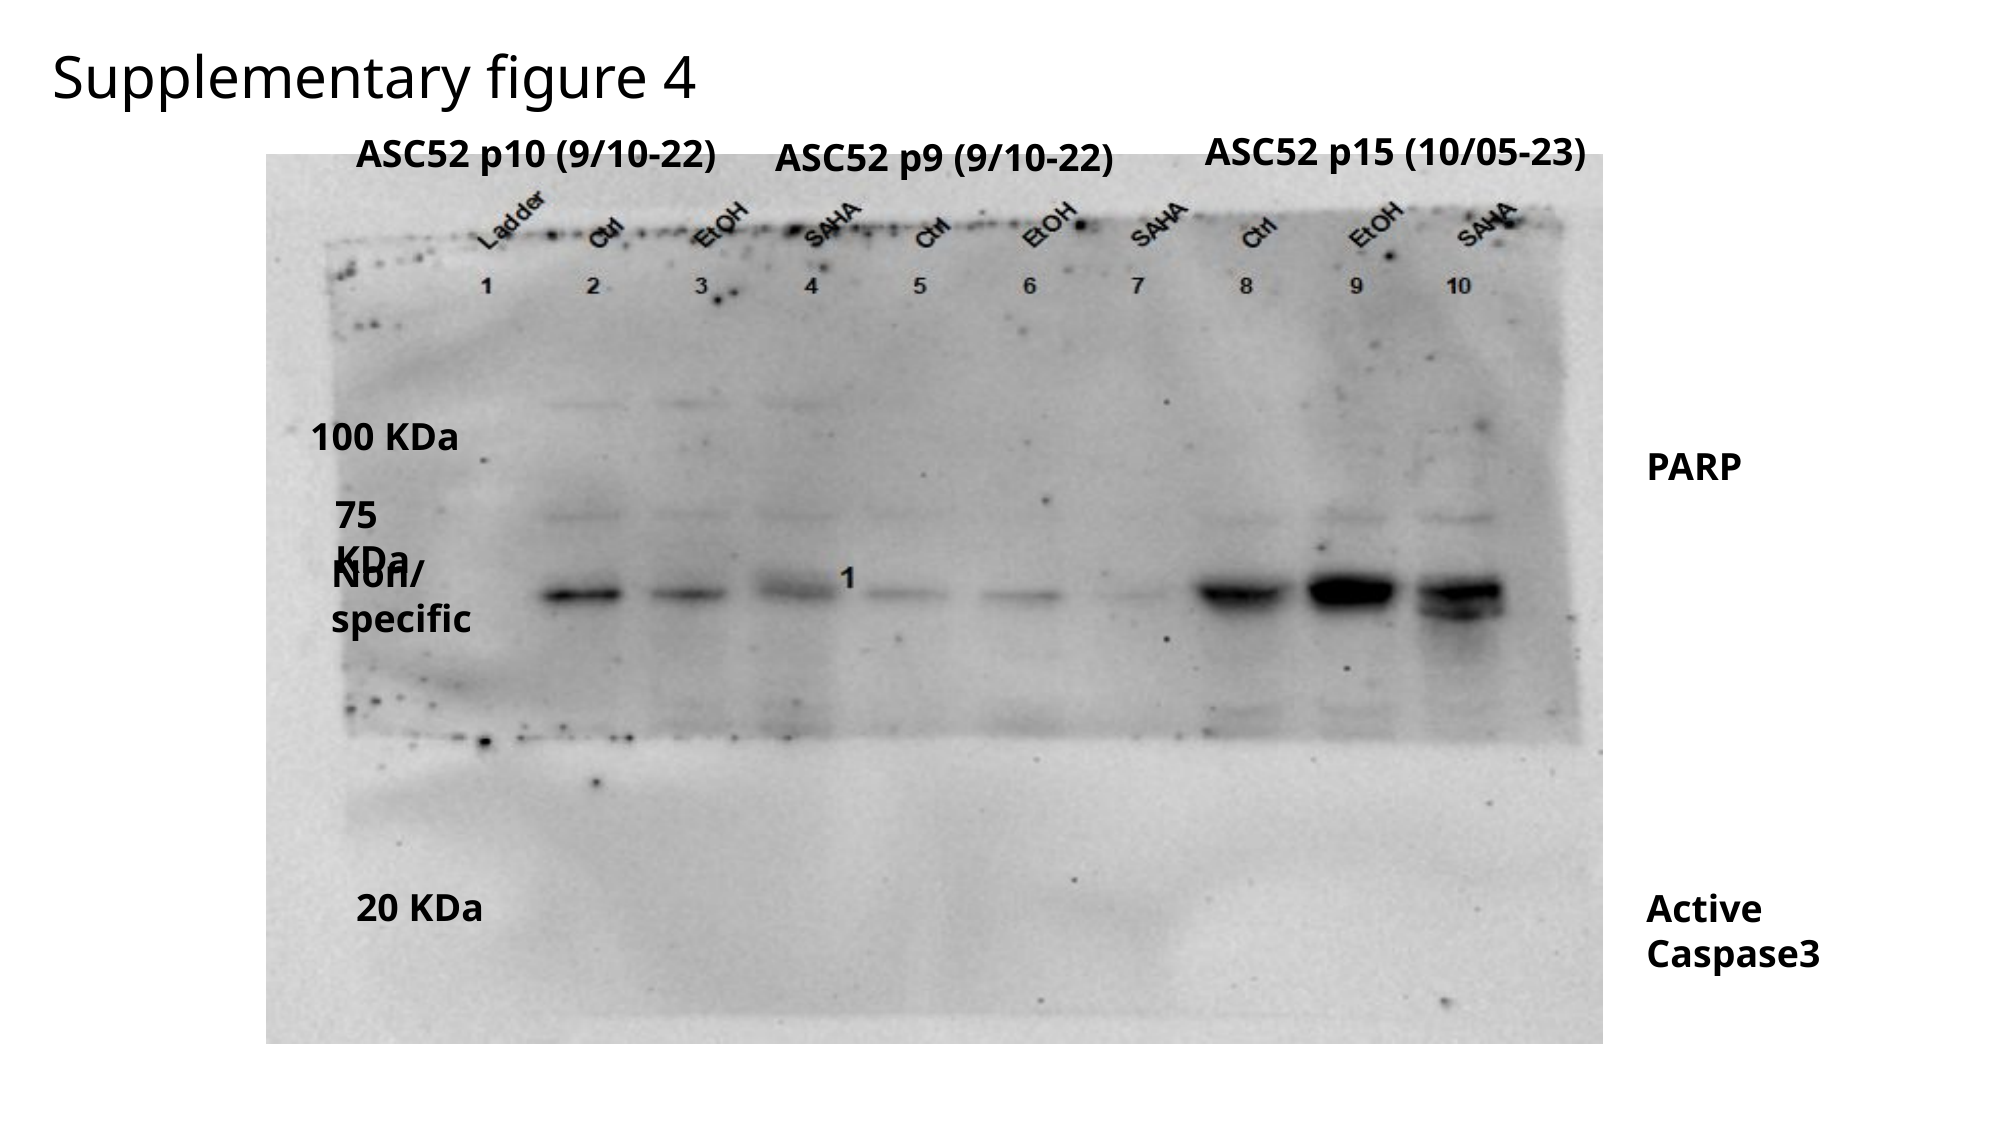

Supplementary figure 4
ASC52 p15 (10/05-23)
ASC52 p10 (9/10-22)
ASC52 p9 (9/10-22)
100 KDa
PARP
75 KDa
Non/ specific
20 KDa
Active Caspase3

# Supplementary material for: Modulation of biological activities in adipose derived stem cells by histone deacetylation
**Source:** Sci Rep. 2025 Jan 29;15:3629. doi: 10.1038/s41598-024-84652-1
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplementary materials**

Modulation of biological activities in adipose derived stem cells by histone deacetylation

Sallam Abdallah^1^, Mouna Tabebi^1,5^, Sawsan Qanadilo^2^, Neserin Ali^3^, Jing Wang^1^, Pádraig D´Arcy^1^,Wen Zhong^1^, Folke Sjoberg^4^, Moustafa Elmasry ^1,4^, Ahmed El-Serafi ^1,4^

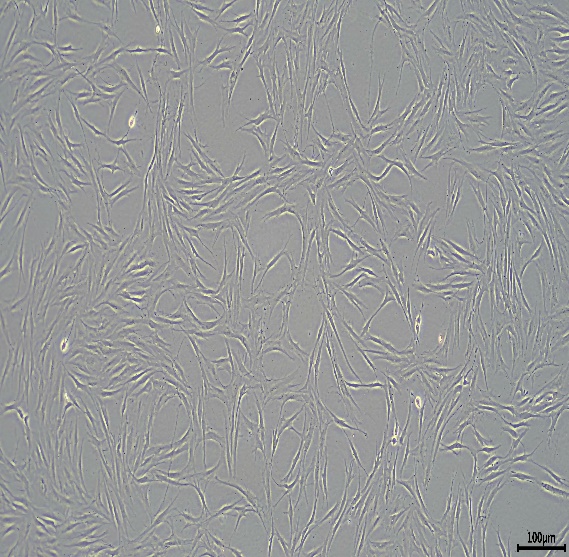

**Untreated**

**EtOH**

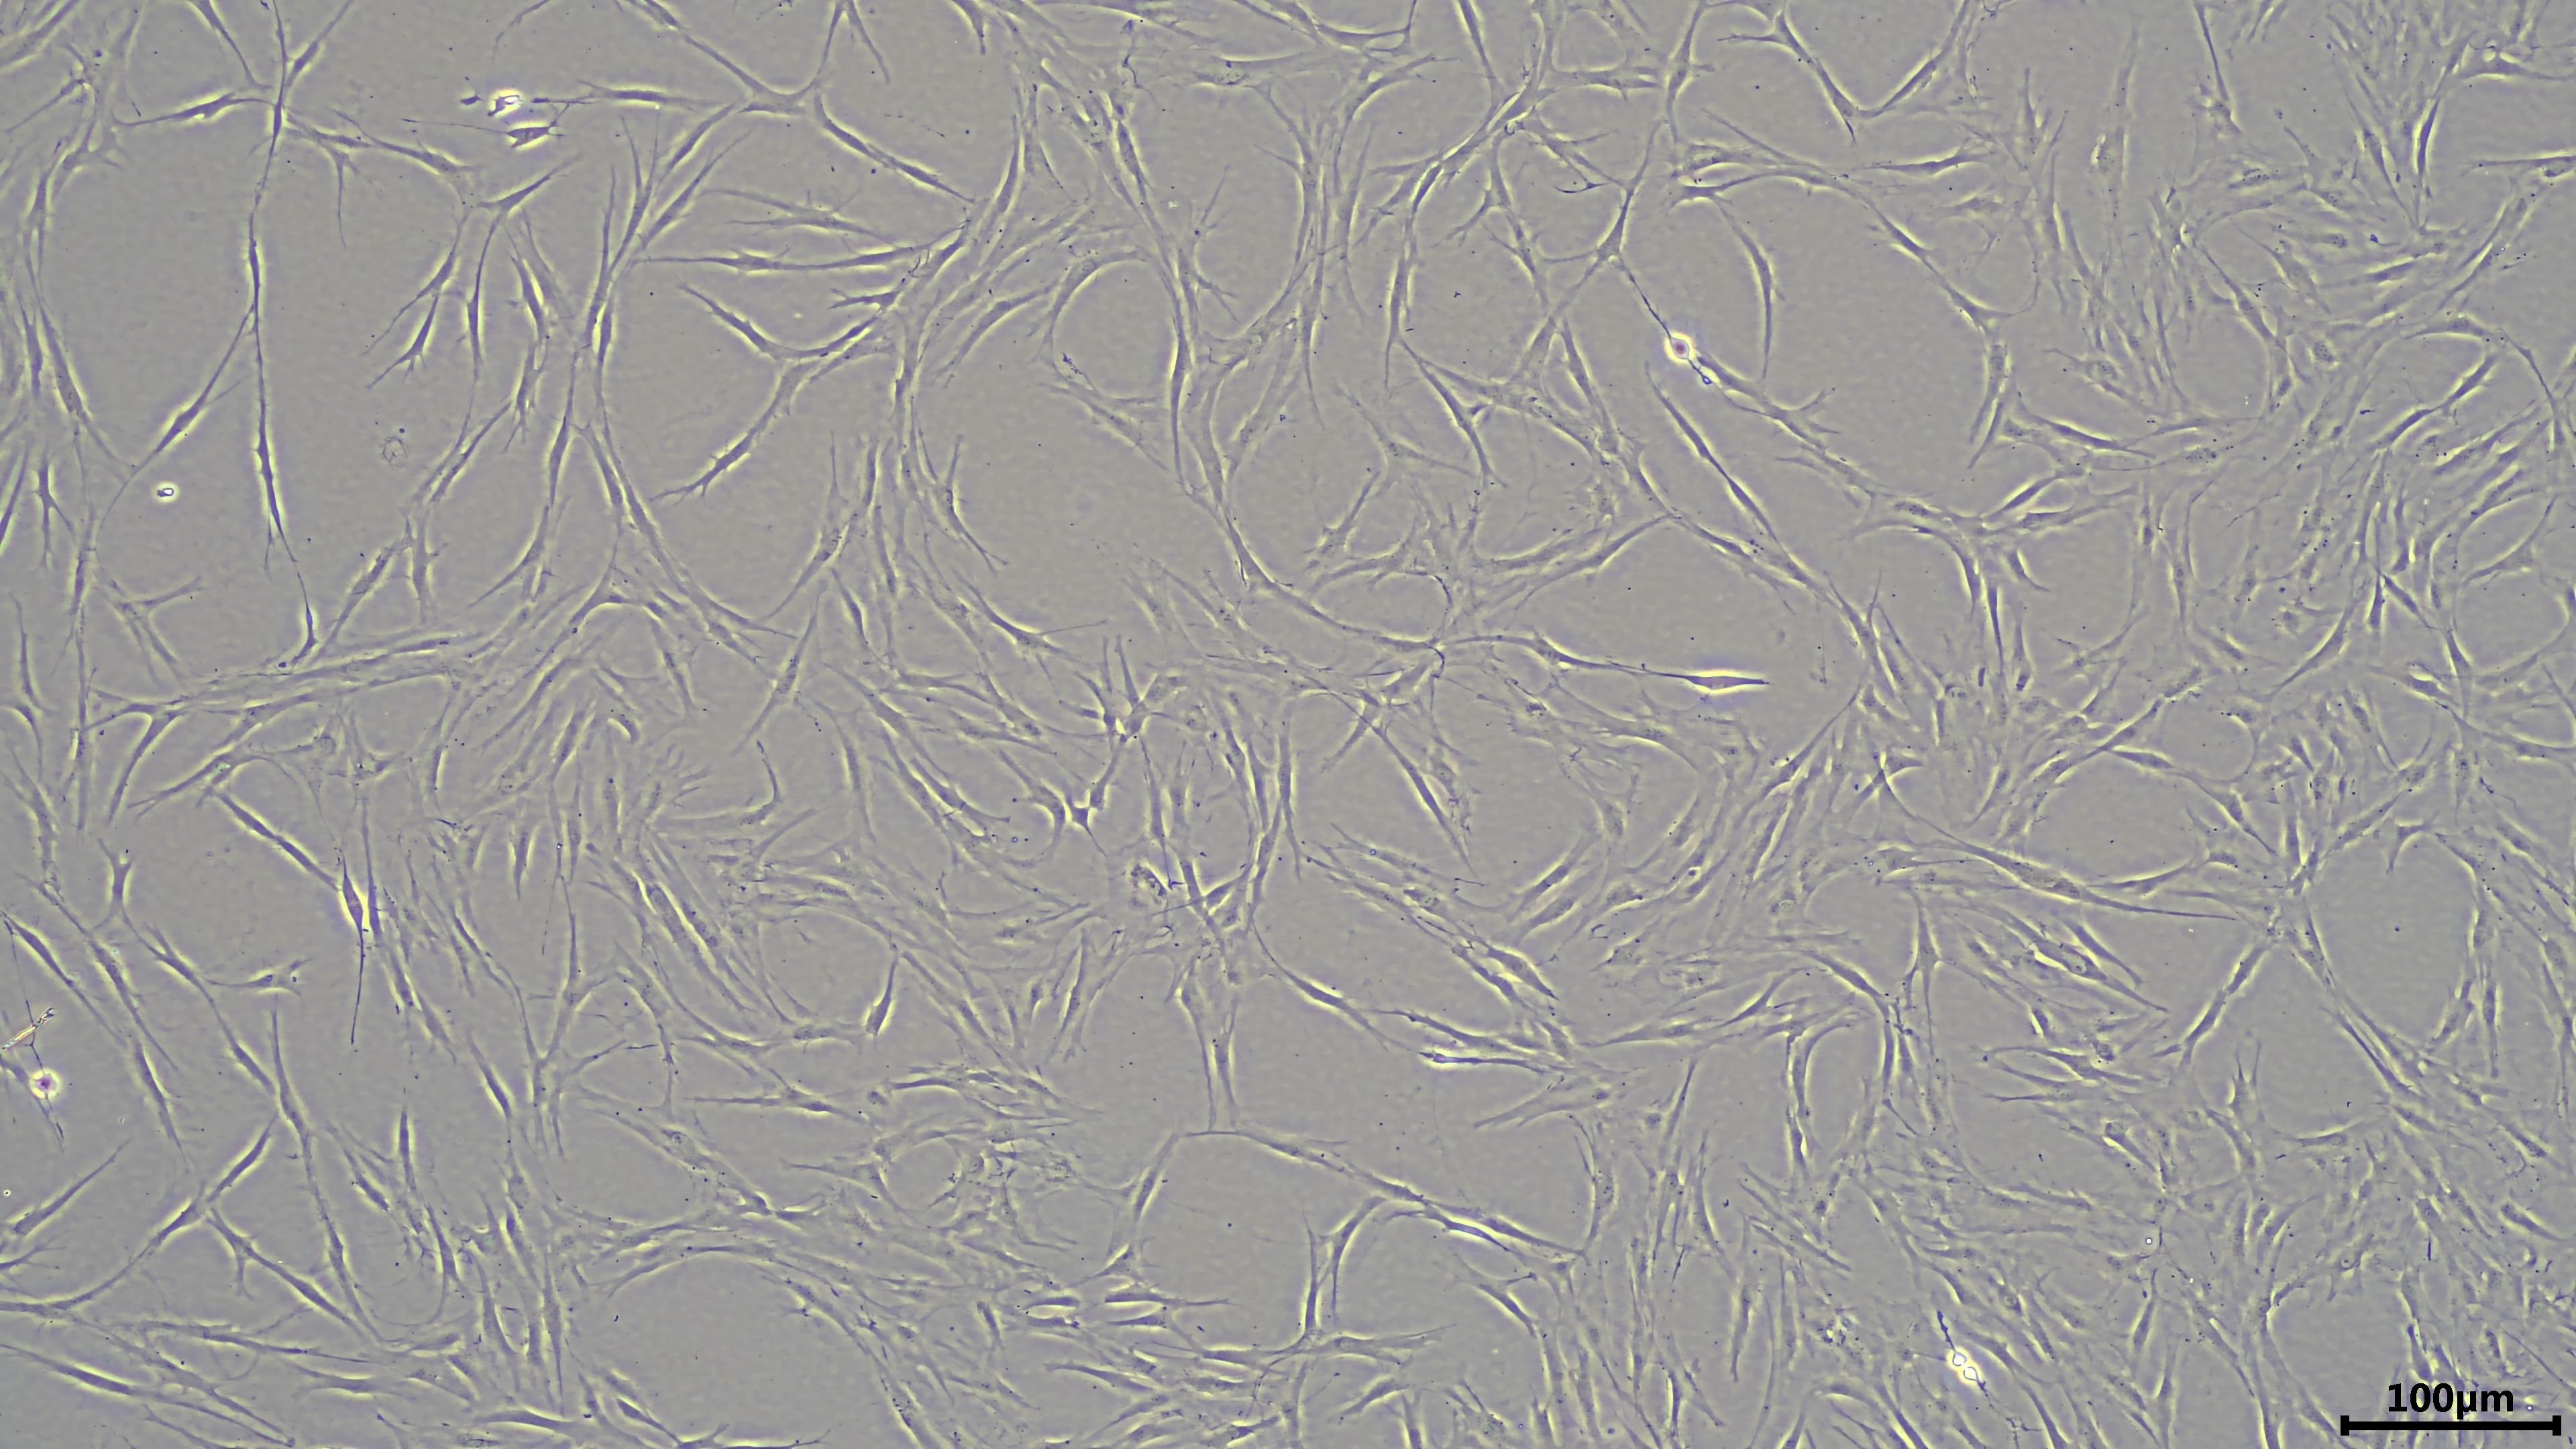

**SAHA**

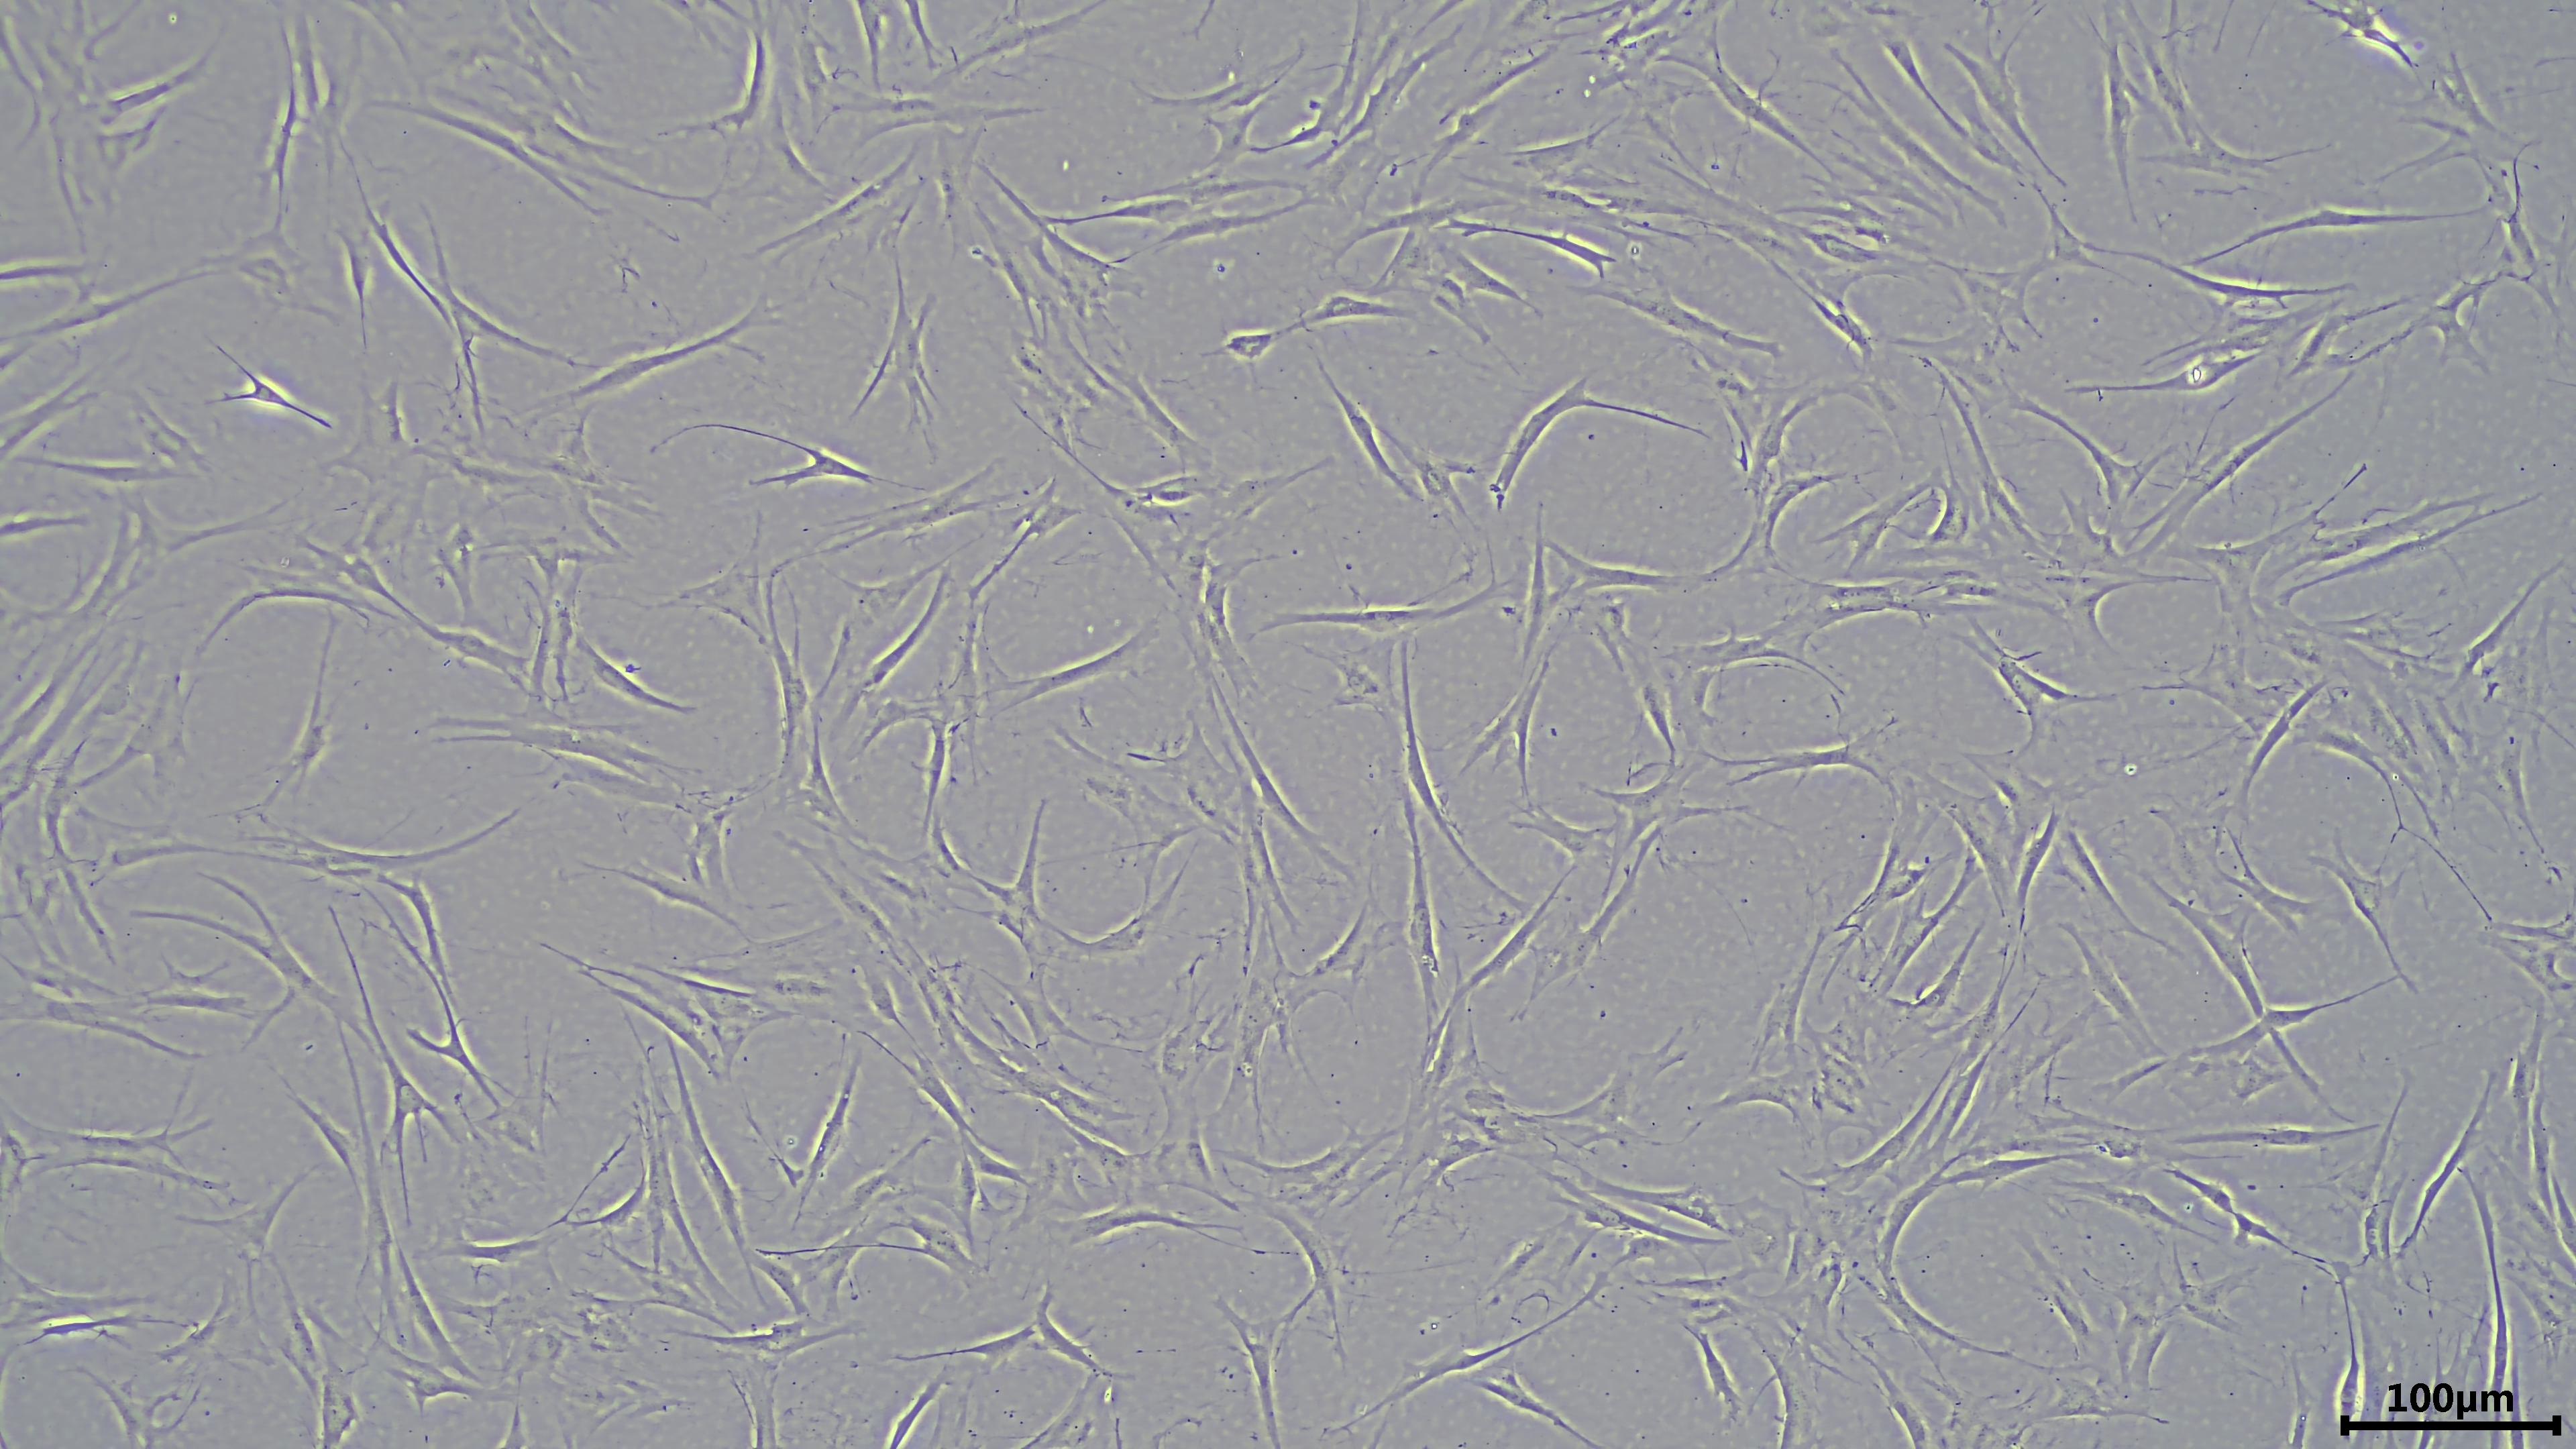

Figure (1): Examination of the morphological properties of ADSCs using the light microscope.

**Microarray results validation:**

To confirm our findings from the microarray analysis, we conducted quantitative real-time PCR. The most significant differentially expressed genes in microarray were chosen for qPCR confirmation of microarray data. The genes are *BGN, ACAN, ASPN, DDAH1, PAPPA* and *IGFBP5* (Table 1). Our qPCR results were in line with the microarray data (Fig 2).

**Table (1): Primers sequences used for the qualitative polymerase chain reaction (q-PCR)**

| Accession number | Gene name | sequence (5' -> 3') | Product length (bp) |  |
| --- | --- | --- | --- | --- |
| NM_001711.6 | Biglycan (BGN) | F 5′-ACACCGGACAGATAGACGTG -3′ | 189 |  |
|  |  | R 5′- CCATCGTCCAGGGTGAAGTC -3′ |  |  |
| NM_001369268.1 | Aggrecan (ACAN) | F 5′-GTGCCTCTCAAGCCCTTGTC-3′ | 152 |  |
|  |  | R 5′-AACAGTGGCCCTGGTACTTG-3′ |  |  |
| NM_017680.6 | Asporin (ASPN) | F 5′-AGGGGTGACGGTGTTCCATA-3′ | 167 |  |
|  |  | R 5′-TTCCTAGGCCCAGCCTTTGTA-3′ |  |  |
| NM_012137.4 | Dimethylarginine dimethylaminohydrolase 1 (DDAH1) | F 5′-CAAAAGGACAAATCAACGAGGTG-3′ | 156 |  |
|  |  | R 5′-TGTGCAGATTCACTAGACCCAA-3′ |  |  |
| NM_002581.5 | Pregnancy-associated plasma protein A, pappalysin 1 (PAPPA) | F 5′-ACAAAGACCCACGCTACTTTTT-3′ | 131 |  |
|  |  | R 5′-CATGAACTGCCCATCATAGGTG-3′ |  |  |
| NM_000599.4 | | Insulin like growth factor binding protein 5 (IGFBP5) | F 5′-AAAGAGCTACCGCGAGCAAG -3′ | 160 |
|  |  |  | R 5′-GCGGTCCTTCTTCACTGCTT -3′ |  |
| NM_001357943.2 | Homo sapiens glyceraldehyde-3-phosphate dehydrogenase (GAPDH) | F 5′- CCTGCACCACCAACTGCTTA-3′ | 120 |  |
|  |  | R 5′-GGCCATCCACAGTCTTCTGAG-3′ |  |  |

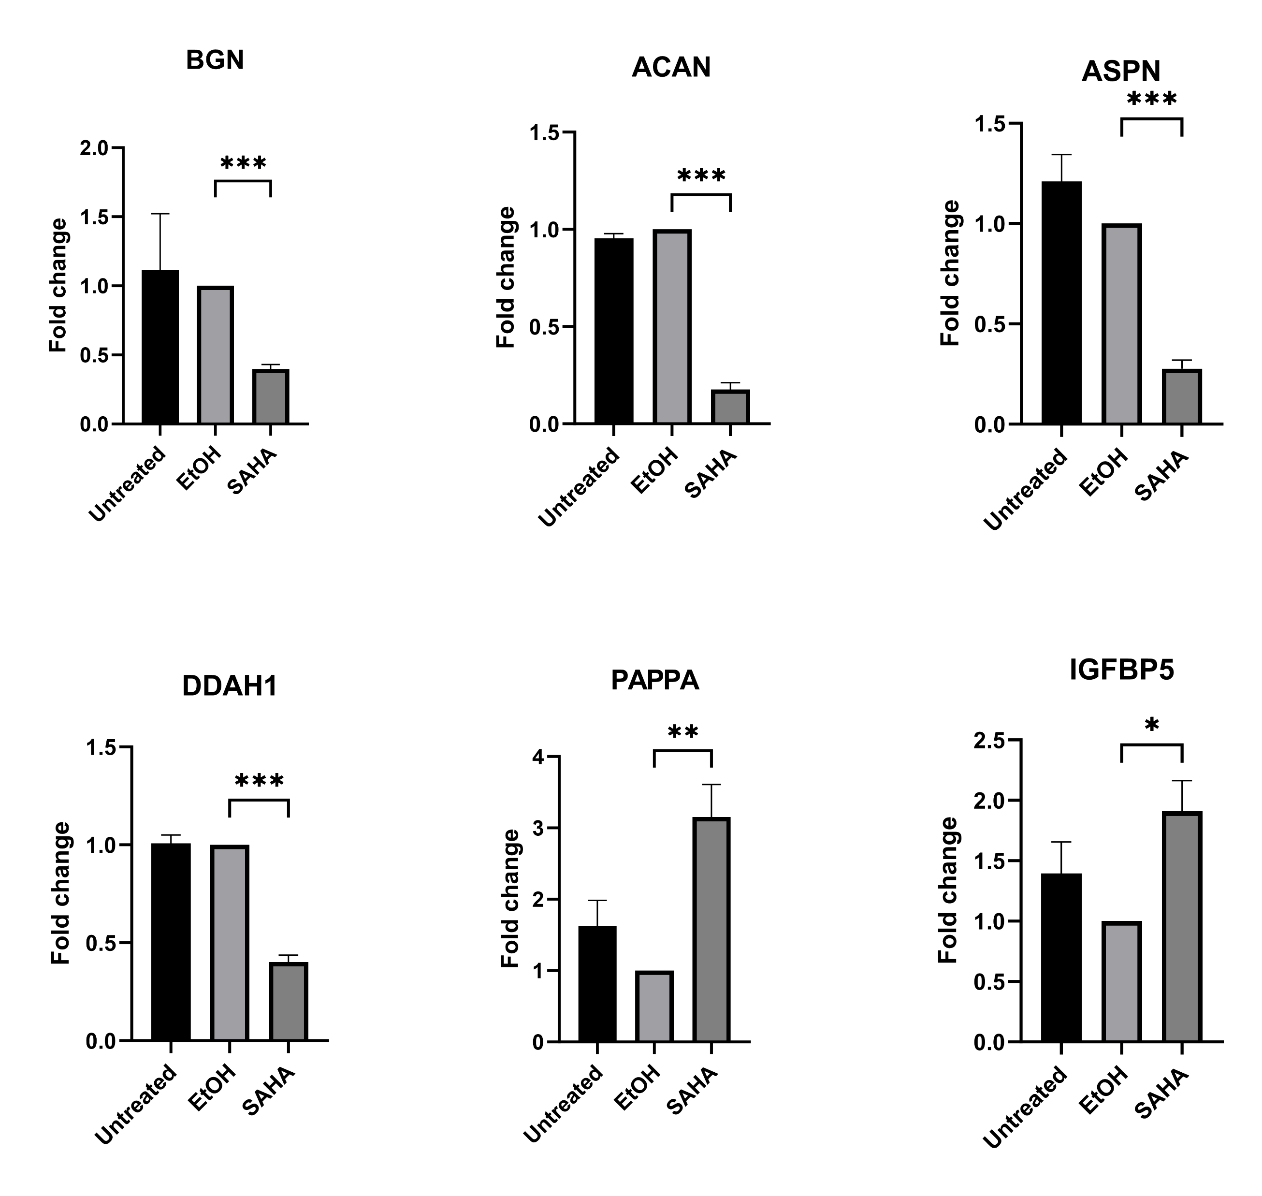

Figure (2): Validation of differentially expressed genes using qPCR for upregulated and down regulated differentially expressed genes using qPCR.

**Microarray data analysis gene ontology (GO) and reactome enrichment pathways.**

**Table (2): GO biological process for the upregulated differentially expressed genes.**

| ID | Description | Gene  Ratio | pvalue | GeneID |
| --- | --- | --- | --- | --- |
| GO:0003170 | heart valve development | 6/70 | 1.4876284790460773e-7 | SMAD6/TGFBR2/ELN/MDM2/PRDM1/SNAI2 |
| GO:0003281 | ventricular septum development | 6/70 | 2.995102097855503e-7 | SMAD6/TGFBR2/MDM2/FZD1/PRDM1/TGFBR3 |
| GO:0003007 | heart morphogenesis | 9/70 | 4.12873973830244e-7 | SMAD6/TGFBR2/ELN/MDM2/ANKRD1/NRG1/FZD1/TGFBR3/SNAI2 |
| GO:0003231 | cardiac ventricle development | 7/70 | 4.3375058898779653e-7 | SMAD6/TGFBR2/MDM2/NRG1/FZD1/PRDM1/TGFBR3 |
| GO:0048732 | gland development | 11/70 | 5.191406140103303e-7 | TGM2/TGFBR2/CCND1/SERPINE2/DKK3/IGFBP5/CAV1/NRG1/TGFBR3/NTN4/SNAI2 |
| GO:0060021 | roof of mouth development | 6/70 | 1.112738246946291e-6 | TGFBR2/FZD1/TIPARP/TGFBR3/OSR1/SNAI2 |
| GO:0003179 | heart valve morphogenesis | 5/70 | 1.8634941521181225e-6 | SMAD6/TGFBR2/ELN/MDM2/SNAI2 |
| GO:0003279 | cardiac septum development | 6/70 | 2.725790304661093e-6 | SMAD6/TGFBR2/MDM2/FZD1/PRDM1/TGFBR3 |
| GO:0003205 | cardiac chamber development | 7/70 | 2.8819890449691583e-6 | SMAD6/TGFBR2/MDM2/NRG1/FZD1/PRDM1/TGFBR3 |

**Table (3): GO biological process for the downregulated differentially expressed genes.**

| ID | Description | Gene Ratio | pvalue | GeneID |
| --- | --- | --- | --- | --- |
| GO:1901342 | Regulation of vasculature development | 6/38 | 6.764219435971e-5 | ENPP2/DDAH1/GLUL/HSPB6/GPNMB/CREB3L1 |
| GO:0045765 | Regulation of angiogenesis | 6/38 | 6.148756431014922e-5 | ENPP2/DDAH1/GLUL/HSPB6/GPNMB/CREB3L1 |
| GO:0000086 | G2/M transition of mitotic cell cycle | 4/38 | 1.78632360896608e-4 | FBXL7/WEE1/CENPF/CALM2 |
| GO:0044839 | Cell cycle G2/M phase transition | 4/38 | 2.637519117160504e-4 | FBXL7/WEE1/CENPF/CALM2 |

**Table (4): GO molecular function for the upregulated differentially expressed genes.**

| ID | Description | Gene Ratio | pvalue | GeneID |
| --- | --- | --- | --- | --- |
| GO:0019838 | Growth factor binding | 8/71 | 6.146784842991506e-8 | SORT1/TGFBR2/IGFBP5/IGFBP3/SRPX2/CD36/RPS19/TGFBR3 |
| GO:0005201 | Extracellular matrix structural constituent | 7/71 | 4.421577213388638e-6 | MXRA5/THSD4/ELN/LUM/SRPX2/MFGE8/EDIL3 |
| GO:0005160 | Transforming growth factor beta receptor binding | 3/71 | 1.0496810094665565e-4 | SMAD6/TGFBR2/TGFBR3 |
| GO:0050431 | Transforming growth factor beta binding | 3/71 | 1.0496810094665565e-4 | TGFBR2/CD36/TGFBR3 |
| GO:0046332 | SMAD binding | 4/71 | 2.335797391582635e-4 | SMAD6/TGFBR2/ANKRD1/TGFBR3 |

**Table (5): GO molecular function for the downregulated differentially expressed genes.**

| ID | Description | Gene Ratio | pvalue | GeneID |
| --- | --- | --- | --- | --- |
| GO:0030021 | extracellular matrix structural constituent conferring compression resistance | 3/39 | 1.3163562251528837e-5 | BGN/ACAN/ASPN |
| GO:0005201 | extracellular matrix structural constituent | 5/39 | 2.9896873907371977e-5 | MFAP4/BGN/ACAN/COL6A3/ASPN |
| GO:0004551 | nucleotide diphosphatase activity | 2/39 | 8.110488119097665e-4 | ENPP2/NUDT4 |

**Table (6): Reactome enrichment pathways analysis for differentially upregulated genes.**

| ID | Description | Gene Ratio | pvalue | GeneID |
| --- | --- | --- | --- | --- |
| R-HSA-381426 | Regulation of Insulin-like Growth Factor (IGF) transport and uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs) | 7/49 | 1.28E-06 | PAPPA/CHRDL1/IGFBP5/IGFBP3/STC2/MFGE8/APLP2 |
| R-HSA-8957275 | Post-translational protein phosphorylation | 6/49 | 8.18E-06 | CHRDL1/IGFBP5/IGFBP3/STC2/MFGE8/APLP2 |

**Table (7): Reactome enrichment pathways analysis for differentially downregulated genes.**

| ID | Description | Gene Ratio | pvalue | GeneID |
| --- | --- | --- | --- | --- |
| R-HSA-3000178 | ECM proteoglycans | 76/10891 | 3.95E-05 | BGN/ACAN/COL6A3/ASPN |
| R-HSA-203615 | eNOS activation | 13/10891 | 4.89E-04 | DDAH1/CALM2 |
| R-HSA-156711 | Polo-like kinase mediated events | 16/10891 | 7.48E-04 | WEE1/CENPF |
| R-HSA-202131 | Metabolism of nitric oxide: NOS3 activation and regulation | 17/10891 | 8.46E-04 | DDAH1/CALM2 |
| R-HSA-1474244 | Extracellular matrix organization | 300/10891 | 8.95E-04 | MFAP4/BGN/ACAN/COL6A3/ASPN |

**Mass spectrometry analysis**

**Gene ontology (GO) and enrichment pathways analysis**

**Table (8): GO biological process for differentially expressed proteins.**

| ID | Description | setSize | pvalue |
| --- | --- | --- | --- |
| GO:0044281 | small molecule metabolic process | 288 | 1E-10 |
| GO:0044255 | cellular lipid metabolic process | 109 | 1.0151E-09 |
| GO:0006091 | generation of precursor metabolites and energy | 91 | 7.4371E-09 |
| GO:0006396 | RNA processing | 130 | 1E-10 |
| GO:0016070 | RNA metabolic process | 349 | 1E-10 |
| GO:0006366 | transcription by RNA polymerase II | 149 | 6.47252E-09 |
| GO:0006357 | regulation of transcription by RNA polymerase II | 141 | 1.19973E-08 |
| GO:0090304 | nucleic acid metabolic process | 406 | 1E-10 |
| GO:0032774 | RNA biosynthetic process | 224 | 1.13626E-08 |
| GO:0006366 | transcription by RNA polymerase II | 149 | 6.47252E-09 |

**Table (9): GO molecular function for differentially expressed proteins.**

| ID | Description | setSize | pvalue |
| --- | --- | --- | --- |
| GO:0001067 | transcription regulatory region nucleic acid binding | 49 | 1.43E-07 |
| GO:0008134 | transcription factor binding | 66 | 5.45E-07 |
| GO:1990837 | sequence-specific double-stranded DNA binding | 55 | 4.73E-08 |
| GO:0000976 | transcription cis-regulatory region binding | 48 | 8.73E-08 |
| GO:0003690 | double-stranded DNA binding | 68 | 1E-10 |
| GO:0140110 | transcription regulator activity | 88 | 2.85E-07 |
| GO:1990837 | sequence-specific double-stranded DNA binding | 55 | 4.73E-08 |
| GO:0003677 | DNA binding | 151 | 1E-10 |
| GO:0003676 | nucleic acid binding | 361 | 1E-10 |
| GO:0016491 | oxidoreductase activity | 139 | 4.65E-09 |

**Table (10): Enrichment pathways analysis for differentially expressed proteins.**

| ID | Description | setSize | pvalue |
| --- | --- | --- | --- |
| hsa00190 | Oxidative phosphorylation | 99 | 1E-10 |
| hsa05208 | Chemical carcinogenesis - reactive oxygen species | 152 | 1E-10 |
| hsa01100 | Metabolic pathways | 768 | 1E-10 |
| hsa05012 | Parkinson disease | 182 | 6.81571E-10 |
| hsa05415 | Diabetic cardiomyopathy | 137 | 8.65371E-08 |
| hsa05020 | Prion disease | 177 | 1.15066E-07 |
| hsa05010 | Alzheimer disease | 230 | 2.224E-07 |
| hsa01200 | Carbon metabolism | 87 | 1.01377E-06 |
| hsa03082 | ATP-dependent chromatin remodeling | 61 | 1.12071E-06 |
| hsa03030 | DNA replication | 30 | 4.26779E-06 |
| hsa04145 | Phagosome | 79 | 5.98443E-05 |
| hsa00020 | Citrate cycle (TCA cycle) | 26 | 8.60637E-05 |

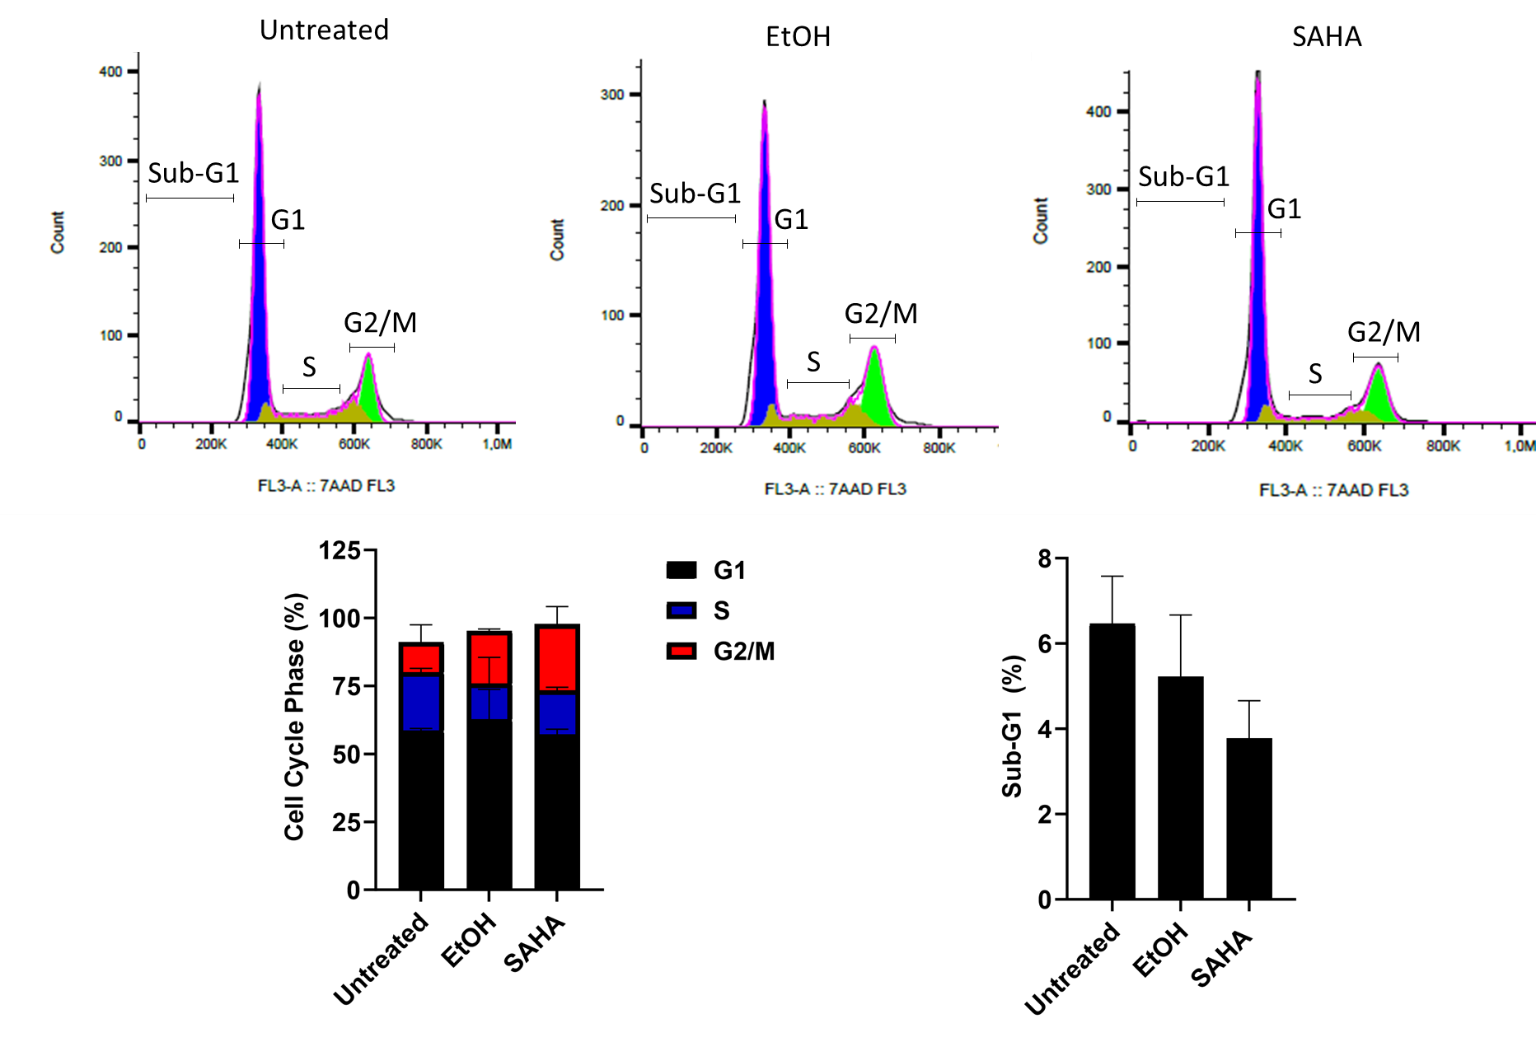

Figure (3) : Cell cycle analysis of ASC52 after being treated with 1000 nM SAHA. Histograms for DNA content along with its quantitative analysis for cell cycle phases and sub-G1 subsets (n=2).

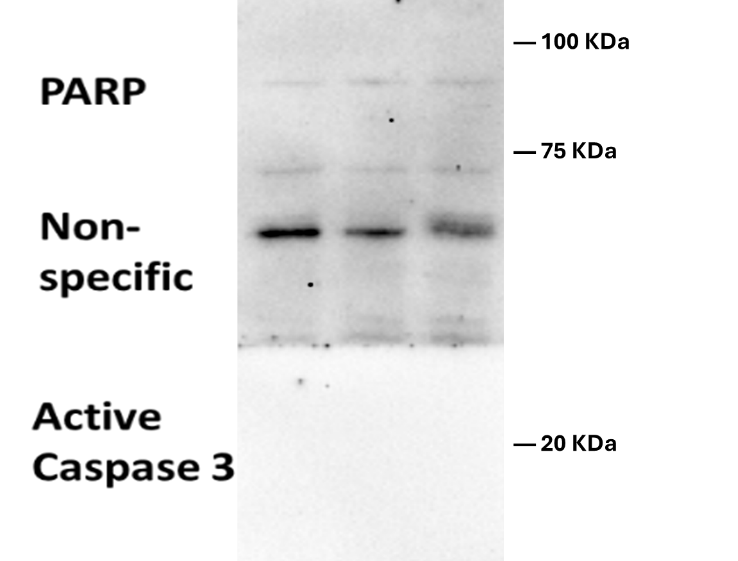

Figure (4): Protein expression of PARP and active caspase-3 using western blotting (n=3).

Full length blots can be accessed in full-length blots file.

How the deposited data were processed for this re-analysis (not part of the article)

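Gene expression was measured on Clariom S human arrays in ASC52telo ADSCs, with 3 arrays of SAHA-treated, 2 of EtOH-treated and 3 of untreated cells. The authors made the log2 values by RMA normalization in the oligo package, and left out 1 EtOH array for low intensity. Their methods average the log2 fold changes of probe sets of the same gene; as deposited, each of 18508 genes has 1 log2 value per array. No value was missing and no gene had more than 1 value. Of the gene names, 18131 are current RefSeq symbols, 341 were found only as a synonym and 36 as neither; all were kept. Equal means of the replicate numbers in every gene show that these numbers were centred before deposit, a step which the methods do not name. Why the array medians lie near 0 was not tested.

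The values were analysed in R 4.3.3 with limma 3.58.1, without further normalization or filtering. Linear models with moderated variances compared SAHA with EtOH and untreated combined, following the paper's methods. Adjusted p-values are from limma, by the Benjamini-Hochberg method over all genes tested, and a gene is called higher or lower at an adjusted p under 0.05 and a fold of at least 1.5. A fit with 3 groups gave the contrasts of SAHA with EtOH, SAHA with untreated and EtOH with untreated. Errors of fold changes are standard errors from limma, and errors of group means are SDs between arrays.

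Gene lists written from general knowledge, 31 in all, were tested with camera of limma at an inter-gene correlation of 0.01, adjusted over the lists. A further 8 lists copied from the paper's enrichment tables and qPCR were counted and not tested. Some of the tested lists also hold genes that the paper names on these arrays, so their tests are not fully independent of it. The groups, comparisons, thresholds, lists and the alternatives below were set before the data were examined, with the paper's tables already read. So was the rule for named genes. It takes the 12 largest rises and the 12 largest falls among called genes whose SAHA arrays lie beyond all controls, every gene that the paper names for the arrays or lists in its array enrichment tables, genes of proteins that it measured by other assays with GAPDH, up to 4 called members of each list in each direction or else the 2 members with the largest change, the 11 histone deacetylase genes and the 5 genes known to rise with their inhibitors. Results of 3 genes that the rule names are not reported here, and the text gives values for only part of the others.

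The alternatives were quantile normalization, median centring of each array, leaving out the dimmest genes (12339 left), an intensity trend in the variance, array weights, robust variances, the replicate number as a block, each array left out in turn, equal weight for EtOH and untreated, either control group alone, a fold threshold inside the test, the unpaired t-test of the paper's methods, and for lists an estimated correlation and the rotation test fry. Unlike camera, which sets a list against the other genes, fry tests it against no change. Ranges over the alternatives for single genes leave out the t-test and the fold threshold inside the test. The paper's methods name the t-test under statistical analysis and limma for the arrays, so it is not the paper's array test. Replicate numbers are shared between the groups. The main fit leaves them out, and the fit with the block treats them as pairing the samples. The correlation between arrays cannot test this pairing, since centring lowers it between arrays of the same number. Values with the block are therefore given beside calls that it changes. The labels of replicates 1, 2 and 3 carry the numbers 6, 10 and 16 after a p in every group that has the replicate. What the p stands for is not spelled out. All arrays are of the ASC52telo line, so the errors given do not include variation between donors.

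The fits were tested on simulated data with replicate means removed as in the deposited values. Without the block, 29.9% of genes changed 1.5-fold, 94.0% of genes changed 2-fold and 100% of genes changed 4-fold were recovered, with 26 calls among unchanged genes. With the block the shares were 11.9%, 85.1% and 100%, with 5 such calls. Of 31 lists, 2 were given a shift of 0.5 and both were called, with 0 calls among the others (camera in limma). On the real arrays, other splits with 1 array of each replicate number in the group of 3 gave up to 6 lists higher and 7 lower. Some of these splits divide the SAHA arrays unevenly, so their lists are not all false calls. The simulation thus does not give the rate of false list calls on the real arrays. The raw array files, the proteomics, the qPCR measurements and the protein assays of the paper were not analysed here.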

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

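The limit of too few calls in the comparison of the control groups and the interval around the EtOH shift were chosen only after the result was seen.

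In 6 genes, 1 of the 5 control arrays lay far from the other 4, where chance alone gives 6.1 among the 122 named genes tested. In ADGRL2, untreated replicate 1 was highest at 1.52, with a gap to the nearest array of 0.792 of the range. In DKK3, EtOH replicate 1 was highest at 1.41, with a share of 0.821. In TIMP1, untreated replicate 3 was highest at 6.27 against a mean of 5.82 in the others, with a share of 0.721. In COL6A3, EtOH replicate 1 was lowest at 6.71, with a share of 0.780. In IFITM3, EtOH replicate 3 was lowest at 5.69 against 5.90, with a share of 0.782. In ACAN, untreated replicate 2 was highest at 3.75, with a share of 0.726.

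Fewer genes were called once the replicate number was a block, 50 against 136. Taking out the replicate means while the fit counts them as free may produce extra calls: among simulated unchanged genes 11.1% passed an unadjusted p of 0.05 without the block and 5.11% with it. Lower power of the fit with a block stays open as well. That fit recovered 0.879 of the simulated changed genes recovered without it, against an observed share of 0.368, but a simulation does not exclude it. No biological explanation was tested.

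Over the 136 called genes, SAHA replicate 2 differed from the controls by less than SAHA replicates 1 and 3, with a median ratio of 0.824 and 107 genes below 1. Against the controls of the same replicate number, which the centring leaves as it was, the median ratio was 0.971 (95% interval 0.883 to 1.09), so removal of the replicate means may account for the smaller response. A weaker response of the cells of replicate 2 stays open. The interval reaches below 0.9, but it is taken over genes and not over cultures. Replicate 2 has 1 SAHA array, so a difference of its cells cannot be tested.

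Fewer genes were called against EtOH than against untreated, 19 against 146. With all arrays of replicate 2 left out, which leaves 2 arrays in each group, 7 genes were called against untreated and 0 against EtOH (limma, 2978 and 2493 at an unadjusted p under 0.05). This met the bound set beforehand against fewer EtOH arrays as the explanation, but the called genes are too few to decide, and the counts at an unadjusted p lie within 1.5 times of each other. EtOH may also move the genes the way SAHA does: EtOH minus untreated, signed by the change with SAHA, had medians of 0.016 and 0.017 in replicates 1 and 3, against -0.0013 and 0.011 over all genes, with 52.9% and 53.7% of the called genes going the same way. Over both replicates the median was 0.0084, with a 95% interval of -0.03 to 0.05 that includes 0. These explanations cannot be told apart on the called genes.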

How the results depend on the processing

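The block together with an intensity trend, and leaving out all arrays of 1 replicate number, were tests chosen only after the result was seen, on the same data; ranges over left-out arrays below include the latter.

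Of 122 named genes, 66 were called, and none of these changed sign in any alternative run. Over the 18 alternatives set beforehand for single genes the named genes have 2193 values, without the t-test and the fold threshold inside the test. Of these values, 1846 kept direction and side of the threshold, 286 fell short of it, 33 newly passed it and 28 changed sign. Of the 66 calls, 35 were kept with the block, 43 without untreated replicate 2, 35 without SAHA replicate 1, 25 without SAHA replicate 3, and 15 against EtOH only.

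Higher genes, 81 without a block or trend, came to 36 with the block, 16 with EtOH arrays only as control, 5 by the methods' t-test, 3 with the fold threshold inside the test, 49 with the block and trend together (chosen after seeing the data), and 0 to 80 with arrays left out. Lower genes, 55, came to 35 with the intensity trend, 112 with array weights, 14 with the block, 3 with EtOH only, 4 by the t-test, 1 with the fold threshold inside the test, 20 with block and trend together, and 0 to 61 with arrays left out. At any fold, 184 genes came to 114, 408, 50, 19, 17 and 70 with the trend, the weights, the block, EtOH only, the t-test and block with trend, and 0 to 143 with arrays left out. The 0 in each range is limma without all arrays of replicate 1 or 3 (2319 and 2672 genes at an unadjusted p under 0.05; the t-test was not run there). Leaving out arrays leaves fewer samples; beyond that the cause was not tested. The array weights were highest for untreated replicate 2 (2.09) and SAHA replicate 2 (1.62), the number with fewest arrays.

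Genes called against EtOH, 19, came to 8 with the trend, 8 with the block and 0 to 19 with arrays left out, where a lone EtOH array is assumed to vary like the other groups. Genes called against untreated, 146, came to 25 with the block, 46 with block and trend and 0 to 102 with arrays left out. Between EtOH and untreated the count was 0 in every alternative run in limma, with 747 to 2276 genes at an unadjusted p under 0.05.

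Lists higher by camera, 7, came to 0 with an estimated correlation and to 5 to 10 with arrays left out. Lists lower by camera, 2, came to 0 and to 2 to 4 with arrays left out. Quantile normalization and median centring left both counts within 1.5 times. By fry, which tests a list against no change and so answers a different question, 4 lists were higher and 4 lower.

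Genes that were not called and changed sign were HDAC1 (0.020 with quantile normalization, 0.025 with median centring, 0.019 with array weights, 0.0054 with untreated only, -0.13 to 0.15 with arrays left out), HDAC3 (0.019 with quantile normalization, -0.13 to 0.080), HDAC4 (0.18 with EtOH only, -0.48 to 0.20), HDAC6 (-0.012 with array weights, -0.014 with equal weight of the control groups, -0.19 with EtOH only, -0.063 to 0.075), HDAC10 (0.088 with array weights, -0.27 to 0.092), HDAC11 (0.023 with quantile normalization, 0.039 with median centring, 0.026 with array weights, 0.015 with EtOH only, -0.060 to 0.092) and KRT8 (-0.52 to 0.0025). The cause was not tested. Clustering into 2 clusters parted SAHA from the combined controls under both settings, with distances that the centring acts on. Testing each probe set on its own was not run, since the deposited values hold 1 value per gene. The signal over background of the arrays was not analysed here, so its limit on dim genes is not known.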

Differences from the paper's values

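The block together with an intensity trend was a test chosen only after the result was seen. The paper's methods set an adjusted p under 0.05 with a fold of at least 1.5. Counts at any fold use the adjusted p alone, since the paper's supplementary list also holds genes below that fold. A count is said to differ below when it is more than 1.5 times the paper's or the paper's more than 1.5 times it. The paper's results section gives 70 higher and 40 lower genes and its supplementary list 67 and 35 at a fold of 1.5; 81 and 55 were found here at that fold. Which thresholds the section's counts belong to is not stated there. At any fold the list has 74 higher and 40 lower genes, so the section's 40 may be that count, for which 85 were found here.

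At a fold of at least 1.5 the paper's list has 35 lower genes, and 55 were lower here. Among the alternatives set before the data were examined, the count lay within 1.5 times of the paper's with quantile normalization (50), median centring (37), the intensity trend (35), equal weight of the control groups (41) and without untreated replicate 1 (50), untreated replicate 3 (46), EtOH replicate 1 (35) or SAHA replicate 2 (38). It differed with the dimmest genes left out (71), array weights (112), the block (14), EtOH only (3), untreated only (62), robust variances (53), the t-test (4), the fold threshold inside the test (1) and without untreated replicate 2 (23), EtOH replicate 3 (61), SAHA replicate 1 (14) or SAHA replicate 3 (10).

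At any fold the paper's list has 114 genes, and 184 passed here. The count lay within 1.5 times of the paper's with median centring (170), the intensity trend (114), equal weight (131), untreated only (163) and without untreated replicate 1 (123), untreated replicate 3 (123), EtOH replicate 1 (110), EtOH replicate 3 (143) or SAHA replicate 2 (119). It differed with quantile normalization (228), the dimmest genes left out (211), array weights (408), the block (50), EtOH only (19), robust variances (174), the t-test (17) and without untreated replicate 2 (71), SAHA replicate 1 (49) or SAHA replicate 3 (30).

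Of these, the paper's list has 40 lower genes, and 85 were lower here. The count lay within 1.5 times of the paper's with median centring (50), the intensity trend (40), equal weight (54) and without untreated replicate 1 (54), untreated replicate 3 (54), EtOH replicate 1 (39) or SAHA replicate 2 (38). It differed with quantile normalization (87), the dimmest genes left out (96), array weights (219), the block (14), EtOH only (3), untreated only (70), robust variances (78), the t-test (9) and without untreated replicate 2 (23), EtOH replicate 3 (68), SAHA replicate 1 (14) or SAHA replicate 3 (10). Block and trend together, chosen after seeing the values, differed in the 3 counts (20, 70 and 20).

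The log2 fold changes of the 114 listed genes were equal here to those of the paper within 6.4e-15. Of the 114, 109 had an adjusted p under 0.05, and 75 further genes did. The other 5 were IGFBP3 (0.053), ASPN (0.054), STT3A (0.061), APLP2 (0.062) and INSL5 (0.092), which passed with the intensity trend at 0.019, 0.043, 0.039, 0.035 and 0.049. With the trend, p-values were between 0.9996 and 1.003 times those of the paper's list.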

Other observations

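The splits of the arrays that do not hold 1 array of each replicate number, and the 2 alternatives named in the part on processing, were tests chosen only after the result was seen; the gene lists were written before. All p are adjusted p from limma, and lists were tested with camera.

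ATF4 and unfolded protein response genes lay lower as a list (23 genes, median log2 fold change -0.28, adjusted p = 4.5e-05). With an estimated correlation the adjusted p was 0.088, the highest of 18 alternatives from 5.7e-06. PHGDH, which starts serine synthesis, fell by 0.86, CARS1 by 0.79, TRIB3 by 0.74 and XBP1 by 0.69 on the log2 scale; adjusted over the list alone, 6 were lower. The count of 4 was 0 with the block, with EtOH arrays only as control and without untreated replicate 2, untreated replicate 3 or SAHA replicate 3 (limma, 14 at an unadjusted p under 0.05 on all arrays, 0 by the methods' t-test), 1 with the intensity trend and without EtOH replicate 1, SAHA replicate 1 or SAHA replicate 2, and 2 with untreated arrays only and without EtOH replicate 3.

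Genes of TGF-beta and BMP signalling lay higher (42 genes, median 0.08, adjusted p = 7.9e-04; adjusted p = 0.088 with an estimated correlation, alternatives from 2.3e-04). SMAD6, TGFBR2, ID3 (0.98, adjusted p = 0.047) and TGFBR3 (0.79, adjusted p = 0.020) rose; adjusted over the list alone, 6 were higher and 1 lower. The count of 4 was 1 with EtOH arrays only as control and 3 with the intensity trend. It was 2 with untreated arrays only, with the block and without untreated replicate 2, SAHA replicate 1 or SAHA replicate 3. ID3 was also lost without untreated replicate 1, untreated replicate 3 or EtOH replicate 3, and TGFBR3 without SAHA replicate 2. Matrix metalloproteinases and their inhibitors also lay higher (22 genes, median 0.21, adjusted p = 5.3e-05; adjusted p = 0.065 with an estimated correlation, alternatives from 2.8e-05). Of these, 0 passed in limma (9 at an unadjusted p under 0.05, 0 by the methods' t-test) and 2 were higher adjusted over the list alone. MMP16 was at 0.71 (adjusted p = 0.062) and TIMP1 at 0.60 (adjusted p = 0.087). Without untreated replicate 3, 2 passed, and without EtOH replicate 3 or with quantile normalization, 1 did.

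Surface markers of mesenchymal stem cells lay higher (11 genes, median 0.29, adjusted p = 0.0012; adjusted p = 0.24 with an estimated correlation, 0.064 with quantile normalization and 0.051 by fry, where it did not pass, alternatives from 4.4e-04), with 0 called in limma, overall or adjusted over the list alone (5 at an unadjusted p under 0.05, 0 by the methods' t-test). So did cytosolic ribosomal protein genes (39 genes, median 0.12, adjusted p = 5.1e-06). This list did not pass at adjusted p = 0.38 with an estimated correlation and 0.16 by fry (alternatives from 1.6e-08). Its median was 0.20 without SAHA replicate 2 and 0.057 with quantile normalization. Of its genes RPS19 (0.66, adjusted p = 0.041) rose, overall and adjusted over the list alone. The RPS19 call ended with the block, quantile normalization, array weights or either control group alone, and without any single array other than SAHA replicate 2. Of 4 genes known to rise with histone deacetylase inhibitors (median 0.34, adjusted p = 0.0026; adjusted p = 0.088 with an estimated correlation, alternatives from 3.6e-04), 3 had a positive and 1 a negative log2 fold change, and CDKN1A rose, also adjusted over the list alone. With untreated arrays only as control 2 of them rose.

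Of 11 histone deacetylase genes 0 passed in limma (3 at an unadjusted p under 0.05, 0 by the methods' t-test; 1 lower adjusted over the list alone; list adjusted p = 0.095). Tested by fry against no change, and not against other genes, the list was lower at adjusted p = 0.0066. It passed in no other of 18 alternatives (0.0066 to 0.24), and 10 of the 11 genes had a negative log2 fold change. HDAC1 was at -0.02, HDAC2 at -0.28, HDAC3 at -0.04, HDAC4 at -0.19, HDAC5 at -0.67 (adjusted p = 0.083) and HDAC6 at 0.02, and the signs of HDAC1 and HDAC3 flip with quantile normalization and that of HDAC1 also with median centring. CCND1, the cyclin D1 gene, rose from 4.36 ± 0.11 (SD, n = 5) to 5.28 ± 0.19 (SD, n = 3), a log2 fold change of 0.93 (adjusted p = 0.0046). The CCND1 call ended with EtOH arrays only as control, at adjusted p = 0.063 (alternatives from 0.0037 to 0.063). The proliferation marker MKI67 was at -0.80 (adjusted p = 0.094), PCNA at 0.28 (adjusted p = 0.46), CDKN1B at -0.31 (adjusted p = 0.34), PARP1 at 0.29 (adjusted p = 0.28) and GAPDH at 0.20 (adjusted p = 0.34). Of 41 genes of DNA replication and G1/S 0 passed in limma (9 at an unadjusted p under 0.05, 0 by the methods' t-test; 1 higher adjusted over the list alone and 1 without EtOH replicate 3; list adjusted p = 0.25), and of 40 genes of ATP-dependent chromatin remodeling 0 (10 and 0; 1 lower adjusted over the list alone and 1 without untreated replicate 1; list adjusted p = 0.67).

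Of 22 elastic fibre genes, ELN, LOXL1 (0.81) and FBLN1 (0.66) rose and MFAP4 fell, the same counts as when adjusted over the list alone (list adjusted p = 0.069). The list passed without SAHA replicate 2, without untreated replicate 2 and with the dimmest genes left out (18 alternatives, 0.0087 to 0.34). The 3 higher calls became 1 with the block, with EtOH arrays only as control and without untreated replicate 2, SAHA replicate 1 or SAHA replicate 3, and 2 with the intensity trend, quantile normalization or untreated arrays only and without untreated replicate 1, untreated replicate 3, EtOH replicate 1 or SAHA replicate 2. Of 23 wound repair growth factors NRG1 rose, and 4 were higher adjusted over the list alone (list adjusted p = 0.054). The list passed in 7 of 18 alternatives, at adjusted p = 0.028 with the block and 0.026 with untreated arrays only as control, and also with the dimmest genes left out and without untreated replicate 2, EtOH replicate 1, EtOH replicate 3 or SAHA replicate 2 (alternatives from 0.0054 to 0.34); NRG1 was lost with EtOH arrays only as control and without untreated replicate 2, SAHA replicate 2 or SAHA replicate 3. The paper's tables give 16 raised genes under growth factor binding, matrix structural constituents, TGF-beta receptor binding and SMAD binding, of which 14 rose, overall and adjusted over the list alone (9 with the block and without untreated replicate 2 or SAHA replicate 1, 7 without SAHA replicate 3, 4 with EtOH arrays only as control). Of 6 lowered genes under angiogenesis, HSPB6 (-1.61), ENPP2, GLUL (-0.86), DDAH1 and CREB3L1 (-0.70) fell, 5 also adjusted over the list alone, and GPNMB was at -0.57. The count of 5 was 0 with EtOH arrays only as control (limma, 6 at an unadjusted p under 0.05 and 0 by the methods' t-test on all arrays), 3 with the block, 2 without SAHA replicate 1 or SAHA replicate 3, 4 without EtOH replicate 1 or SAHA replicate 2 and 6 without EtOH replicate 3. The study chose these 2 lists on these arrays, so they are not independent evidence.

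The remaining lists did not pass. Called genes in them were SQSTM1 (-0.81, adjusted p = 0.030) among NRF2 targets (list adjusted p = 0.58), ACAN among chondrogenesis genes (0.58), IFITM3 (-0.78, adjusted p = 0.011) among interferon response genes (0.63) and CD36 (1.03, adjusted p = 0.029) among adipogenesis genes (0.63); adjusted over the list alone these lists had 2 lower, 1 lower, 1 lower, and 1 higher with 1 lower. The SQSTM1 call ended without any single array other than EtOH replicate 3 or SAHA replicate 2, that of IFITM3 without SAHA replicate 1 or SAHA replicate 3, and that of CD36 without untreated replicate 1, untreated replicate 2, SAHA replicate 1 or SAHA replicate 3; all 3 ended with the block, those of all 4 genes with EtOH arrays only as control, and those of SQSTM1 and CD36 with untreated arrays only. With 0 calls in limma and 0 by the methods' t-test were genes of oxidative phosphorylation (adjusted p = 0.11, 4 genes at an unadjusted p under 0.05), cholesterol synthesis (0.25, 4), housekeeping (0.51, 3), senescence-associated secretion (0.58, 3; 1 higher without SAHA replicate 2 or with quantile normalization) and osteogenesis (0.91, 3), and markers of smooth muscle (0.11, 2), blood (0.45, 3), epithelium (0.46, 0), neurons (0.63, 3) and endothelium (0.67, 2). Adjusted over the list alone, these 10 lists had 1 higher gene in cholesterol synthesis, senescence-associated secretion and endothelium, 1 lower gene in smooth muscle and in neurons, and 0 in the others. Of these lists, oxidative phosphorylation passed as higher in 4 of 18 alternatives, at adjusted p = 0.0020 with EtOH arrays only as control and also without untreated replicate 2, untreated replicate 3 or SAHA replicate 2 (0.0020 to 0.73). Smooth muscle passed as lower with quantile normalization and without SAHA replicate 3 (0.020 to 0.48), and cholesterol synthesis as higher without SAHA replicate 3 (0.038 to 0.74). Matrix proteoglycan genes passed as lower by fry alone (0.029 to 0.52).

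Of the 56 splits of the arrays into 3 and 5, 18 hold 1 array of each replicate number in the group of 3, as the real one does, too few for a share under 0.05. The real split gave 81 higher, 55 lower and 184 changed genes at any fold, and the highest other split of this kind 0, 1 and 1 (1 of 18 splits as large in each). It gave 7 lists higher, where the highest other gave 6 (1 of 18 as large), and 2 lists lower, where the highest other gave 7 (9 of 18 as large). Splits that do not hold 1 array of each number gave at most 0 genes and 8 lists in either direction. Every split but the real one leaves SAHA arrays beside controls in the group of 5, so the difference with SAHA adds to the spread within groups. The low gene counts of these splits are thus not those to be had without an effect. For SAHA against untreated, 10 splits are also too few for a share under 0.05. The real one gave 146 genes and the highest other 3 (1 of 10 as large). The other splits here mix SAHA and untreated arrays as well.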
